# Glutathione levels are associated with methotrexate resistance in acute lymphoblastic leukemia cell lines

**DOI:** 10.3389/fonc.2022.1032336

**Published:** 2022-12-01

**Authors:** Rafael Renatino Canevarolo, Carolina Pereira de Souza Melo, Nathalia Moreno Cury, Leonardo Luiz Artico, Juliana Ronchi Corrêa, Yanca Tonhasca Lau, Samara Sousa Mariano, Praneeth Reddy Sudalagunta, Silvia Regina Brandalise, Ana Carolina de Mattos Zeri, José Andrés Yunes

**Keywords:** acute lymphoblastic leukemia, methotrexate, glutathione, metabolomics, drug resistance, arsenic trioxide, thioredoxin reductase

## Abstract

**Introduction:**

Methotrexate (MTX), a folic acid antagonist and nucleotide synthesis inhibitor, is a cornerstone drug used against acute lymphoblastic leukemia (ALL), but its mechanism of action and resistance continues to be unraveled even after decades of clinical use.

**Methods:**

To better understand the mechanisms of this drug, we accessed the intracellular metabolic content of 13 ALL cell lines treated with MTX by 1H-NMR, and correlated metabolome data with cell proliferation and gene expression. Further, we validated these findings by inhibiting the cellular antioxidant system of the cells in vitro and in vivo in the presence of MTX.

**Results:**

MTX altered the concentration of 31 out of 70 metabolites analyzed, suggesting inhibition of the glycine cleavage system, the pentose phosphate pathway, purine and pyrimidine synthesis, phospholipid metabolism, and bile acid uptake. We found that glutathione (GSH) levels were associated with MTX resistance in both treated and untreated cells, suggesting a new constitutive metabolic-based mechanism of resistance to the drug. Gene expression analyses showed that eight genes involved in GSH metabolism were correlated to GSH concentrations, 2 of which (gamma-glutamyltransferase 1 [GGT1] and thioredoxin reductase 3 [TXNRD3]) were also correlated to MTX resistance. Gene set enrichment analysis (GSEA) confirmed the association between GSH metabolism and MTX resistance. Pharmacological inhibition or stimulation of the main antioxidant systems of the cell, GSH and thioredoxin, confirmed their importance in MTX resistance. Arsenic trioxide (ATO), a thioredoxin inhibitor used against acute promyelocytic leukemia, potentiated MTX cytotoxicity in vitro in some of the ALL cell lines tested. Likewise, the ATO+MTX combination decreased tumor burden and extended the survival of NOD scid gamma (NSG) mice transplanted with patient-derived ALL xenograft, but only in one of four ALLs tested.

**Conclusion:**

Altogether, our results show that the cellular antioxidant defense systems contribute to leukemia resistance to MTX, and targeting these pathways, especially the thioredoxin antioxidant system, may be a promising strategy for resensitizing ALL to MTX.

## Introduction

Acute lymphoblastic leukemia (ALL) is a subtype of leukemia that affects B- or T-cell precursor cells. It is the most common type of cancer in children, accounting for one quarter of all childhood cancer cases (1). Although the cure rates of childhood ALL have reached 85% in developed countries (2, 3), drug resistance is considered the major cause of treatment failure; as so, it is an issue of continuous and intense research (4–7).

Methotrexate (MTX), a folic acid competitor (antifolate) first synthesized in 1947, has been widely used as a chemotherapeutic agent and immune system suppressor. MTX is a cornerstone drug in ALL therapy. Once internalized by the cell through the folate receptor (RFC1), MTX undergoes sequential glutamylation by folyl-polyglutamate synthase (FPGS), thus becoming MTX polyglutamates (MTX-PG_2-6_). The molecule with a 2-6 glutamic residues tail is the active version of the drug; although its chemical activity is similar to the original drug, MTX-PG_2-6_ is preferentially kept in the intracellular environment [whereas non-glutamylated MTX is quickly exported by ABC transporters (8)], and cellular sensitivity to MTX is directly related to the intracellular pool of MTX-PGs (9). Recently, it was shown that ALL subtypes are associated with differential accumulation of MTX-PG levels: ALL harboring TCF3-PBX1 or ETV6-RUNX1 fusions presented lower MTX-PG levels, whereas hyperdiploid and BCR-ABL-like ALL had higher MTX-PG levels than other subtypes (10).

MTX primarily acts by inhibiting dihydrofolate reductase (DHFR), which catalyzes the sequential conversion of folic acid to dihydrofolate (DHF) and tetrahydrofolate (THF). Once folic acid is a precursor in *de novo* synthesis of thymidine, MTX imbalances nucleotide pools, ultimately leading to incorrect DNA synthesis and halting cell division. A high percentage of cells in S-phase is associated with a better clinical response to MTX (11) and is accompanied by increased expression of genes involved in nucleotide biosynthesis, such as *TYMS*, *CPTS*, and an MTX target enzyme, *DHFR (* 11). MTX also inhibits the bifunctional purine biosynthesis protein PURH (ATIC), blocking the conversion of the aminoimidazole carboxamide ribonucleotide (AICAR) into inosine monophosphate (IMP), thus inhibiting purine synthesis and the production of adenosine. AICAR accumulation leads to decreased one-carbon metabolism gene expression, cell proliferation, and increased global bioenergetic capacity *via* AMPK activation (12). Alternatively, MTX’s mechanism of resistance has been attributed to decreased MTX uptake due to deficiencies in membrane transport (13–15); increased expression of MTX efflux transporters (16–18); deficient polyglutamylation of MTX by FPGS (18–20); altered levels or structures of target enzymes (21, 22); and increased hydrolysis of MTXPGs by lysosomal gamma-glutamyl hydrolases (GGH) (23–25), although the influence of GGH on MTX efficacy remains controversial (26–28).

In parallel with MTX’s most well-known targets, several NAD+-dependent enzymes were inhibited by the antifolate *in vitro*: 2-oxoglutarate, isocitrate, malate, pyruvate, succinate, 6-phosphogluconate and glucose-6-phosphate dehydrogenases, glutamate-cysteine ligase, glutathione reductase, and glutathione peroxidase (29). MTX was shown to inhibit methionine S-adenosyltransferase (MAT) gene expression, protein levels amounts and activity *in vitro* and *in vivo*, resulting in decreased levels of S-adenosylmethionine (SAM) (30), the main methyl donor of metabolism.

Despite the number and importance of such enzymes to cellular metabolism, few studies have been conducted to better understand the effects of MTX on cellular metabolic homeostasis or find metabolic fragilities that could be exploited clinically. For instance, the depletion of multiple genes belonging to the histidine catabolism pathway increases resistance to MTX (31). This is caused by histidine catabolism draining the cellular pool of THF, which is already low in MTX-treated cells. The same study showed that *in vivo* dietary supplementation of histidine increased THF consumption by the histidine degradation pathway and enhanced the sensitivity of leukemia xenografts to MTX.

The antimetabolite nature of MTX and its inhibitory effect on many important metabolic enzymes prompted us to study the consequences of MTX treatment on cellular metabolism. We aimed to discover novel metabolic vulnerabilities that could be exploited therapeutically. Using a panel of 13 ALL cell lines (6 B-cell precursors and 7 T-cell ALL precursors) and untargeted hydrogen nuclear magnetic resonance (^1^H-NMR)-based metabolomics, we characterized MTX-triggered metabolic disturbance in detail. Though short term (48 hours) resistance to MTX seemed to be directly related to cellular proliferation, resistance in longer exposure times (96 hours) was associated with glutathione (GSH) levels. Gene expression analysis and pharmacological modulation confirmed the relevance of the cellular antioxidant system to MTX-mediated cell death susceptibility. Finally, we showed that pharmacological inhibition of the thioredoxin system by the chemotherapeutic drug arsenic trioxide (ATO) enhanced MTX cytotoxicity *in vivo* against one out of four primary human ALL cells, suggesting a novel therapeutic rationale to be further explored against ALL.

## Material and Methods

### Cell lines

Six B-cell precursor (Nalm6, Nalm16, Nalm30, REH, RS4;11, and 697) and 7 T-ALL (ALL-SIL, CCRF-CEM, HPB-ALL, Jurkat, Molt-4, P12-ICHIKAWA and TALL-1) cell lines were used in the study. The cell lines REH, 697, and RS4;11 were kindly provided by Dr. Sheila A. Shurtleff from St. Jude Children’s Research Hospital, Memphis, TN, USA; the cell lines Nalm16 and Nalm30 were provided by Dr. Akira Harashima from Hayashibara Biochemical Lab, Fujisaki, Japan; the cell lines ALL-SIL, HPB-ALL, P12-ICHIKAWA, and TALL-1 were kindly provided by Dr. João Barata from the Instituto de Medicina Molecular, Faculdade de Medicina da Universidade de Lisboa, Lisbon, Portugal; and the cell lines Jurkat, Nalm-6, CCRF-CEM (CEM) and Molt-4 were kindly provided by Dr. Alexandre E. Nowill from the State University of Campinas, Campinas, Brazil. Cell lines were cultured in RPMI-1640 culture medium (Cultilab, Campinas, Brazil); supplemented with 10% fetal bovine serum (Cultilab), 100 IU/ml of penicillin, and 100 μg/ml of streptomycin (Sigma-Aldrich, Saint Louis, MO, USA); and maintained at 37°C with a 5% CO_2_ atmosphere in all experiments.

### Reagents

All compounds were purchased from Sigma-Aldrich, resuspended according to the manufacturers’ instructions, and stored at –20°C. Subsequent dilutions used in the experiments were prepared at the moment of use.

### Cell viability assays

Eighty microliters of cell suspension (4 × 10^5^ cells/ml) were seeded in a 96-well cell culture plate, followed by the addition of 20 μl of drug solution in culture medium. Each dose was tested in triplicate. Negative controls received only vehicle, whereas positive (death) controls were added with 2 μl of an 18% paraformaldehyde solution immediately before viability determination. After the treatment period, the culture medium of each well was replaced by 0.2 ml of calcein AM solution (Sigma-Aldrich) at 2 μM in phosphate buffer [PBS 1X] and the culture plates were put into the incubator for 30 minutes before fluorescence reading using a Synergy H1 microplate reader (Biotek, Winooski, VT, USA; excitation/emission: 492/518 nm). To account for heterogeneous cell distribution within each well, fluorescence was measured in 25 points (a 5 × 5 matrix layout), with values then integrated (summed) at the end. Alternatively, the MTT (thiazolyl blue tetrazolium bromide; Sigma-Aldrich) reduction test was also used. In those cases, after 4 hours of incubation, 20 μl of MTT (5 mg/ml) were added to each well for cell metabolization. After overnight incubation, 0.1 ml of a dodecyl sulfate solution (10%) containing HCl (10 mM) was added to the wells. Absorbance was measured at 570 nm. Cell viability was expressed in relation to controls. Given that almost identical IC50 values for MTX were obtained by MTT and calcein AM at 48 and 96 hours, either one or the other method was used to access cell viability, depending on experimental and laboratory logistics.

### Determination of the doubling time

Two hundred microliters of a 2.5 × 10^5^ cell/ml cell suspension were seeded in a 96-well culture plate in triplicates. Fifteen microliters of the cell suspension were collected daily for cell count under the microscope (exclusion by trypan blue). The doubling time of each cell line was determined from the proliferation curves obtained.

### Cell treatment and metabolites extraction for ^1^H-NMR

Two hundred million cells in the exponential growth phase were suspended in culture medium (200 ml) and equally divided into 2 cell culture flasks. After 12 hours of acclimatization, either MTX (25 nM) or vehicle were added to the flasks. The doses were representative of the average MTX IC50 (96 hours) across all cell lines (18.4 nM). Following 24 hours of treatment, cells were washed with phosphate buffered saline (PBS 1X) and stored at –80°C. Both conditions (treatment and control) were analyzed in 3 biological triplicates for each cell line. The intracellular polar metabolic content was obtained following the methanol/chloroform extraction protocol, adapted from La Belle (32). Briefly, cells were disrupted (Sonics Vibra Cell, Sonics & Materials Inc., Newtown, CT, USA) in an ice-cold mixture of methanol (1.66 ml) and chloroform (0.83 ml) for 3 minutes. Next, ice-cold Milli Q water (1.25 ml) and chloroform (1.25 ml) were added to the sonicated mixture, followed by rapid vortexing. After centrifugation (3.4 × 10^3^ g for 20 minutes at 4°C), 2.6 ml of the supernatant phase (containing water, methanol, and polar metabolites) were collected and freeze-dried.

### Acquisition of ^1^H-NMR spectra and metabolic profiling

The lyophilized metabolic extracts were suspended in 0.6 ml of deuterated water (Cambridge Isotope Laboratories Inc., Tewksbury, MA, USA) containing phosphate buffer (100 mM) and TSP (3-3-(trimethylsilyl)-2,2,3,3-tetradeuteropropionic acid or TMSP-*d*_4_, Cambridge Isotope Laboratories) (0.5 mM) and inserted into a 5 mm NMR tube for immediate acquisition. Spectra were acquired on a Varian Inova NMR spectrometer (Agilent Technologies Inc., Santa Clara, CA, USA), equipped with a triple resonance probe and operating at a resonant frequency of ^1^H at 500 MHz and a constant temperature of 25°C. Two hundred and fifty-six scans were performed with delays of 1.5 seconds, a reading window of 16 ppm, and an acquisition time of 4 seconds. Phase and baseline corrections, as well as metabolic identification and quantification, were performed in Chenomx NMR Suite 7.1 (Chenomx Inc., Edmonton, Canada). In total, 78 ^1^H-NMR spectra were analyzed. Metabolite set enrichment analyses were performed with the platform MetaboAnalyst (33) (http://www.metaboanalyst.ca).

### Gene expression analysis

Cell lines (5 to 10 × 10^6^ cells) in the exponential growth phase were maintained overnight in fresh culture medium and then had their RNA extracted using the Illustra RNAspin Mini Kit (GE Healthcare Life Sciences, Pittsburgh, PA, USA). Samples were processed with the One-Cycle Target Labeling and Control Reagents Kit (Affymetrix, Santa Clara, CA, USA) and hybridized on HG-U133 Plus 2.0 Arrays (Affymetrix). Expression values were obtained with the iterPLIER+16 algorithm and expressed in a log2 scale. For additional details, please see Silveira et al. (34). Gene set enrichment analyses (GSEA) (http://www.broadinstitute.org/gsea/) were performed with 1,000 gene set permutation. Phenotypic labels (eg, GSH levels or MTX IC50) were used as continuous labels. The GSEA platform used Pearson’s correlation to determine the degree of linear relationship between gene sets and phenotypes. Only probe sets/transcript clusters annotated with a Gene Symbol were used in the analyses. Gene sets were considered significantly enriched when *P* ≤ 0.05 and FDR ≤ 0.05.

### High-throughput *in vitro* drug and combination screening assay

A high-throughput *in vitro* drug screening assay was used to quantify the chemosensitivity of leukemia cell lines as described previously (35, 36). Briefly, leukemia cells were seeded in 384-well, black, optically clear flat-bottom PhenoPlate (PerkinElmer, Waltham, MA) with collagen I (PureCol, Advanced Biomatrix, Carlsbad, CA) to a total volume of 9 μl, containing approximately 3,000 leukemia cells in each well. After collagen polymerization (1 hour at 5% CO_2_ and 37°C), each well was filled with 73 μl of culture media and left overnight in the incubator for cell acclimatization. In the next day, 9 μl of the drug dilutions (BSO, Auranofin, BSO+Auranofin) were added to the wells so that every drug/combination was tested at 5 (fixed concentration ratio, for combinations) concentrations (1:3 serial dilution) in 2 replicates. Negative controls containing vehicle (DMSO, maximum concentration of 0.5%) were included. Plates were placed in a motorized stage microscope (EVOS Auto FL 2, Thermo Fisher Scientific, Waltham, MA) equipped with an on-stage incubator and maintained at 5% CO_2_ and 37°C. Each well was imaged every 30 minutes for a total duration of 96 hours. A digital image analysis algorithm (37) was implemented to determine changes in viability of each well longitudinally across the 96-hour interval. This algorithm computes differences in sequential brightfield images and identifies live cells with continuous membrane deformations resulting from their interaction with the surrounding extracellular matrix. These interactions cease upon cell death. By applying this operation to all images acquired for each well, we were able to quantify nondestructively the effect of the drugs and their combinations as a function of concentration and exposure time – ie, by area under the curve (AUC) and lethal dose for median effect (LD50). Cell line-specific doses were chosen based on the MTT reduction assay and on previous standardization experiments. Synergy was determined by using the method described by Sudalagunta et al (38), in which percent live cells across time and the serially diluted drug(s) concentrations are used to compute additive response using the Bliss Independence Model. The additive response serves as a reference to determine the extent of synergy observed in each cell line by comparing it with the percent live cells measured when treated with the combination (at a fixed ratio of the 2 constituent single agents). The metric used to quantify *in vitro* drug synergy is given by the log_2_ ratio of the additive LD50 (computed from the two single agent responses as described above) and the combination LD50 for each cell line. This *in vitro* drug sensitivity characterization and combination effect framework was developed and pioneered by Dr Ariosto S. Silva’s group (Moffitt Cancer Center), which resulted in several significant contributions in the field of hematological malignancies over the past five years (39–42).

### Calcein AM for cell viability analysis by flow cytometry

Cells were seeded in 96 well plates at 3.0e5 cells/well in 100 µl of RPMI-1640 with 10% FBS. Methotrexate was added at different concentrations in triplicates. After 48 hours of incubation, a fixed dose of Arsenic Trioxide was added and 48 hours later cell viability was measured by the MTT method. To confirm the MTT results, a replicate plate run in parallel was developed by adding 5 µl of 2.5 µM Calcein-AM (ThermoFisher Scientific) to selected wells and incubated 15 min at room temperature. The number of viable cells was measured by flow cytometry after addition of 5 µl spike in fluorescently labeled bead (CountBright™ Plus Absolute Counting Beads, ThermoFisher Scientific) for normalization. The number of Calcein-positive cells per 1.0e3 beads was computed. Some of the cell lines that were more sensitive to the drug combination were assayed in 48-hour experiments instead of 96 hours. In this case, ATO was added after the first 24 hours of treatment with MTX and the number of viable cells was measured 24 hour later. In this case, cells were cultured in 24-well plates at 1.2e5 cells/well in 500 µl of RPMI-1640 with 10% FBS. At the end of the experiment (48 hours), 100 µl were transferred to a cytometer tube, 0.5 µl of 25 µM Calcein-AM were added and, after 15 min of incubation at room temperature, 5 µl of fluorescently labeled beads plus 195 µl of PBS 1X were added and cells were analyzed by flow cytometry. Flow cytometry was performed on a LSRFortessa X-20 (Becton Dickinson, Franklin Lakes, NJ) and data were analyzed using FlowJo (v7.1.6, TreeStar).

### *In vivo* efficacy of ATO+MTX against primary ALL

Cryopreserved primary ALL cells obtained from a mouse of the IL7R^<CPT>^ knock-in model (43) or from 4 pediatric ALL patients (2 BCP- and 2 T-ALL) were used in this study. Cells were thawed, washed in PBS 1X buffer, and injected into nonirradiated mice *via* the tail vein. Sick animals were killed and had their spleen macerated, and ALL cells were obtained by Ficoll gradient centrifugation. Fresh ALL cells were then transplanted into more mice for the experiments. The murine ALL was transplanted into C57BL/6 mice. Treatment started 2 days after transplantation. Mice (n = 12) were randomly distributed into 4 treatment groups: vehicle (PBS 1X with 1% NaOH), arsenic trioxide (ATO; 2.5 mg/kg), methotrexate (MTX; 1, 5, or 10 mg/kg), and ATO+MTX. Drugs were intraperitoneally administered once a day, 5× per week. When in combination, MTX was given 6 hours before ATO (based on Szymanska et al (44), who used this interval for other drug combinations). Overall survival was measured from after 2 days the date of leukemia injection to the date of animal death or when humane endpoint criteria were reached. Differences in survival were determined by Log-rank (Mantel-Cox) test using the GraphPad Prism v7.0 (GraphPad, La Jolla, CA) software. The study was approved by the Animal Experimentation Ethics Committees of University of Campinas (CEUA/UNIMCAP, protocol 4557-1(A)/2018). Experiments with the human ALLs were carried out in nonirradiated NSG (NOD.Cg-PrkdcscidIl2rgtm1Wjl/SzJ) mice (Jackson Laboratory). Leukemia progression was monitored weekly in peripheral blood post-Ficoll mononuclear cells by flow cytometry using anti-human CD45-APC (clone HI30, ImmunoTools) and anti-mouse CD45-BV605 (clone 30-F11, BD Horizon). Flow cytometry was performed on a LSRFortessa X-20 and data were analyzed using FlowJo. When hCD45^+^ cells reached 0.1% of total CD45^+^ peripheral blood cells in half of the mice (n = 24), animals were randomly distributed among the 4 treatment groups. T-ALL PDXs were treated with vehicle, ATO (2.5 mg/kg), MTX (5 mg/kg for BCP-ALL; 10 mg/kg for T-ALL) or ATO+MTX, as described above. Treatment lasted for 4 weeks and was administered in consecutive weeks for T-ALL xenografts or every other week for BCP-ALL (the BCP-ALL cells used were more sensitive to MTX than T-ALL). Death by acute toxicity was censored. Overall survival was measured from the date of leukemia engraftment to either the animal death, when the proportion of hCD45^+^ cells in the peripheral blood > 25% (45), or when humane endpoint criteria were reached. The study was approved by the Animal Experimentation Ethics Committees of Centro Infantil Boldrini (CEUA/BOLDRINI, protocol 0016-2020) and Human Ethics Committees of Centro Infantil Boldrini (CAAE 34601120.7.0000.5376).

### Statistical analyses

Paired nonparametric Wilcoxon signed rank tests and other analyses and graphs (dose-response curves, estimates of IC50 values, correlation plots, Kaplan-Meier curves, and log-rank tests for survival analyses) were made in Prism v7.0 (GraphPad, La Jolla, CA, USA). *P* ≤ 0.05 was considered significant.

## Results

### MTX impact on cellular metabolism

Initially, cells were treated with increasing doses of MTX for 48 or 96 hours to determine their IC50. IC50 at 48 hours ranged from 10.8 to 85.5 nM in T-ALL and from 14.7 to 101.1 nM in BCP-ALL. IC50 at 96 hours ranged from 5.5 to 38.4 nM in T-ALL and from 9.1 to 31.7 n in BCP-ALL (**Supplementary Figure 1**).

To determine the impact of MTX on cell metabolism, cell lines underwent unsupervised global metabolic profiling by ^1^H-NMR in either the presence or in the absence of the drug (a representative ^1^H-NMR spectrum is shown in **Supplementary Figure 2**). All cell lines were treated with a fixed dose of MTX (25 nM) for 24 hours, as this dose was representative of MTX’s average IC50 at 96 hours across all cell lines (ie, 18.4 nM). By treating the cells with the same dose of MTX, we intended to find cell line-specific metabolic differences under the same drug challenge. We reasoned that using cell-specific IC50 doses of MTX would have overthrown any metabolic differences among cell lines. This approach is in line with previous metabolomic studies that have adopted a similar rationale (46, 47). Additionally, this condition elicited the greatest metabolic variance, compared to high-dose MTX and shorter treatment time, in a pilot study on a MTX-resistant *vs*. a MTX-sensitive cell line (**Supplementary Figure 3**).

In total, 70 metabolites were identified and quantified. Metabolites’ identifiers, concentrations, and fold changes across all samples can be found in **Supplementary Tables 1–3**, respectively. We found that 19 metabolites were significantly increased by MTX, whereas 12 were decreased in response to the drug treatment (**Figure 1A** and **Supplementary Table 4**). Several amino acids had their concentrations increased following MTX treatment: glycine, alanine, phenylalanine, threonine, histidine, valine, arginine, leucine, isoleucine, tyrosine, and proline. 2-oxobutyrate, a byproduct of the conversion of cystathionine into cysteine and first intermediate in threonine degradation, was also increased with drug treatment. MTX treatment produced effects consistent with alterations in the folate cycle (formate); pyrimidine (uridine and dCTP) and purine (AMP, ADP, and NAD+) nucleotide synthesis; the pentose phosphate pathway (UDP-glucuronate, UDP-glucose, and myo-inositol); phospholipid synthesis (phosphocholine, sn-glycero-3-phosphocholine, phosphoethanolamine, and trimethylamine); the citric acid cycle (2-oxoglutarate); and the uptake of bile acids (cholate and glycocholate).

**Figure 1:**
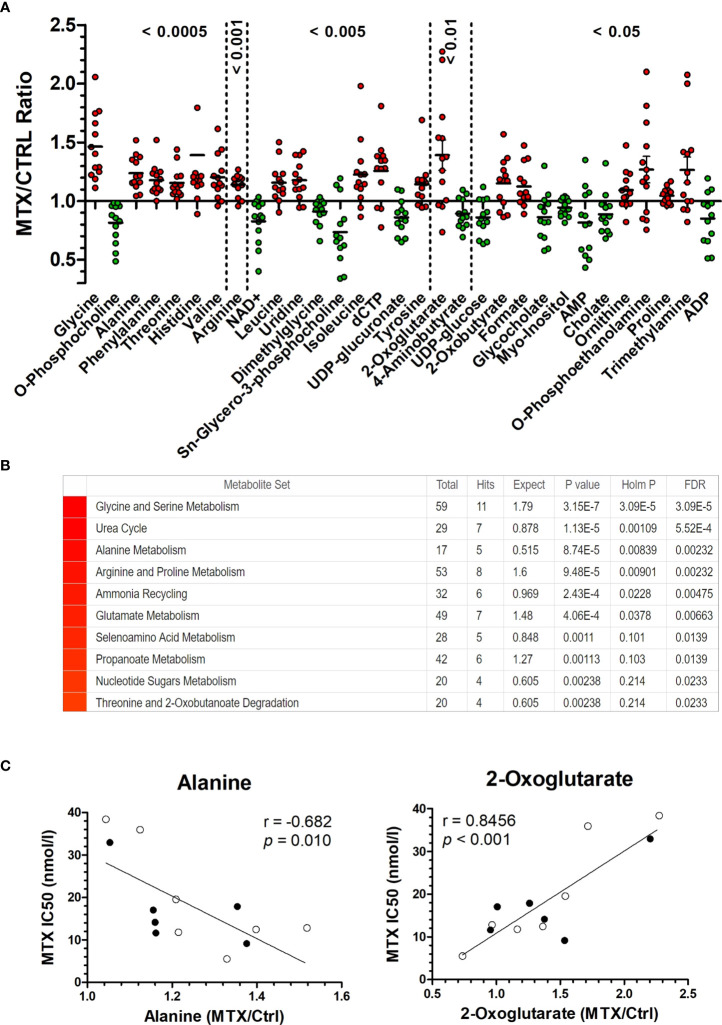
MTX-driven metabolic perturbations in ALL. **(A)** Metabolic disturbance caused by MTX treatment. Each dot is the mean of three biological replicates for each cell line. Metabolites’ concentrations fold change (in MTX-treated/untreated cells) above 1 indicate increase caused by MTX, whereas values below 1 indicate antifolate-induced decrease (*P*-values, Wilcoxon signed ranked test, after comparison of the distributions with the hypothetical mean value of 1). **(B)** Enrichment score for metabolites in **(A)** indicate the metabolic pathways and processes most impacted by MTX. **(C)** Correlation between metabolite concentration in untreated cells and MTX resistance (IC50 at 96 hours). Black and white beads represent BCP-ALL and T-ALL cell lines, respectively. *P*-values and *r* are from Pearson correlation.

A metabolite set enrichment analysis made from the 31 metabolites significantly modulated by MTX confirmed the major impact of the drug on glycine and serine metabolism, the urea cycle, alanine metabolism, and arginine and proline metabolism (**Figure 1B**). A scheme integrating all MTX-modulated metabolites into a single metabolic panel can be found in **Supplementary Figure 4**. Interestingly, a few cases of differential metabolic changes (ie, fold change of MTX treatment over basal levels) were associated with MTX resistance (at 96 hours); for example, the greatest fold changes for alanine were observed among the most sensitive cells to MTX, whereas 2-oxoglutarate (α-ketoglutarate) greatest fold changes were found among the most resistant cells to the antifolate (**Figure 1C**). Although a causal relationship cannot be established, this finding indicates that MTX resistance *in vitro* is associated with specific metabolic responses by the cells under drug action.

### Metabolic levels associated with MTX resistance

In addition to the association between metabolic fold change and MTX resistance, we searched for correlations between metabolic concentration and resistance to MTX (expressed as IC50) at 48 and 96 hours in either the presence or absence of the drug (**Table 1**). Given that MTX is more effective against dividing cells because of its effect on the nucleotide synthesis, we also examined correlations between metabolites concentrations and cell proliferation rate, as this could be a confounding factor (proliferation curves for doubling time determination are in **Supplemental Figure 5**). In fact, MTX resistance at 48 hours and proliferation rate were tightly correlated (Pearson r = 0.829, *P* < 0.001) (**Figure 2A**); however, the association was lost for drug resistance at 96 hours (Pearson r = 0.111, *P* = 0.718) (**Figure 2B**), and MTX resistance at 48 hours was not associated with resistance at 96 hours (Pearson r = 0.268, *P* = 0.399) (**Figure 2C**), indicating that factors unrelated to cell proliferation were contributing to cellular resistance to MTX during longer exposure times.

**Table 1:** Correlation between the concentration of selected metabolites and cell proliferation (expressed in terms of doubling time, in days) or MTX resistance (at 48 or 96 hours) in cells either treated or not with MTX.

Metabolite	Proliferation rate (doubling time)				MTX IC50 (48 hours)				MTX IC50 (96 hours)			
	Untreated cells		MTX-treated cells		Untreated cells		MTX-treated cells		Untreated cells		MTX-treated cells	
	Pearson r	P	Pearson r	P	Pearson r	P	Pearson r	P	Pearson r	P	Pearson r	P
2-Methylglutarate	-0.521	0.068	-0.339	0.257	-0.541	0.056	-0.512	0.074	0.248	0.415	0.064	0.836
Acetate	-0.506	0.078	-0.354	0.236	**-0.637**	**0.019**	**-0.608**	**0.028**	-0.120	0.697	-0.320	0.286
AMP	-0.228	0.454	-0.194	0.526	-0.479	0.098	-0.336	0.262	-0.436	0.136	-0.265	0.381
Asparagine	-0.141	0.647	-0.063	0.838	-0.285	0.345	-0.242	0.425	**0.602**	**0.030**	0.517	0.070
Carnitine	-0.455	0.118	-0.196	0.522	**-0.754**	**0.003**	**-0.569**	**0.043**	-0.060	0.846	0.081	0.793
Cholate	-0.548	0.053	-0.373	0.209	**-0.614**	**0.026**	-0.402	0.174	0.198	0.516	0.337	0.261
Creatine	**0.619**	**0.024**	**0.620**	**0.024**	0.325	0.279	0.356	0.233	0.291	0.335	0.290	0.337
Cytidine	**-0.609**	**0.027**	-0.434	0.139	-0.536	0.059	-0.420	0.153	-0.191	0.531	-0.212	0.487
Formate	**-0.821**	**0.001**	**-0.634**	**0.020**	**-0.814**	**0.001**	**-0.836**	**0.000**	-0.267	0.378	-0.540	0.057
Glutathione	0.217	0.477	0.258	0.395	0.161	0.600	0.186	0.543	**0.663**	**0.014**	**0.672**	**0.012**
GTP	-0.357	0.231	-0.197	0.518	-0.501	0.081	-0.253	0.404	-0.253	0.405	-0.054	0.860
Guanosine	0.436	0.136	0.488	0.090	0.368	0.216	0.527	0.064	**0.554**	**0.049**	0.449	0.123
Hypoxanthine	-0.427	0.145	-0.303	0.314	**-0.562**	**0.046**	-0.383	0.196	-0.501	0.081	-0.341	0.254
Lactate	-0.343	0.252	-0.142	0.644	-0.510	0.075	-0.304	0.312	-0.137	0.655	-0.055	0.859
Malate	-0.483	0.095	-0.264	0.384	**-0.671**	**0.012**	-0.494	0.086	-0.112	0.716	-0.078	0.801
myo-Inositol	**0.647**	**0.017**	**0.633**	**0.020**	0.357	0.231	0.332	0.268	0.169	0.581	0.188	0.539
NAD+	0.469	0.106	0.511	0.075	0.524	0.066	0.535	0.060	0.122	0.691	0.137	0.657
NADP+	0.321	0.285	0.447	0.126	0.468	0.107	0.521	0.068	0.009	0.977	0.250	0.410
Pyroglutamate	-0.316	0.293	0.015	0.961	-0.520	0.069	-0.205	0.501	-0.062	0.841	-0.036	0.908
S-Adenosylhomocysteine	-0.419	0.155	**-0.554**	**0.049**	-0.487	0.091	**-0.669**	**0.012**	-0.072	0.814	-0.227	0.457
Succinate	-0.392	0.186	-0.421	0.152	**-0.668**	**0.013**	**-0.615**	**0.025**	-0.428	0.145	-0.330	0.270
**Other parameters**	**Pearson r**		**P-value**		**Pearson r**		**P-value**		**Pearson r**		**P-value**	
Proliferation rate	1.000		0.000		**0.827**		**0.001**		0.113		0.714	
MTX IC50 (48 h)	**0.827**		**0.001**		1.000		0.000		0.303		0.315	
MTX IC50 (96 h)	0.113		0.714		0.303		0.315		1.000		0.000	

Dark gray and bold, significant association (P < 0.05); light gray, 0.05 < P < 0.10.

**Figure 2:**
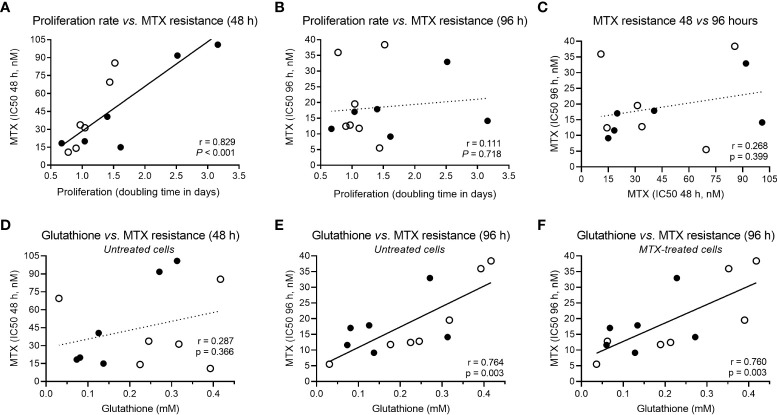
Correlation between cellular proliferation, MTX resistance and GSH levels. **(A)** Correlation between proliferation rate (cell doubling time) and MTX resistance (IC50) at 48 hours or **(B)** 96 hours, and **(C)** across MTX resistance over time (48 × 96 hours). **(D)** Correlation between constitutive GSH and MTX resistance at 48 hours or **(E)** 96 hours, and **(F)** between GSH levels in MTX-treated cells and MTX IC50 at 96 hours. Black and white beads represent BCP-ALL and T-ALL cell lines, respectively. *P*-values and *r* are from Pearson correlation.

Several metabolites were negatively associated with MTX resistance at 48 hours: acetate, carnitine, cholate, formate, hypoxanthine, malate, and succinate (**Table 1**). Acetate is the product of glycolysis, malate and succinate are citric acid cycle elements, carnitine is important for lipid beta-oxidation, and hypoxanthine is a purine derivative, suggesting that, at shorter exposure times (48 hours), MTX sensitivity is associated with increased cellular metabolic activity. Alternatively, MTX resistance at 96 hours was positively associated with asparagine, guanosine, and glutathione (GSH) levels (**Table 1**).

GSH is the main antioxidant of the cell and is important in preventing damage caused by reactive oxygen species (ROS). Interestingly, although not associated with MTX resistance at 48 hours (Pearson r = 0.287, *P* = 0.366) (**Figure 2D**), GSH was the only metabolite associated with MTX resistance in both untreated (Pearson r = 0.764, *P* = 0.003) (**Figure 2E**) and treated cells (Pearson r = 0.780, *P* = 0.003) (**Figure 2F**) at 96 hours, indicating a constitutive metabolic trait predictive of cellular resistance to the MTX insult. Its association with MTX resistance is in line with the fact that MTX is a ROS-generating drug (48, 49). Correlation coefficients between all metabolites concentrations, cell proliferation rate, and MTX resistance (at 48 and 96 hours) in treated and untreated samples are in **Supplementary Table 5**.

### GSH levels associated with the expression of GSH metabolism genes

We then searched for genetic traits that could explain the metabolite variability among the cell lines. For this purpose, the concentration of asparagine, guanosine, and GSH was correlated to the expression of genes belonging to their respective metabolic pathways. 

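Gene expression was measured in 13 untreated ALL cell lines, with 1 HG-U133 Plus 2.0 array per line. The 6 BCP-ALL lines were 697, Nalm6, REH, RS4;11, Nalm16 and Nalm30, and the 7 T-ALL lines were ALL-SIL, CCRF-CEM, HPB-ALL, Jurkat, Molt-4, P12-ICHIKAWA and TALL-1. Of 4 genes checked in the lines known to carry their lesions, TLX1, TLX3 and MEIS1 were highest in that line and TAL1 was not. TLX1 reached 9.22 on the log2 scale in ALL-SIL and at most 5.15 in any other line, TLX3 reached 10.25 in HPB-ALL and at most 4.95 elsewhere, and MEIS1, a target of KMT2A fusions, reached 13.06 in RS4;11 and at most 9.69 elsewhere. TAL1 was 5.71 in Jurkat, the line expected to express it, and 5.74 in Nalm16. GSH in untreated cells ranged from 0.0306 mmol/L in ALL-SIL to 0.417 mmol/L in HPB-ALL, as means of 3 replicates, and the IC50 at 96 h was also lowest in ALL-SIL (5.5 nM) and highest in HPB-ALL (38.4 nM). GSH was 0.167 ± 0.101 mmol/L (SD, n = 6) in BCP-ALL and 0.258 ± 0.133 mmol/L (SD, n = 7) in T-ALL, a difference that did not pass a two-sided exact permutation test (p = 0.196).
The authors made the expression values with the iterPLIER+16 algorithm on a log2 scale, in Affymetrix Expression Console, so that the lowest possible value is 4. The methods describe cells kept overnight in fresh medium and RNA from a spin-column kit, whereas the sample labels give 30 h of culture and phenol-chloroform extraction followed by a silica column. The median of an array lay between 5.05 and 5.37 in BCP-ALL and between 5.15 and 5.32 in T-ALL. With 1 array per line there is no technical replicate, so each p-value measures the spread between lines, and the number of lines limits the precision. Of 42450 probe sets, 38144 could be named as 1 gene, and each of the 18574 genes was represented by the probe set with the highest mean. Metabolite concentrations came from Supplementary Table 2 and IC50 values from Supplementary Figure 1. Correlations over the 13 lines were tested with 100000 two-sided permutations, and correlations within a lineage with all pairings. Benjamini-Hochberg adjustment covered the 67 measured glutathione and thioredoxin genes for GSH, 13 genes for asparagine, 20 for guanosine and 104 for each IC50. The P12-ICHIKAWA and TALL-1 arrays were the most alike of all pairs (r = 0.993 over all probe sets), and every other pair lay between 0.770 and 0.959.

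**Figure D1:**
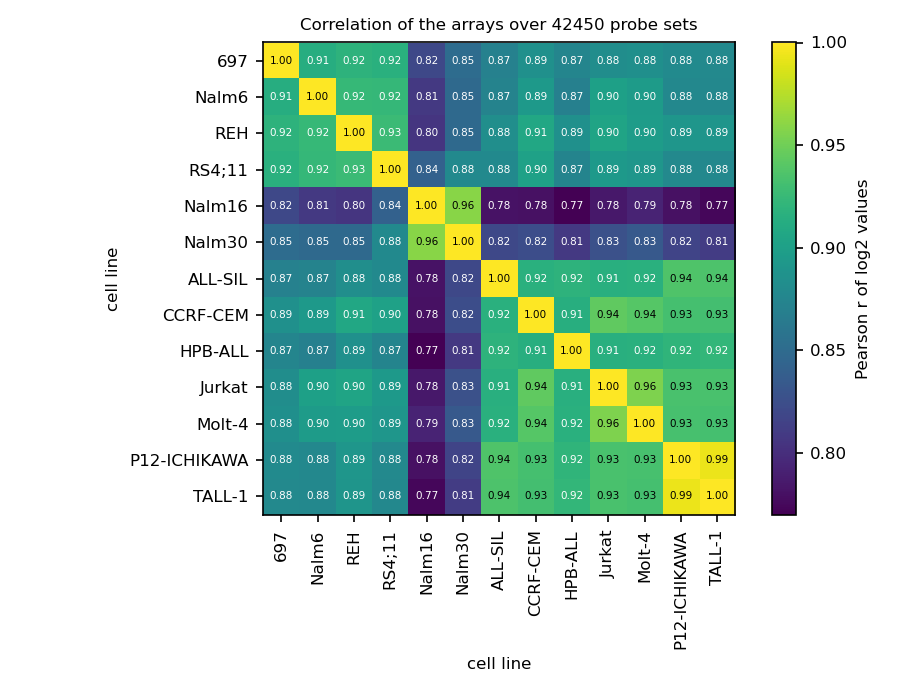
Pearson correlation of the log2 values of each pair of arrays over all probe sets, with cell lines on both axes and the color showing r. P12-ICHIKAWA and TALL-1 stand out at 0.993, and Nalm16 and Nalm30 correlated with the other lines at 0.770 to 0.879.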

Though no associations for asparagine or guanosine-related genes were found, 8 genes that code for enzymes that participate in the GSH metabolism were positively correlated to GSH levels: *CBS*, *GCLC*, *GSTM3*, *GSTA4*, *GGT1*, *GGT1*/*GGT2*/*GGT3P*, *GGT7*, and *TXNRD3* (**Figure 3A**). 

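Across the 13 lines, the genes that followed GSH most closely were TXNRD3, a thioredoxin reductase, and GCLC, the catalytic subunit of the enzyme that performs the first step of GSH synthesis. Cells with more GSH also had more CBS, which feeds cysteine into that synthesis, more of the glutathione S-transferases GSTM3, GSTA4 and GSTO2, and more of the hydrolases GGT1, GGT7 and GGTLC1. These 9 of 67 measured glutathione and thioredoxin genes had a positive Spearman correlation with GSH at an unadjusted p of 0.05 or less, a count that fell to 2 without Nalm6 and was 5 by Pearson's r. A single gene, the S-transferase GSTT1, ran the other way, close to the background of every array. None of 13 asparagine genes passed, and 2 of 20 guanosine genes did, or 1 to 6 when 1 line was left out.
TXNRD3 had rho = 0.885 (permutation p = 0.00014, adjusted p = 0.00938) and Pearson r = 0.907 (p = 8.0e-05, adjusted p = 0.00536), and without ALL-SIL and HPB-ALL, the lines farthest from the median GSH, r was 0.896. GCLC had rho = 0.852 (p = 0.00064, adjusted p = 0.0214) and r = 0.815 (p = 0.00044, adjusted p = 0.0147), with r = 0.829 without those lines. GCLC ranged from 5.61 in ALL-SIL to 8.63 in Jurkat on the log2 scale. CBS had rho = 0.571 (p = 0.0454) and r = 0.474 (p = 0.103), and lay within 1 log2 unit of the floor in 7 lines. It no longer passed in 11 of the 13 refits that left out 1 line. GSTO2 had rho = 0.560 (p = 0.0494) and r = 0.445 (p = 0.123), with 12 lines near the floor. GSTT1 had rho = -0.775 (p = 0.00284, adjusted p = 0.0634) and r = -0.743, and its other probe set gave rho = -0.258. By list, the positive genes were 2 of 12 for GSH synthesis, 3 of 20 for S-transferases, 3 of 10 for hydrolases and peptidases, 0 of 7 for peroxidases and 1 of 18 for the thioredoxin system. The list named for synthesis was broad and also held GGCT, OPLAH, CHAC1 and CHAC2. After adjustment over all 5 lists, TXNRD3 and GCLC passed, and the same number passed when each list was adjusted over the list alone. The other 7 positive genes had adjusted p = 0.331.
Asparagine genes had rho between -0.335 and 0.357, with a smallest p of 0.232. Of the guanosine genes, the nucleotidase NT5C3B had rho = 0.654 (p = 0.0181) and r = 0.369 (p = 0.204), and PNP, which splits guanosine to guanine, had rho = 0.632 (p = 0.0239) and r = 0.476 (p = 0.103). Both had adjusted p = 0.239. Without P12-ICHIKAWA and Molt-4, r was 0.411 for NT5C3B and 0.386 for PNP.

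**Figure D2:**
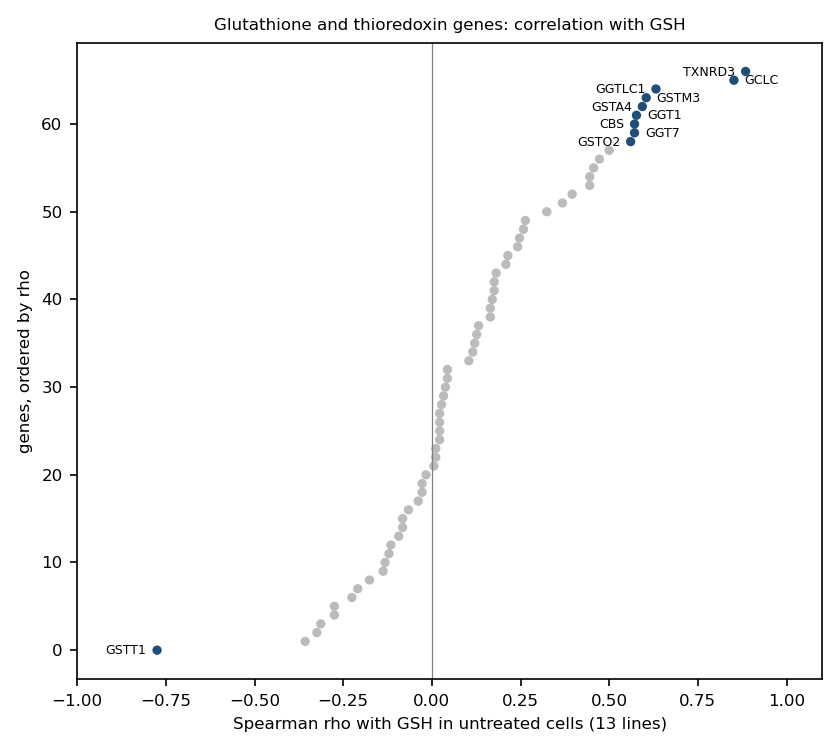
Spearman rho of each of the 67 glutathione and thioredoxin genes with GSH in untreated cells, in order of rho. Blue points are genes at an unadjusted p of 0.05 or less, from GSTT1 at -0.775 to TXNRD3 at 0.885, and gray points are the others.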

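For most enzymes of GSH metabolism no relation to GSH was detected over the 13 lines. Of the GSH synthesis genes, GCLM, the regulatory partner of GCLC, had rho = 0.132 (permutation p = 0.669), GSS, which completes the tripeptide, had rho = 0.368 (p = 0.216), and GSR, which reduces oxidized glutathione, had rho = -0.121 (p = 0.696). SLC7A11, the cystine transporter, had rho = -0.115 (p = 0.713) although its level ranged from 4.00 to 9.24 on the log2 scale. The S-transferase GSTP1, with a mean of 10.54, had rho = 0.0110 (p = 0.978), and GSTM1 and GSTM2 had rho = 0.00549 and -0.0165. The peroxidases GPX1 and GPX4 had rho = -0.0934 and 0.214. Of these genes, GSS (rho = 0.886, exact p = 0.0333) and GPX4 (rho = 0.943, exact p = 0.0167) passed within BCP-ALL. In the negative direction CHAC2 and TXN passed there (each rho = -0.886, exact p = 0.0333). So did GSTT1 (rho = -0.943, exact p = 0.0167). These exact p-values are unadjusted and count Nalm16 and Nalm30 as independent lines. Within BCP-ALL those lines had the highest GSH (0.271 and 0.313 mmol/L, next REH at 0.137), and their arrays were close (r = 0.959). A relation to GSH within BCP-ALL is therefore not separated here from what sets this pair apart.
Pearson's r for these genes was 0.221 for GCLM, 0.294 for GSS, -0.0452 for GSR, -0.0475 for SLC7A11 and -0.0569 for GSTP1. In the asparagine list, ASNS, which makes asparagine, had rho = -0.137 (p = 0.655) with asparagine. In the guanosine list, HPRT1, which salvages guanine, had rho = -0.407 (p = 0.169) with guanosine over all lines but passed within BCP-ALL (rho = -0.943, exact p = 0.0167) and by Pearson without Molt-4 and P12-ICHIKAWA (r = -0.780, permutation p = 0.00495), and IMPDH2, the main enzyme of guanine nucleotide synthesis, had rho = -0.0769 (p = 0.808). The exact p of HPRT1 within BCP-ALL is likewise unadjusted and counts Nalm16 and Nalm30 as independent lines. A p above the threshold over 13 lines does not show that a relation is absent. GSTA2, GSTA5, GGT2, DPEP1, GPX6, PRDX5, AGA, NT5C1B and GMPR2 were not analysed here.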

The expression of all genes involved in asparagine, guanosine, and GSH metabolisms that did not correlate to their respective metabolite’s levels are in **Supplementary Figure 6**. 

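TXNRD3 was highest in Jurkat and HPB-ALL, the lines with the highest IC50 at 96 h. GGT1 varied little, from 5.67 to 6.57 on the log2 scale, and was highest in Nalm16, the next most resistant line. TXNIP, which binds and inhibits thioredoxin, had the largest Pearson's r in size of all 104 genes tested and ran the opposite way, from 9.76 in CCRF-CEM down to 5.33 in HPB-ALL.
TXNRD3 had Pearson r = 0.647 with the IC50 at 96 h (permutation p = 0.0179, adjusted p = 0.909) and Spearman rho = 0.511 (p = 0.0788). Without HPB-ALL and Jurkat its r was 0.253 (permutation p = 0.490), so the relation rests on those lines. Within T-ALL it was r = 0.890 (exact p = 0.00655) and within BCP-ALL r = 0.151 (exact p = 0.869). GGT1 had r = 0.451 (p = 0.108, adjusted p = 0.909) and rho = 0.626 (p = 0.0245, adjusted p = 0.636), and without HPB-ALL and Jurkat r = 0.756 (p = 0.00696), but r = 0.286 (p = 0.359) without Nalm16. Within BCP-ALL it had r = 0.699 (exact p = 0.101) and within T-ALL r = 0.602 (exact p = 0.174). GCLC had r = 0.576 (p = 0.0398) and rho = 0.659 (p = 0.0172), falling to r = 0.413 without HPB-ALL and Jurkat. GGTLC1 had r = 0.546 (permutation p = 0.0495) and SRXN1 r = 0.562 (permutation p = 0.0471). Without HPB-ALL and Jurkat their r was -0.114 and 0.317. Apart from these, TXNRD3, GCLC and TXNIP, no gene of the 104 had a Pearson p under 0.05, and none passed after adjustment. TXNIP had r = -0.848 (p = 0.00076, adjusted p = 0.0790) and rho = -0.637 (p = 0.0214), and without HPB-ALL and Jurkat r = -0.576 (p = 0.0659). Its 3 probe sets had r between -0.848 and -0.782. With the IC50 at 48 h, GGT1 had r = 0.684 (p = 0.0110) and TXNRD3 had r = 0.165 (p = 0.591). The value for GGT1 fell to r = 0.179 without Nalm16 and Nalm30.

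**Figure D3:**
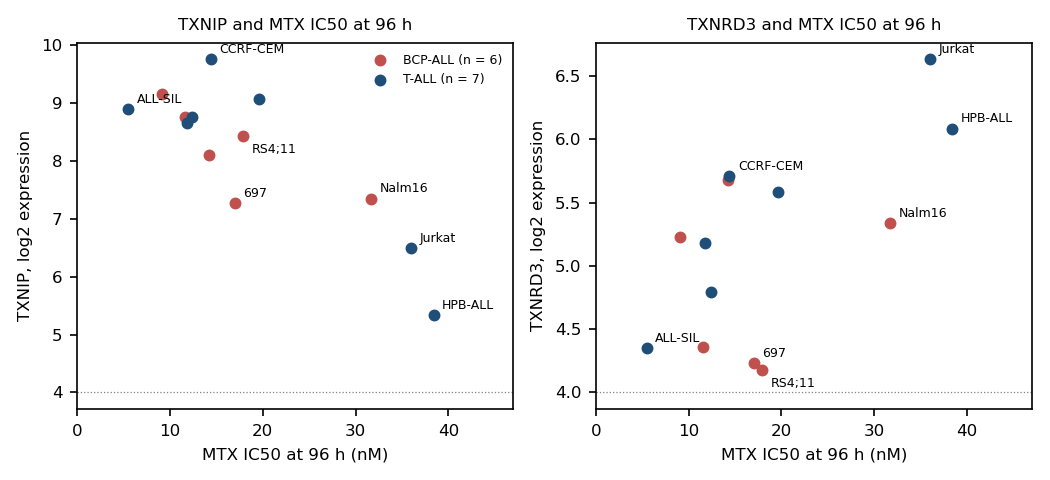
Log2 expression of TXNIP and of TXNRD3 against the IC50 of MTX at 96 h (nM), 1 point per line, with BCP-ALL in red, T-ALL in blue and a dotted line at the floor of 4. TXNIP is lowest and TXNRD3 high in HPB-ALL (38.4 nM) and Jurkat.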

Interestingly, 2 of the GSH metabolism genes that correlated with GSH levels (*GGT1* and *TXNRD3*) were also associated with MTX resistance (**Figure 3B**). Moreover, a Gene Set Enrichment Analysis (GSEA) confirmed that the expression of KEGG’s “Glutathione Metabolism” gene set (**Supplementary Table 6**) was enriched in MTX-resistant samples (**Figure 3C**). These findings offer a genetic basis for the differential concentration of GSH across the samples with distinct MTX sensitivity.

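In lines with a higher IC50 at 96 h, genes of KEGG's glutathione metabolism set lay, as a group, toward the positively correlated end of the transcriptome when genes were permuted. The result did not pass when the lines were permuted (permutation p = 0.182) or with an estimated correlation between genes (p = 0.189, by camera, a gene set test of limma). Of its 46 measured genes, 29 had a positive r with the IC50 and 17 a negative one, with a median of 0.0972 against -0.00781 over all genes. The 21 genes that formed the leading edge were led by GCLC, GSTA3, GGT6, the polyamine enzyme ODC1, GPX2 and GGT1. GSTA3 lay near the floor in 10 lines and GGT6 in 12, and GCLC, GPX2 and GGT1 in 0. Ranked by GSH in place of the IC50, 31 of the 46 genes were positive, with a median r of 0.152.
The enrichment score was 0.386 and the normalized score 1.53 (nominal p = 0.0123 from 1000 gene set permutations) over 18574 genes. Against GSH the scores were 0.378 and 1.45 (nominal permutation p = 0.0543). Gene set permutation takes genes as independent. When the IC50 values were permuted between the lines, the normalized score was 1.32 (permutation p = 0.182), and camera gave p = 0.0360 with a preset correlation between genes and p = 0.189 with an estimated correlation. Without Nalm16 the normalized score was 1.13, without Jurkat 1.29 and without REH 1.35, all above a nominal p of 0.05. TXNRD3 and CBS are not in the KEGG set, and GSTA2, GSTA5 and GPX6 were not analysed here.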

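Over the whole transcriptome, TXNRD3 ranked 2 and GCLC ranked 12 of 12564 genes by the strength of their relation to GSH. TXNRD3 had a slope of 0.56 log2 units per 0.1 mmol/L of GSH (standard error 0.0837) and GCLC of 0.51 (standard error 0.109). The gene with the strongest relation was ADORA2B, an adenosine receptor, at 0.65 log2 units per 0.1 mmol/L (standard error 0.0952). Next came the glycosyltransferase GALNT12 with a slope of 1.1, the actin-binding PFN2 with 1.38 and CPVL with 1.31. The strongest negative slopes were -1.33 for SOCS2, an inhibitor of cytokine signaling, and -0.56 for LRRC8C, a subunit of volume-regulated anion channels. None of these genes passed, with adjusted p = 0.0812 for ADORA2B and TXNRD3 from limma and 0.408 for GCLC. No gene had an adjusted p under 0.05, and 604 had an unadjusted p under 0.05, below the share of 0.05 of the 12564 genes that chance gives. This count depended on the fit. With the lineage as a covariate it was 1567, above that share, with 0 genes passing after adjustment. With each line left out in turn it lay between 473 (without 697) and 936 (without HPB-ALL).
No difference of the GSH slope between T-ALL and BCP-ALL was detected for TXNRD3 (difference -0.04, standard error 0.196) or GCLC (0.31, standard error 0.248). For GGT7 the difference was -0.55 (adjusted p = 0.328 over the 8 genes tested, from limma's interaction term). Markers of T-cell precursors had positive slopes on GSH for 20 of 20 genes (camera adjusted p = 1.1e-11 with a preset correlation, adjusted p = 0.798 with an estimated correlation).
From the genes that follow GSH, the relation of GGT1 and TXNRD3 to MTX resistance and the gene set result (Fig. 3), the paper concludes that expression offers a genetic basis for the different GSH concentrations of lines with distinct MTX sensitivity.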

**Figure 3:**
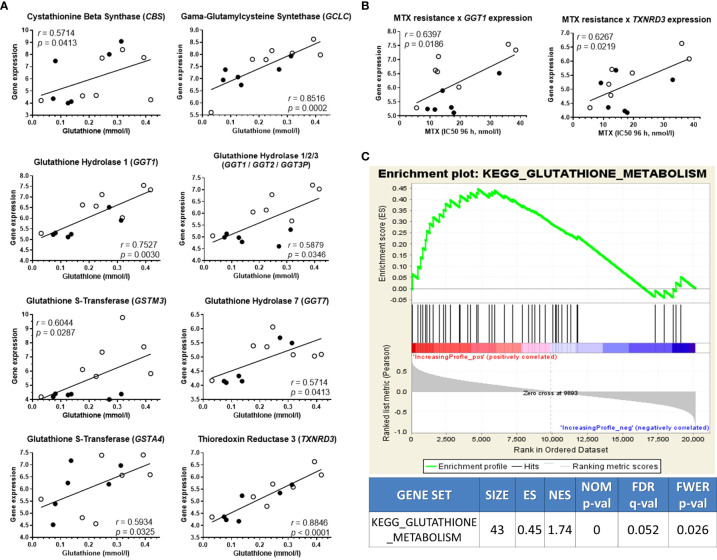
GSH-related transcriptome associates with metabolic levels and MTX resistance. **(A)** Association between glutathione (GSH) metabolism genes’ expression and GSH concentration; **(B)** Gene set enrichment analysis score plot showing KEGG’s Glutathione Metabolism gene set enrichment in high-GSH ALL cell lines. **(C)** Expression of two GSH-related genes also correlated to MTX resistance. Black and white beads represent BCP-ALL and T-ALL cell lines, respectively. *P*-values and *r* are from Pearson correlation.

### Promoting GSH metabolism induces proliferation and MTX resistance

Given that both metabolic and gene expression data pointed to GSH metabolism as an important factor contributing to MTX resistance in ALL cells, we evaluated the effect of either enhancing or inhibiting GSH metabolism on cellular resistance to MTX. Initially, we treated the cell lines with increasing doses of MTX in the presence of N-acetylcysteine (NAC), a precursor of the *de novo* synthesis of GSH that is converted into cysteine by glutamate-cysteine ligase (GCL). We observed that NAC not only protected cells from MTX cytotoxicity but also promoted cell proliferation, including in RS4;11, 697, ALL-SIL and P12-ICHIKAWA (**Figure 4A**) — 4 cell lines with relatively low constitutive GSH levels — whereas cell lines with relatively high GSH (eg, HPB-ALL and Jurkat) tended to present less pronounced effects. The graphs for all cell lines are in **Supplementary Figure 7**.

**Figure 4:**
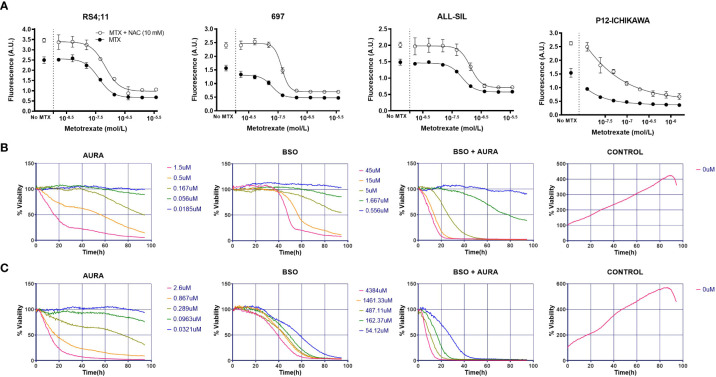
*In vitro* combination of GSH pathway modulators with MTX or a thioredoxin reductase inhibitor. **(A)** Survival curves to increasing doses of MTX in either the presence or absence of NAC in four representative cell lines, accessed by the calcein AM method after 96 hours of treatment. A.U. = arbitrary units. **(B)** BCP-ALL RS4;11 survival in response to auranofin (AURA), buthionine sulphoximine (BSO), BSO + AURA and vehicle (CONTROL) accessed by bright field imaging (high-throughput drug combination screening assay) over 96 hours. **(C)** Idem **(B)**, for TALL-1 cell line. In the BSO + AURA plots, curve colors indicate the corresponding doses of the single agents that were combined.

### Inhibiting GSH metabolism does not sensitize cells to MTX

We also treated leukemia cells with increasing doses of 4 interferents of GSH metabolism: phenethylisothiocyanate (PEITC) and piperlongumine (PL), which deplete GSH and increase ROS (50–52); hydrogen peroxide (H_2_O_2_), a ROS itself; and buthionine sulphoximine (BSO), a GCL inhibitor and, thus, a pharmacological inhibitor of GSH synthesis. The IC50 obtained for all these compounds across the cell lines are listed in **Supplementary Table 7**. Surprisingly, these ROS-promoting compounds did not enhance MTX cytotoxicity significantly (**Supplementary Figure 8**), even though we found a correlation between PL or H_2_O_2_ resistance and MTX resistance (**Supplementary Figure 9**). In sum, these results show that, while promoting GSH metabolism consistently increases leukemia resistance to MTX — sometimes even accompanied by simultaneous increase in proliferation — its inhibition does result in sensitization to the antifolate.

### Inhibiting the thioredoxin system potentiates MTX cytotoxicity *in vitro*

The intriguing asymmetrical contribution of GSH metabolism on MTX resistance suggested that a compensatory mechanism could be counterbalancing GSH metabolism inhibition and, thus, protecting cells from MTX insult.

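Of the 18 measured genes of the thioredoxin, glutaredoxin and peroxiredoxin system, TXNRD3 alone passed against GSH over all lines. Its mean was 5.18 on the log2 scale (SD 0.768, n = 13). Its level ran from 4.17 in RS4;11 to 6.63 in Jurkat, and 5 lines lay within 1 log2 unit of the floor. The cytosolic TXNRD1 had rho = 0.165 with GSH (permutation p = 0.593) and r = 0.0992, and the mitochondrial TXNRD2 had rho = -0.0824 (p = 0.793) and r = -0.105.
Within BCP-ALL, TXNRD3 had rho = 0.771 (exact p = 0.103) and r = 0.871 (exact p = 0.00833) with GSH, and within T-ALL rho = 0.893 (exact p = 0.0123) and r = 0.903. Both of its probe sets followed GSH, with rho of 0.857 and 0.885. The thioredoxin TXN, with a mean of 11.21, had rho = 0.0275 over all lines. Within BCP-ALL its rho was -0.886 (exact p = 0.0333) and within T-ALL -0.0357 (exact p = 0.963). The exact p-values within BCP-ALL are unadjusted and count Nalm16 and Nalm30 as independent lines. The peroxiredoxin PRDX1, with a mean of 12.00, had rho = -0.0385 over all lines. With the lineage means removed PRDX1 had rho = 0.609 (permutation p = 0.0281) and r = 0.606 (permutation p = 0.0279). It did not pass within BCP-ALL (rho = 0.600, exact p = 0.242) or within T-ALL (rho = 0.607, exact p = 0.167).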

As showed previously, thioredoxin reductases 3 (*TXNRD3*) expression was correlated to both intracellular GSH levels and MTX resistance (**Figures 3A, B**). TXNRD3 is a member of the cellular antioxidant arsenal whose main role is to chemically reduce thioredoxins, antioxidant proteins that facilitate the reduction of oxidized client proteins by cysteine thiol-disulfide exchange. Oxidized thioredoxin reductases, in turn, are reduced back to their functional state by NADPH. GSH and thioredoxin, therefore, are the 2 known antioxidant systems whose co-occurrence is crucial for the maintenance of the cellular redox homeostasis. We used a high-throughput single agent and drug combination screening assay based on bright-field images to determine cell survival under treatment with auranofin (Aura), a clinically approved thioredoxin reductase inhibitor for rheumatoid arthritis, and the GSH synthesis blocker BSO (**Figures 4B, C** and **Supplementary Figure 10**). A synergistic interaction between the drugs was observed in 5 out 6 cell lines tested using the method described by Sudalagunta et al (38), in which percent live cells across time and the serially diluted drug(s) concentrations are used to compute additive response using the Bliss Independence model (**Supplementary Table 8**). We confirmed the co-dependence of ALL cells on these antioxidant systems in 3 cell lines by the MTT viability assay (**Supplementary Figure 11**).

Next, we investigated the role of the antioxidant thioredoxin system on MTX sensitivity *in vitro*. For this purpose, we tested the effect of MTX in combination with 2 thioredoxin reductase inhibitors, arsenic trioxide (53) (ATO), and auranofin. We observed a mild potentiation of the MTX effect by ATO (**Figure 5A**) and Auranofin (**Supplementary Figure 12**) but only for few of the cell lines tested.

**Figure 5:**
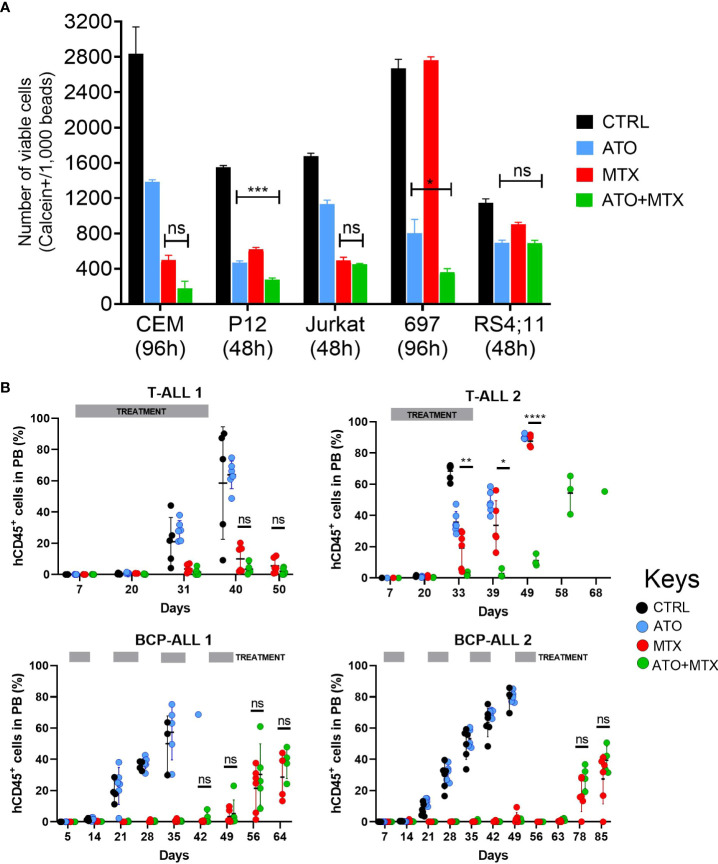
Combination of ATO and MTX *in vitro* and in PDX models of ALL. **(A)** Cell survival accessed by flow cytometry analysis of calcein-positive cells. The number of viable calcein+ cells per 1,000 fluorescent beads (spike in) was determined after 48 or 96 hours, as indicated. MTX was added at time zero while ATO was added at half-time. Results are the mean ± standard error (SE) of triplicate samples. *P*-values for Tukey’s Test following ANOVA. *P<0.05; ***P<0.001. Doses used: CCRF-CEM: ATO = 1.5 µM, MTX = 12.5 nM; P12-ICHIKAWA: ATO = 3 µM, MTX = 13 nM; Jurkat: ATO = 1.5 µM, MTX = 36 nM; RS4;11: ATO = 1.4 µM, MTX = 18 nM; 697: ATO = 0.75 µM, MTX = 6 nM. **(B)** Human CD45-positive (hCD45+) leukemia cells in peripheral blood of PDX-transplanted NSG mice, accessed by flow cytometry. Treatment started one week after engraftment when hCD45+ cells > 0.5% in half of the mice (Day 7) and was administered for 4 consecutive weeks against T-ALL or every other week against BCP-ALL. Doses used: MTX = 10 mg/kg daily (T-ALL) or 5 mg/kg daily (BCP-ALL); ATO = 2.5 mg/kg daily; ATO was administered 6 hours after MTX in the co-treatment cohort. L.E. = leukemia engraftment period. *P*-value for Log-rank test. *P*-value for unpaired t test between MTX and ATO+MTX. *P≤0.05; **P≤0.01; ****P≤0.0001; ns, not significant.

Altogether, our results indicate that the thioredoxin system exerts a compensatory effect over the GSH pathway that is not reciprocal and suggest that the thioredoxin system might be a potential target for MTX re-sensitization in leukemia cells.

### *In vivo* antileukemic effects of ATO and MTX in murine and patient-derived leukemia

Although mild, the antileukemic effects of the combinations between thioredoxin reductase inhibitors and MTX *in vitro* motivated us to test them *in vivo*. Here we chose the ATO+MTX combination given ATO’s current use in the clinic as a chemotherapeutic agent against acute promyelocytic leukemia. Our first investigation was using an immunocompetent mouse model transplanted with a primary murine B-ALL obtained from our *Il7r* knock-in mouse model (43). We tested different doses of MTX (1, 5, and 10 mg/kg) and found a dose-response pattern, with 10 mg/kg showing best results. ATO+MTX significantly increased overall survival compared to vehicle or single agents, though the difference was modest (**Supplementary Figure 13**).

Next, we tested the efficacy of the drug combination in 4 patient-derived xenografts (PDXs; 2 BCP-ALL and 2 T-ALL) *in vivo*. The PDXs represented a diverse genetic background: T-ALL 1 carries an activating *IL7R* mutation that confers a particular aggressive phenotype (54), and BCP-ALL 1 expresses the TCF3-PBX1 fusion protein as a result of the t(1;19) chromosomal translocation. Mice transplanted with T-ALL PDXs were treated with the same dose (10 mg/kg) and schedule as mice transplanted with murine ALL cells, whereas BCP-ALL PDX-transplanted mice received MTX at a lower dose (5 mg/kg) and were treated every other week to minimize the contribution of MTX to disease control and thus maximize ATO’s effect. However, this approach resulted in longer treatment periods and increased gastrointestinal toxicity with some fatalities that were censored in the analysis (**Supplementary Table 9**). Of the 4 PDXs tested, only one T-ALL was resistant to MTX (remission lasted for 20 days compared to ≥ 50 days in the other 3 PDXs). In this case, the ATO+MTX combination significantly decreased tumor burden in the peripheral blood (**Figure 5B**) and extended overall survival (**Supplementary Figure 14**) compared to vehicle alone or either drug used as a monotherapy. Altogether, these results suggest that MTX-resistant ALL patients could benefit from therapies that include thioredoxin reductase inhibitors in combination with MTX.

## Discussion

Seventy years after MTX was first synthesized, our comprehension of its mechanism of action and impact on cellular metabolism continues to expand. In this study, we explored the metabolic-wide changes caused by MTX in a panel of T- and B-cell precursors ALL cell lines, aiming to characterize the perturbations caused by the drug on the intracellular metabolome and provide new insights about metabolic vulnerabilities for future therapeutic exploitation.

We were able to identify and quantify 70 metabolites from diverse metabolic pathways; 19 were increased with drug treatment and 12 were decreased. Enrichment analyses showed that the metabolism of several amino acids was particularly impacted, highlighting the glycine and serine metabolism as the topmost altered pathway. Tedeschi et al (55) reported a 2-fold increase in glycine concentration in breast cancer cell lines treated with MTX, which is similar to what we observed in our study. We propose that glycine accumulation is the consequence of an MTX-induced halt in the glycine cleavage system (GCS). The GCS is main mechanism for glycine degradation and requires THF and NAD+ for glycine decarboxylation. MTX leads to THF shortage by inhibiting DHFR, and NAD+ was also decreased following MTX treatment (as seen in **Figure 1A**). Glycine can be derived from threonine, whose concentration was also increased in MTX-treated cells.

The pentose phosphate pathway (PPP) is an anabolic pathway diverted from glycolysis through glucose-6-phosphate dehydrogenase (G6PD), producing NADPH as well as ribose-5-phosphate, a precursor of purines biosynthesis. MTX was shown to inhibit G6PD *in vitro* (29). In our study, UDP-glucose, UDP-glucuronate, and myo-inositol, all intermediates of the PPP, were decreased after drug treatment, suggesting that G6PD inhibition in situ is also occurring and is an important feature of MTX action. Additionally, decreased levels of adenine, hypoxanthine, NAD+, AMP, ADP, and ATP also point towards ATIC inhibition — MTX’s main mechanism of action as an anti-inflammatory drug (56). Decreases in NAD+, AMP, ATP, and hypoxanthine levels were also observed in the erythroblastic cell line K562 following MTX treatment (57). Pyrimidine biosynthesis appears to be impaired by the antifolate as well. Thymidylate synthase (TS) was shown to be inhibited *in vitro* by MTX (58, 59); with TS inhibition, its substrate dUMP would be diverged from dTMP to dCMP synthesis, a precursor of uridine and dCTP — both of which were increased in our data set.

Decreases of several metabolites related to phospholipid metabolism (o-phosphocholine, sn-glycero-3-phosphocholine, phosphoethanolamine, and trimethylamine) indicated that MTX interferes with membrane synthesis. Lipid and membrane synthesis impairment has been reported in MTX-treated osteosarcoma cells (60, 61). In fact, cell cycle progression is a key determinant of phospholipid metabolism and membrane homeostasis: G1/S blockade by RNAi during cellular growth stimulation decreases phosphatidylcholine levels, the main component of cell membranes (62). Coupling lipid metabolism with cell cycle progression is thought to be an evolutionary strategy to coordinate proliferation with cell and organelle growth. The nucleotide shortage provoked by MTX, with the subsequent halt of cell division in the S phase of the cycle, seems to trigger a signal to restrain phospholipid metabolism, thus preventing decompensation of cellular components.

MTX also decreased 2 bile acids, cholate and glycocholate. Bile acids are produced in the liver from cholesterol and might have been interiorized by the cells from the fetal serum present in the culture medium. MRP3, MRP8, and SLC19A1 (folate receptor) are membrane transporters capable of interiorizing MTX, cholate, and glycocholate (63, 64). Polymorphisms and expression levels of these transporters have been associated with prognosis in childhood ALL (65–68) due to impairment on chemotherapy internalization by leukemia cells. In our gene expression data, *SLC19A1* presented a negative correlation to MTX resistance, confirming that cellular sensitivity to the drug is related to enhanced drug uptake, whereas cholate and glycocholate concentrations were marginally associated with *SLC19A1* expression (*P* < 0.1) (data not shown). 

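SLC19A1, the reduced folate carrier that brings MTX into the cell, was expressed at a similar level in all lines, with a mean of 7.85 on the log2 scale (SD 0.333, n = 13). By the probe set with the highest mean, its expression did not follow MTX resistance. Its r was 0.0538 with the IC50 at 96 h (permutation p = 0.858) and 0.283 with the IC50 at 48 h (p = 0.343). Its probe sets differed in direction, and 4 of 7 had a negative r at 96 h and 5 of 7 at 48 h. The most variable one had r = -0.655 at 48 h (p = 0.0189). 
Spearman's rho was -0.198 (p = 0.517) at 96 h and 0.0824 (p = 0.793) at 48 h, and without HPB-ALL and Jurkat r at 96 h was -0.287 (p = 0.418). Within BCP-ALL r at 96 h was -0.539 (exact p = 0.279) and within T-ALL 0.521 (exact p = 0.237). Against cholate SLC19A1 had rho = -0.0824 (p = 0.793) and r = 0.173 (p = 0.652), with r = -0.246 without Jurkat and Molt-4. Against glycocholate it had rho = 0.187 (p = 0.538) and r = 0.215 (p = 0.559), with r = -0.297 without REH and Jurkat. The most variable probe set had rho = 0.659 (p = 0.0169) with cholate, and another had 0.538 (p = 0.0615). With glycocholate 3 of the other probe sets had rho of 0.536 (p = 0.0627), 0.536 (p = 0.0629) and 0.520 (p = 0.0720). ABCC3 and ABCC11, which encode MRP3 and MRP8, lay near the floor, with means of 4.94 and 4.25 in BCP-ALL and of 4.94 and 4.32 in T-ALL.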

Bile acids such as taurocholate and cholate have proved to be efficient competitors of MTX absorption in hepatocytes (69, 70). Further investigation is required to determine whether seric bile acids could predict MTX uptake by primary leukemia cells and offer therapeutic guidance in clinics.

We found a significant inverse correlation between formate levels in either MTX-treated or untreated cells and cell doubling time or MTX resistance at 48 hours. Formate is a one-carbon molecule that can be synthesized and metabolized in folate-dependent or -independent reactions (71). Metabolic formate elimination appears to occur *via* its oxidation to carbon dioxide. Formate, THF, and ATP are combined to form 10-formyl-THF, which is then metabolized into THF, NADPH, and CO_2_. We found that formate levels increased upon MTX treatment (**Figure 1A**), possibly due to its accumulation by the lack of sufficient THF caused by the drug treatment, as formate production was shown to be markedly reduced in folate deficiency (72). The fact that we found formate levels in both untreated and treated cells to be negatively correlated with cell proliferation and MTX IC50 at 48 hours suggests that high formate level is a constitutive trait of MTX-sensitive cells. Further investigation will detail the mechanistic relationship between formate levels and MTX resistance, as well as show its applicability as an intracellular metabolic MTX marker.

Contrary to the conspicuous associations between formate and cell proliferation and MTX resistance, S-adenosylhomocysteine (SAH) levels were negatively correlated to these parameters only in MTX-treated cells. SAH is produced from methionine S-adenosylmethionine (SAM; the main methyl donor of the metabolism) demethylation and degraded to adenosine and L-homocysteine by the enzyme L-homocysteine hydrolase (AHCY). L-homocysteine is then converted to cystathionine (a precursor of glutathione) or is salvaged to methionine in a reaction that requires 5-methyl-THF (**Supplementary Figure 15**). We hypothesize that the lower levels of THF and its correlates (including 5-methyl-THF) in MTX-sensitive cells after drug treatment would contribute to SAH accumulation. Our findings showed that methionine cycle intermediates in MTX-treated cells correlate to antifolate resistance, suggesting their potential use as a metabolic biomarker of MTX response that deserves further investigation.

Asparagine regulates mTORC1 activity (73) and can act as an exchange factor, influencing serine metabolism and nucleotide synthesis by regulating serine uptake (74). We speculate that constitutive higher levels of asparagine would predispose cells to resist MTX insult by conferring an extra pool of molecules to be used as exchange factors for serine uptake, leading to 5,10-methylene-THF production and, ultimately, to pyrimidine biosynthesis even in an MTX-mediated DHFR inhibition scenario.

Guanosine is a purine nucleoside and indirect precursor of GTP; it is plausible to assume that higher constitutive levels of this intermediate would confer a natural resistance to MTX, although, to the best of our knowledge, these findings (ie, a positive correlation between basal asparagine and guanosine levels and MTX resistance) have never been described in the literature.

MTX’s ability to induce the formation of ROS has already been described extensively in the literature (75–77). Our work showed that GSH levels were positively associated with MTX resistance in both untreated and treated cells, meaning that cell’s constitutive antioxidant defense is predictive of MTX resistance and remains stable even after drug insult. We found the expression of 8 genes coding for enzymes involved in the GSH metabolism to be positively associated with the metabolite’s level. Among these are the genes *GSTM3* and *GSTA4*, which code for GSH S-transferases capable of MTX glutathionylation (78). 

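GSTM3 lay near the floor in all 6 BCP-ALL lines, with a mean of 4.28 ± 0.156 (SD, n = 6) on the log2 scale. T-ALL lines averaged 6.66 ± 1.80 (SD, n = 7), from 4.18 in ALL-SIL, within the range of BCP-ALL, to 9.78 in Molt-4. GSTA4 had similar means in BCP-ALL (6.08 ± 0.994, SD, n = 6) and T-ALL (6.13 ± 1.16, SD, n = 7), and ranged from 4.52 in Nalm6 to 7.41 in Jurkat.
With GSH, GSTM3 had rho = 0.604 (permutation p = 0.0331) and r = 0.57 (p = 0.0406), and r = 0.606 without ALL-SIL and HPB-ALL. With the lineage means removed rho was 0.515 (p = 0.0708), and its other probe set had rho = -0.176. GSTA4 had rho = 0.593 (p = 0.0361) and r = 0.556 (p = 0.0505), and r = 0.57 without ALL-SIL and HPB-ALL. It no longer passed in 6 of the 13 refits that left out 1 line, and its other probe set had rho = 0.335. GSTM3 no longer passed in 6 of these 13 refits.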

Intriguingly, *GSTM3* expression in ALL lymphoblasts was positively associated with favorable prognosis (79). Some GSH hydrolases (or gamma-glutamyltransferases [GGTs]) were also correlated with GSH levels. 

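The hydrolase genes GGTLC1, GGT1 and GGT7 were positively correlated with GSH across the 13 lines at the unadjusted threshold. GGTLC1, which encodes only a light chain, was higher in T-ALL (5.82 ± 0.702, SD, n = 7) than in BCP-ALL (4.81 ± 0.192, SD, n = 6) and highest in Jurkat. GGT7 was low, from 4.10 to 6.07 on the log2 scale.
GGTLC1 had rho = 0.632 with GSH (permutation p = 0.0241) and r = 0.687 (p = 0.0109), with r = 0.558 without ALL-SIL and HPB-ALL. GGT1 had rho = 0.577 (p = 0.044) and r = 0.472 (p = 0.104), and with the lineage means removed rho = 0.769 (p = 0.00275). It no longer passed in 9 of the 13 refits that left out 1 line or without ALL-SIL and HPB-ALL (rho = 0.527). GGT7 had rho = 0.571 (p = 0.0446) and r = 0.659 (p = 0.0164), but within T-ALL rho = -0.0357 (exact p = 0.963), and it no longer passed in 5 of the 13 refits. The probe set shared by GGT1, GGT2 and GGT3P was not analysed here.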

GGTs participate in the gamma-glutamyl cycle, a route of synthesis/degradation of GSH and detoxification of drugs and xenobiotics (80), which explains the positive association we observed between *GGT1* expression with both GSH content and MTX resistance. *GGT’s* expression decrease during ALL treatment returns to normal levels during the chemotherapy-induced remission stage (81), though circulating enzyme levels did not show prognostic value (82).

Parallel to the GSH detox metabolism, thioredoxins are small oxidoreductase enzymes with a dithiol disulfide site that are essential for mammalian life and involved in cellular redox balance and signaling (83). When thioredoxins are oxidized, thioredoxin reductases (TrxR’s) convert them back to their reduced state at the expense of NADPH, which is oxidized to NADP+. Interestingly, among the 3 thioredoxin reductase isozymes found in mammals, only thioredoxin reductase 3 (TXNRD3) contains an additional N-terminal glutaredoxin domain, which makes it a participant of both thioredoxin and glutathione systems. In this study, we found *TXNRD3* expression to be positively associated with both GSH content and MTX resistance. TrxR’s enzymes are overexpressed or constitutively expressed in various cancers, contributing to tumor growth and chemoresistance (84), so its inhibition has drawn increasing attention. There are several studies demonstrating that pharmacological inhibitors of TrxR’s can be effective as single agents or combined with chemo/radiotherapy in a variety of cancer types (85, 86). In a study of 14 cancer cell lines from diverse tissues treated with a panel of 19 chemotherapeutic agents, MTX resistance was directly related to the enzymatic activity of glutathione reductase and thioredoxin reductase but not to the intracellular concentration of GSH, which, in turn, was associated with ThioTEPA (an alkylating agent) and doxorubicin resistance (87). Recently, by using CRISPR-Cas9, Oshima et al (88) showed that *TXNRD3* (and *TXNRD2*) knockout in REH cells resulted in increased sensitivity to MTX, confirming the role of the thioredoxin system on MTX detoxification.

In this study, the GSH synthesis promoter N-acetylcysteine was shown to increase MTX resistance and proliferation of ALL cell lines. NAC’s protective effect against diverse drugs in varied cancer types has been extensively described in the literature. However, we noticed an inverse correlation between GSH levels and NAC effect, a phenomenon that we attribute to the feedback loop that coordinates GSH synthesis, through which GSH inhibits GCL activity (89) and thus decreases metabolite synthesis when its cellular pool is already full.

If, by one hand, NAC supplementation boosts MTX resistance in ALL cell lines, co-treatment with GSH scavengers had a marginal effect on sensitizing cells to the antifolate. We hypothesized that this was due to the thioredoxin metabolism, the other antioxidant system of the cell which can compensate an impaired or blocked GSH metabolism (90, 91). We demonstrated the interplay between both antioxidant systems by treating ALL cells with auranofin, a thioredoxin reductase, and BSO, a GSH synthesis inhibitors. The remarkable combination effect observed has been previously reported in head and neck cancer (92, 93), breast cancer (94), and lymphoma and multiple myeloma (95) cells. In some cases, the thioredoxin system may be even more important than GSH to protect cells from oxidative stress. For instance, in prostate and breast cancer, the synergistic combination of 2-deoxy-glucose (2DG) with DHEA (a phosphate-pentose pathway inhibitor) was potentiated by auranofin but not BSO, whereas the cytotoxic effect was completely abrogated by the addition of NAC (96). Our metabolomic results suggest that MTX also inhibits the pentose-phosphate pathway — a theoretically similar effect to that caused by DHEA. Therefore, like the duo MTX+DHEA, the MTX+BSO+auranofin triple combination may deserve further investigation in primary ALL.

Studies in fibroblasts showing that folic acid supplementation abrogates the cytotoxic effects of arsenite have led to the suggestion that MTX could synergize with ATO (97). By causing a relative methyl insufficiency, MTX could potentiate the effects of ATO in the presence of excess folate. We investigated the effects of the thioredoxin system on MTX resistance *in vitro* by treating ALL cell lines with thioredoxin reductase inhibitors in the presence of the antifolate. Both auranofin and ATO — a rheumatologic and a chemotherapy agent, respectively — potentiated MTX cytotoxicity slightly in a few cell lines, indicating that the thioredoxin antioxidant system could be protecting the cells from the oxidative stress caused by MTX.

ATO has been used against acute promyelocytic leukemia (APL) for the last 2 decades (98), usually in combination with all-*trans* retinoic acid (ATRA) (99, 100) during both induction and consolidation phases. Prolonged maintenance with continuous low-dose chemotherapy (which includes MTX) and intermittent ATRA was beneficial for high-risk APL (101–103). Aligned with this fact and our *in vitro* data, we showed that ATO potentiated MTX cytotoxicity in an *in vivo* model of an aggressive primary murine ALL and in 1 of 4 human ALL PDXs tested, for which tumor burden in the peripheral blood was significantly decreased by the drug combination as well. Interestingly, this ATO-responsive PDX presented a particular MTX-resistant phenotype, whereas in the other 3 cases, single-agent MTX was sufficient to control leukemia progression, thus hampering any possible additive effect by ATO. Both high-dose MTX and ATO are known to cause gastrointestinal toxicity (104, 105), and although no mouse that received either MTX or ATO single-agent experienced severe gastrointestinal toxicity, this was so for 5 out of 24 animals treated with ATO+MTX, indicating that future studies are required to better evaluate the safety of the ATO+MTX combination for the treatment of ALL patients.

Although relapse/refractory ALL did not respond to single-agent ATO in a previous clinical trial (106), which is in line with our PDX results, few studies have investigated its benefits in ALL in combination with other drugs. For instance, Szymanska et al (44) tested the addition of ATO (in the same dose and regimen as ours) with vincristine, dexamethasone, and asparaginase (VXL) in 4 ALL PDXs. Although ATO, in combination with VXL, statistically improved the progression delay of 2 xenografts tested, the authors concluded that the benefit appears unlikely to be of biological significance. We believe that our study brings a new perspective by proposing the use of thioredoxin reductase inhibitors, specially ATO, in combination with MTX. Further investigation should aim to test the Auranofin+MTX combination, the benefits of a third drug inclusion (such as BSO), and the molecular features of the ALL that would most benefit from this new drug combination.

MTX’s mechanisms of action and resistance are still being rewritten even after several decades of research and therapeutic use. Our study showed that the antioxidant systems of the cell are an important component of leukemia resistance to MTX, and targeting these pathways, especially the thioredoxin antioxidant system, may contribute to re-sensitize ALL to MTX. In a broad sense, this work illustrates how metabolomics can be employed as an alternative approach to unravel unexplored mechanisms of action and/or resistance of drugs, leveraging insights about new drug combinations with translational potential for life-threatening diseases such as cancer.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE218348.

## Ethics statement

The studies involving human participants were reviewed and approved by Comitê de Ética em Pesquisa, Centro Infantil Boldrini, CAAE 34601120.7.0000.5376. Written informed consent to participate in this study was provided by the participants’ legal guardian/next of kin. The animal study was reviewed and approved by Comissão de Ética no Uso de Animais (CEUA), Instituto de Biologia, Universidade Estadual de Campinas (UNICAMP), protocol 4557-1(A)/2018; and Comissão de Ética no Uso de Animais (CEUA), Centro Infantil Boldrini, protocol 0016-2020.

## Author contributions

RRC, CPSM, SRB, ACMZ and JAY conceived the study. RRC, CPSM, NMR, LLA, JRC, YTL, SSM, and PRS performed the experiments and analyzed the data. ACMZ, SRB and JAY supervised the study. RC and JY wrote the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Glutathione levels are associated with methotrexate resistance in acute lymphoblastic leukemia cell lines
**Source:** Front Oncol. 2022 Dec 1;12:1032336. doi: 10.3389/fonc.2022.1032336
**Supplement:** Supplementary file 1

**a**

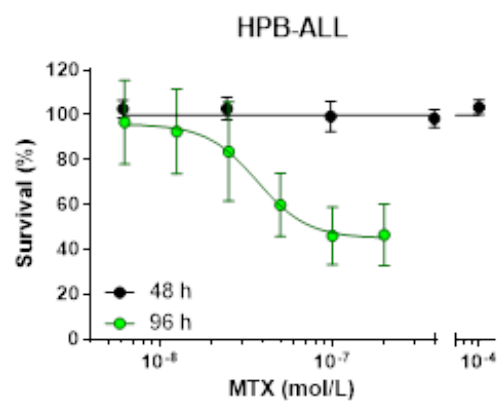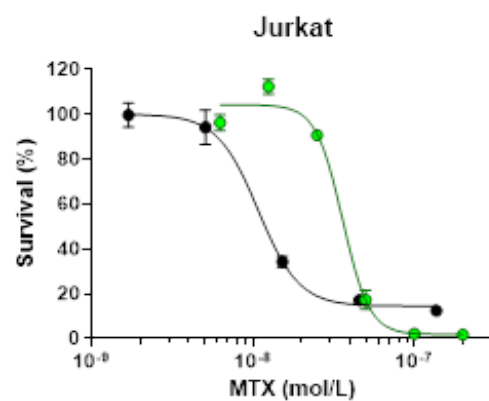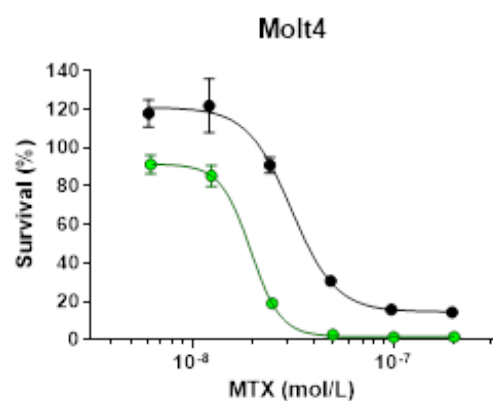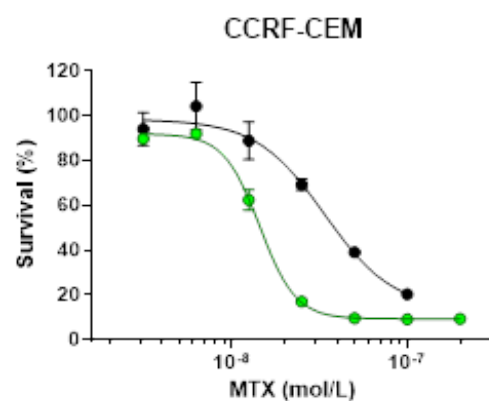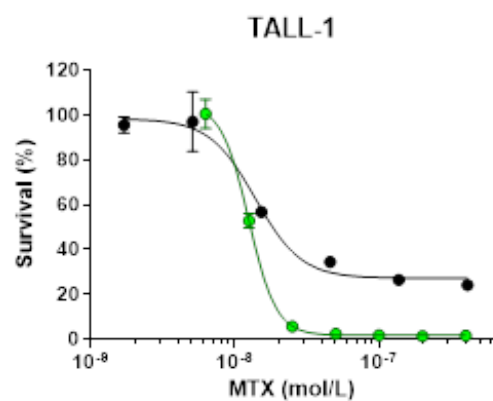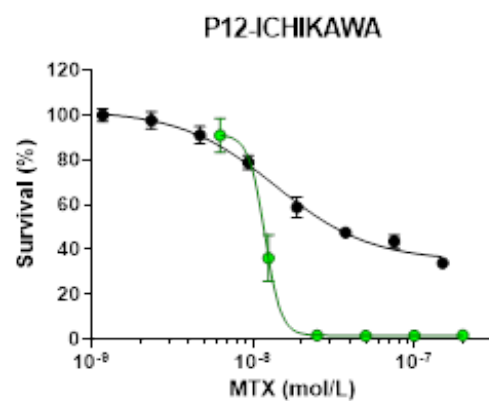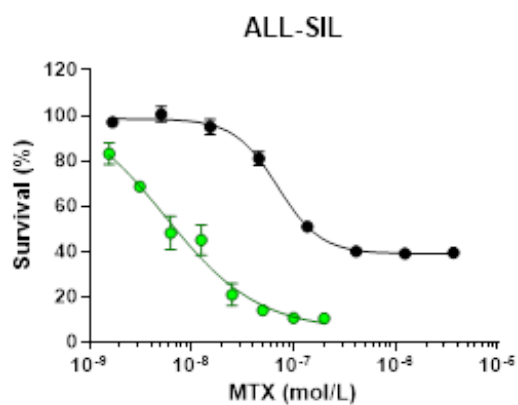

| Cell line    | MTX IC50 (nmol/L), 48h | MTX IC50 (nmol/L), 96h |
|--------------|------------------------|------------------------|
| HPB-ALL      | 85.5                   | 38.4                   |
| Jurkat       | 10.8                   | 36.0                   |
| Molt4        | 31.2                   | 19.6                   |
| CCRF-CEM     | 33.7                   | 14.4                   |
| TALL-1       | 13.8                   | 12.4                   |
| P12-Ichikawa | 13.7                   | 11.8                   |
| ALL-SIL      | 69.7                   | 5.5                    |

**b**

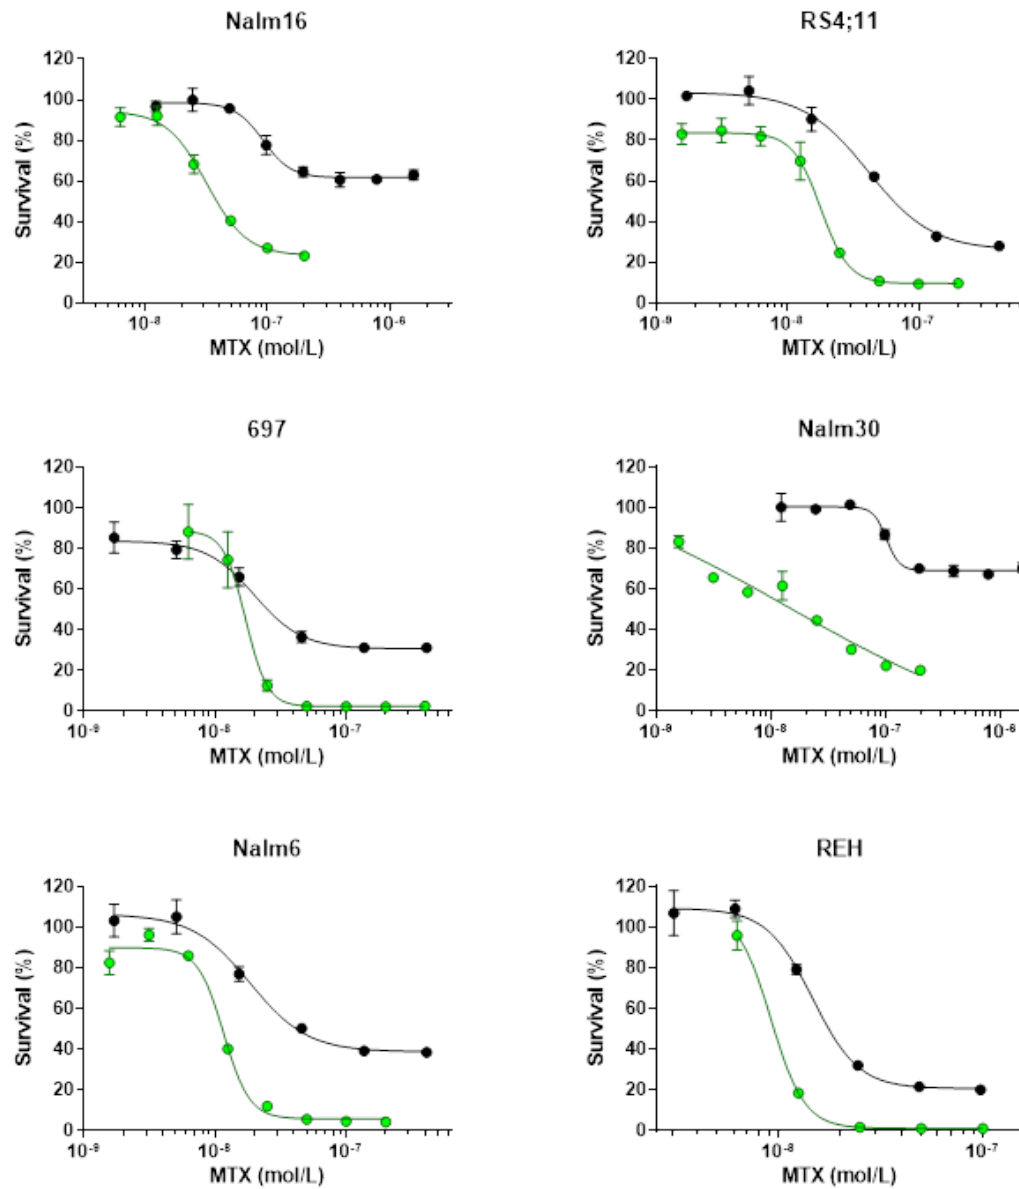

| Cell line | MTX IC50 (nmol/L), 48h | MTX IC50 (nmol/L), 96h |
|-----------|------------------------|------------------------|
| Nalm16    | 91.8                   | 31.7                   |
| RS4;11    | 41.1                   | 17.9                   |
| 697       | 19.9                   | 17.0                   |
| Nalm30    | 101.0                  | 14.2                   |
| Nalm6     | 18.5                   | 11.6                   |
| REH       | 14.7                   | 9.1                    |

**Supplementary Figure 1.** MTX dose-response curves of (a) T-ALL and (b) BCP-ALL cell lines. Survival at each dose was determined in relation to negative controls (defined as 100%). Doses were tested in triplicates. Black: 48 h of treatment; green: 96 h. The legend brings the IC50 values for each curve. MTT reduction assay (similar results were obtained with calcein AM).

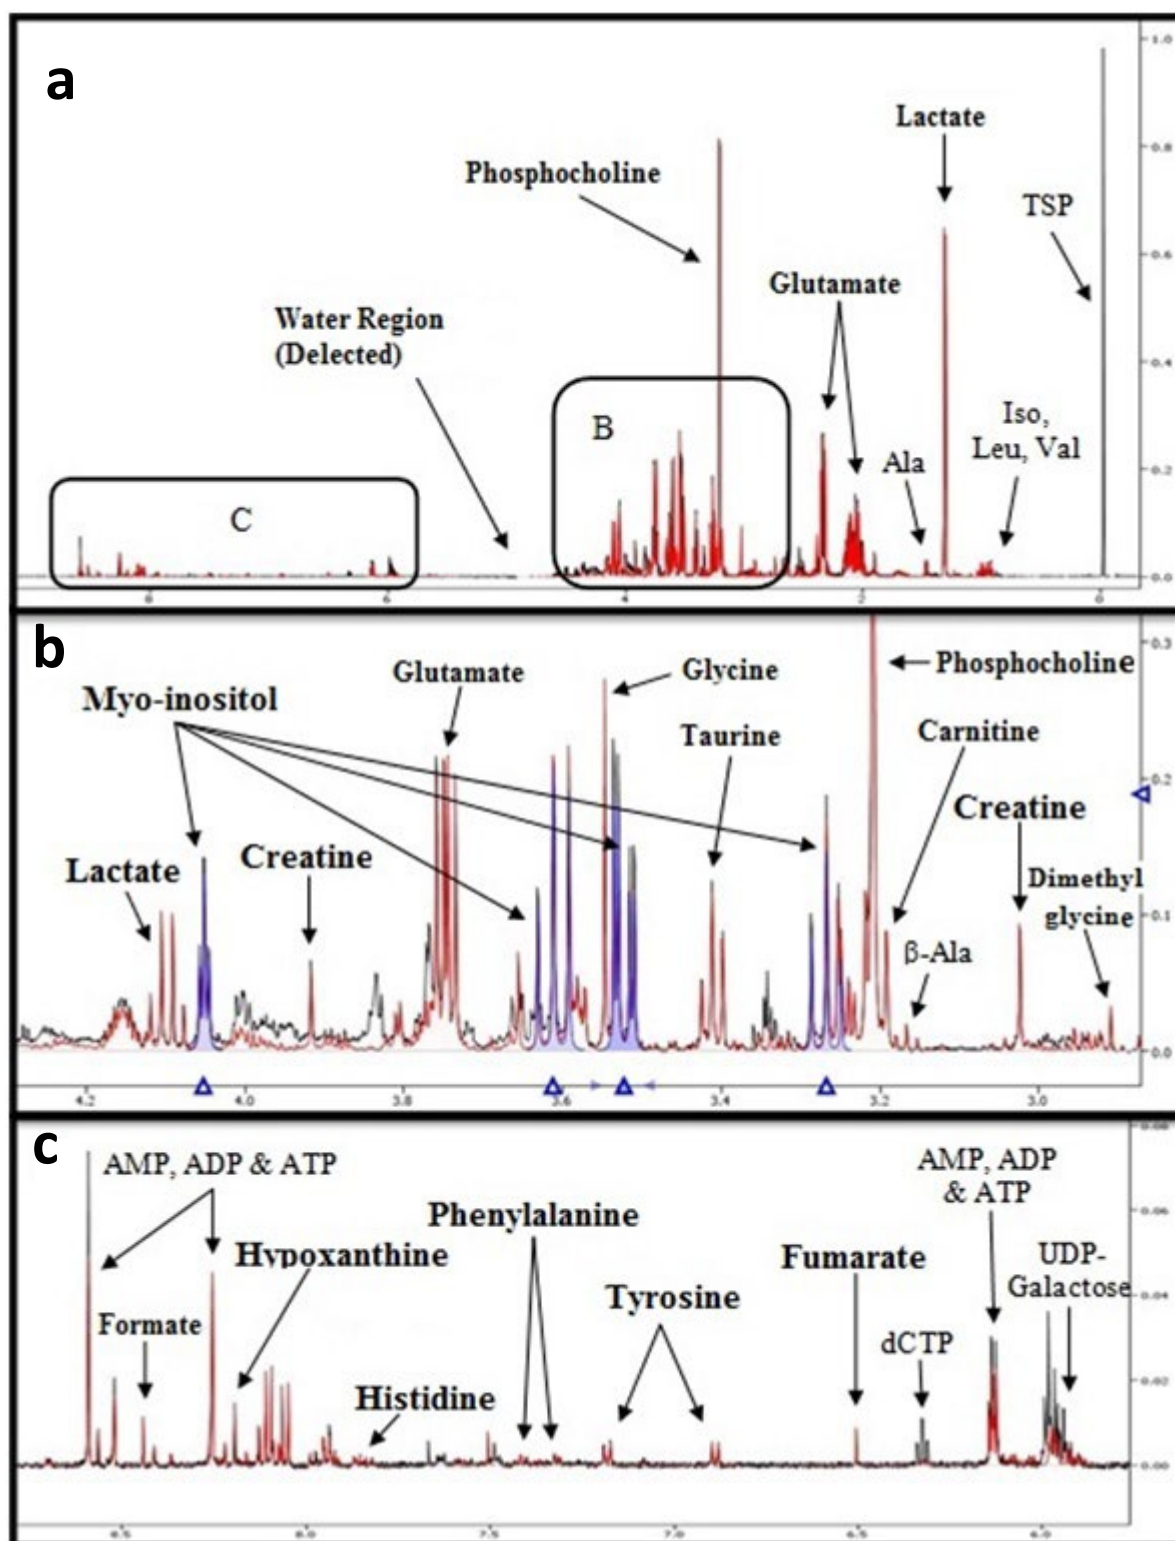

**Supplementary Figure 2.** (a)  $^1\text{H}$ -NMR representative spectrum; (b) and (c) details some compounds found at their respective spectral region, as indicated in (a).

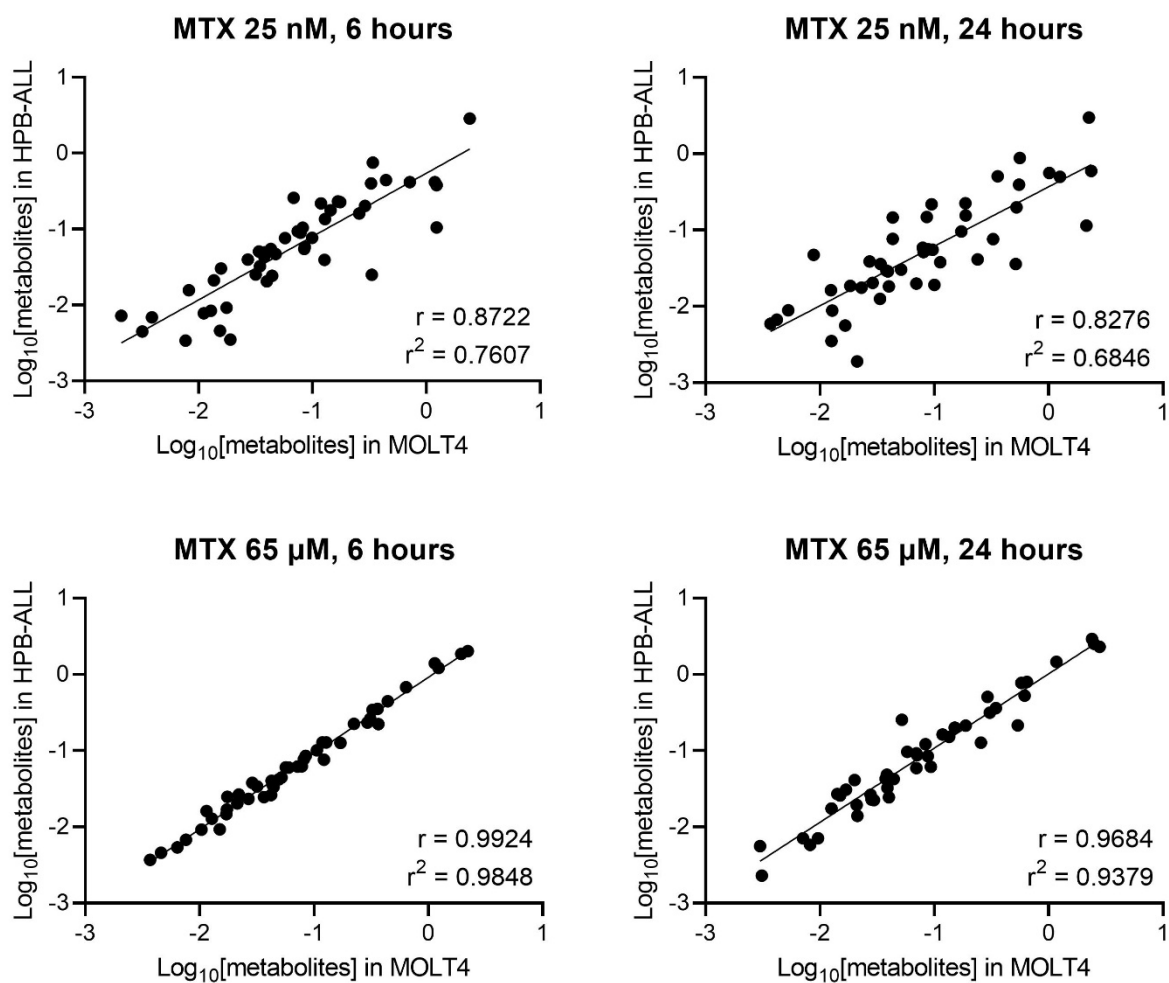

**Supplementary Figure 3.** Correlation between metabolites concentrations found in MTX-resistant HPB-ALL and MTX-sensitive MOLT4 under different treatment conditions. The greatest variation was found in MTX 25 nM at 24 hours.

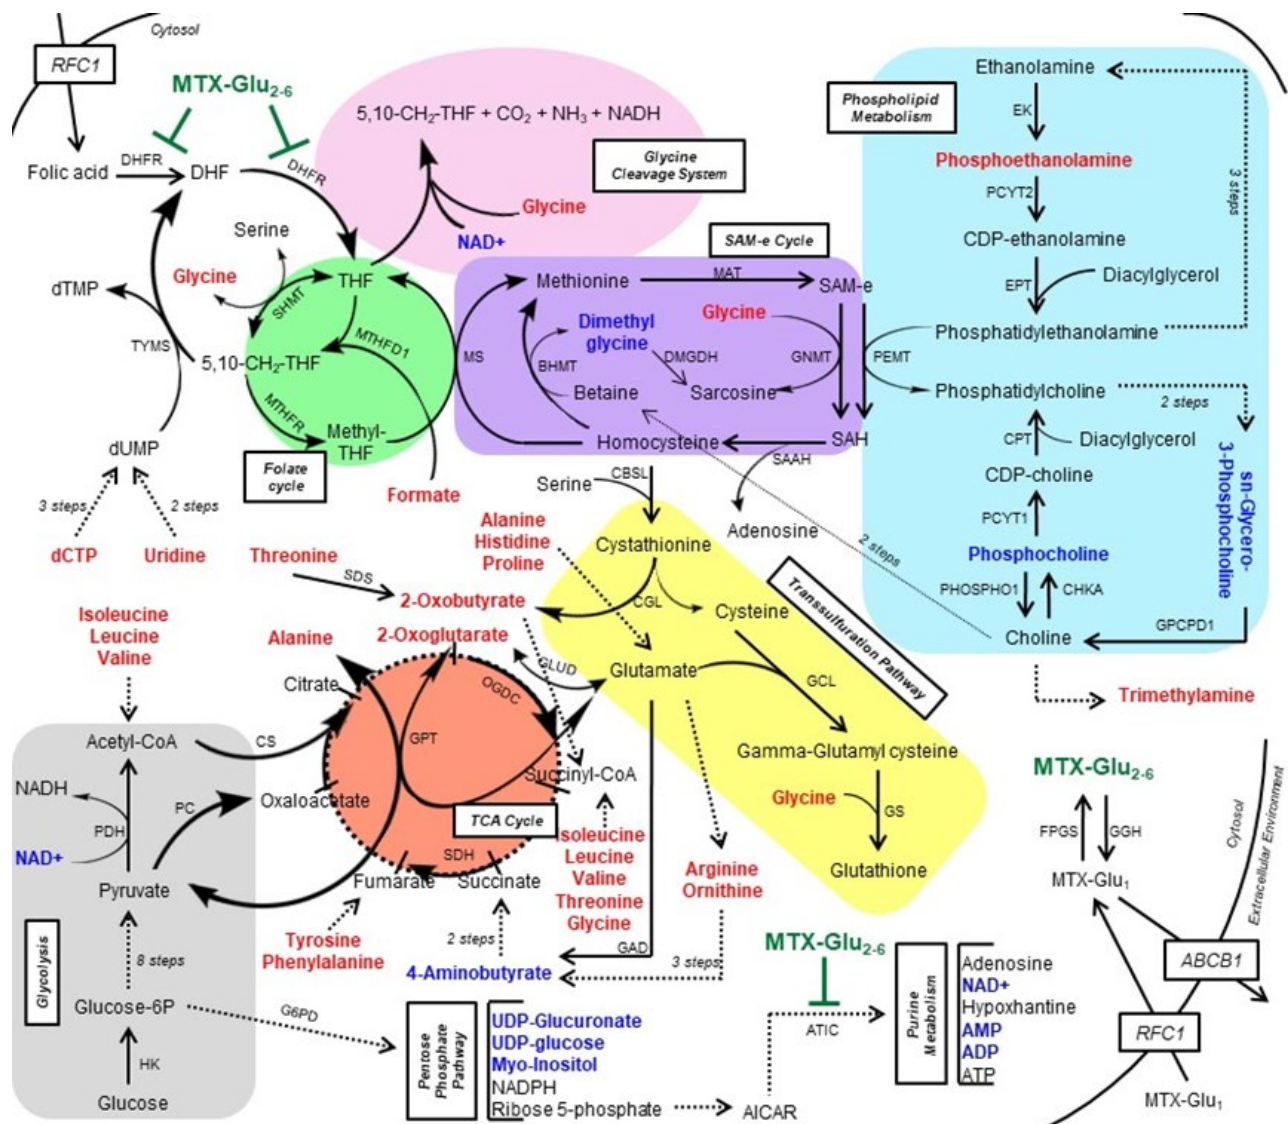

**Supplementary Figure 4.** Scheme congregating all measured MTX-modulated metabolites. Metabolites augmented or decreased after drug treatment are depicted in red and blue, respectively. MTX-Glu<sub>2-6</sub>: the intracellular polyglutamylated form of MTX. Green traces represent the inhibitory effect of MTX-Glu<sub>2-6</sub> on its main target enzymes, DHFR and ATIC.

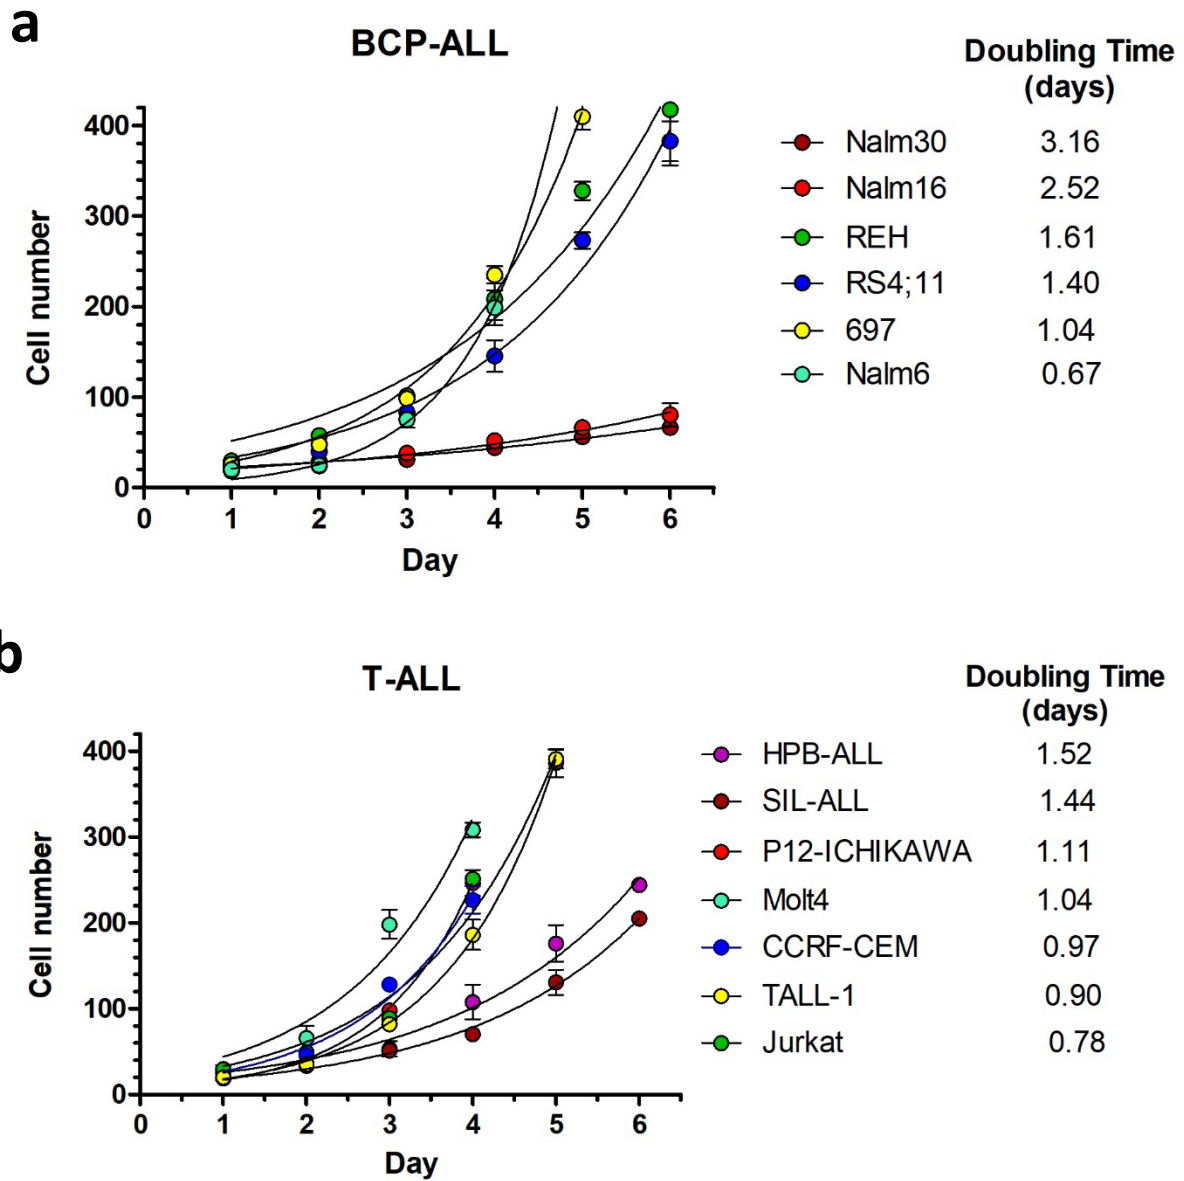

**Supplementary Figure 5. (a) BCP-ALL and (b) T-ALL cell lines proliferation curves.** Cells were allowed to divide in culture medium over six days in order to have their doubling time determined.

**a**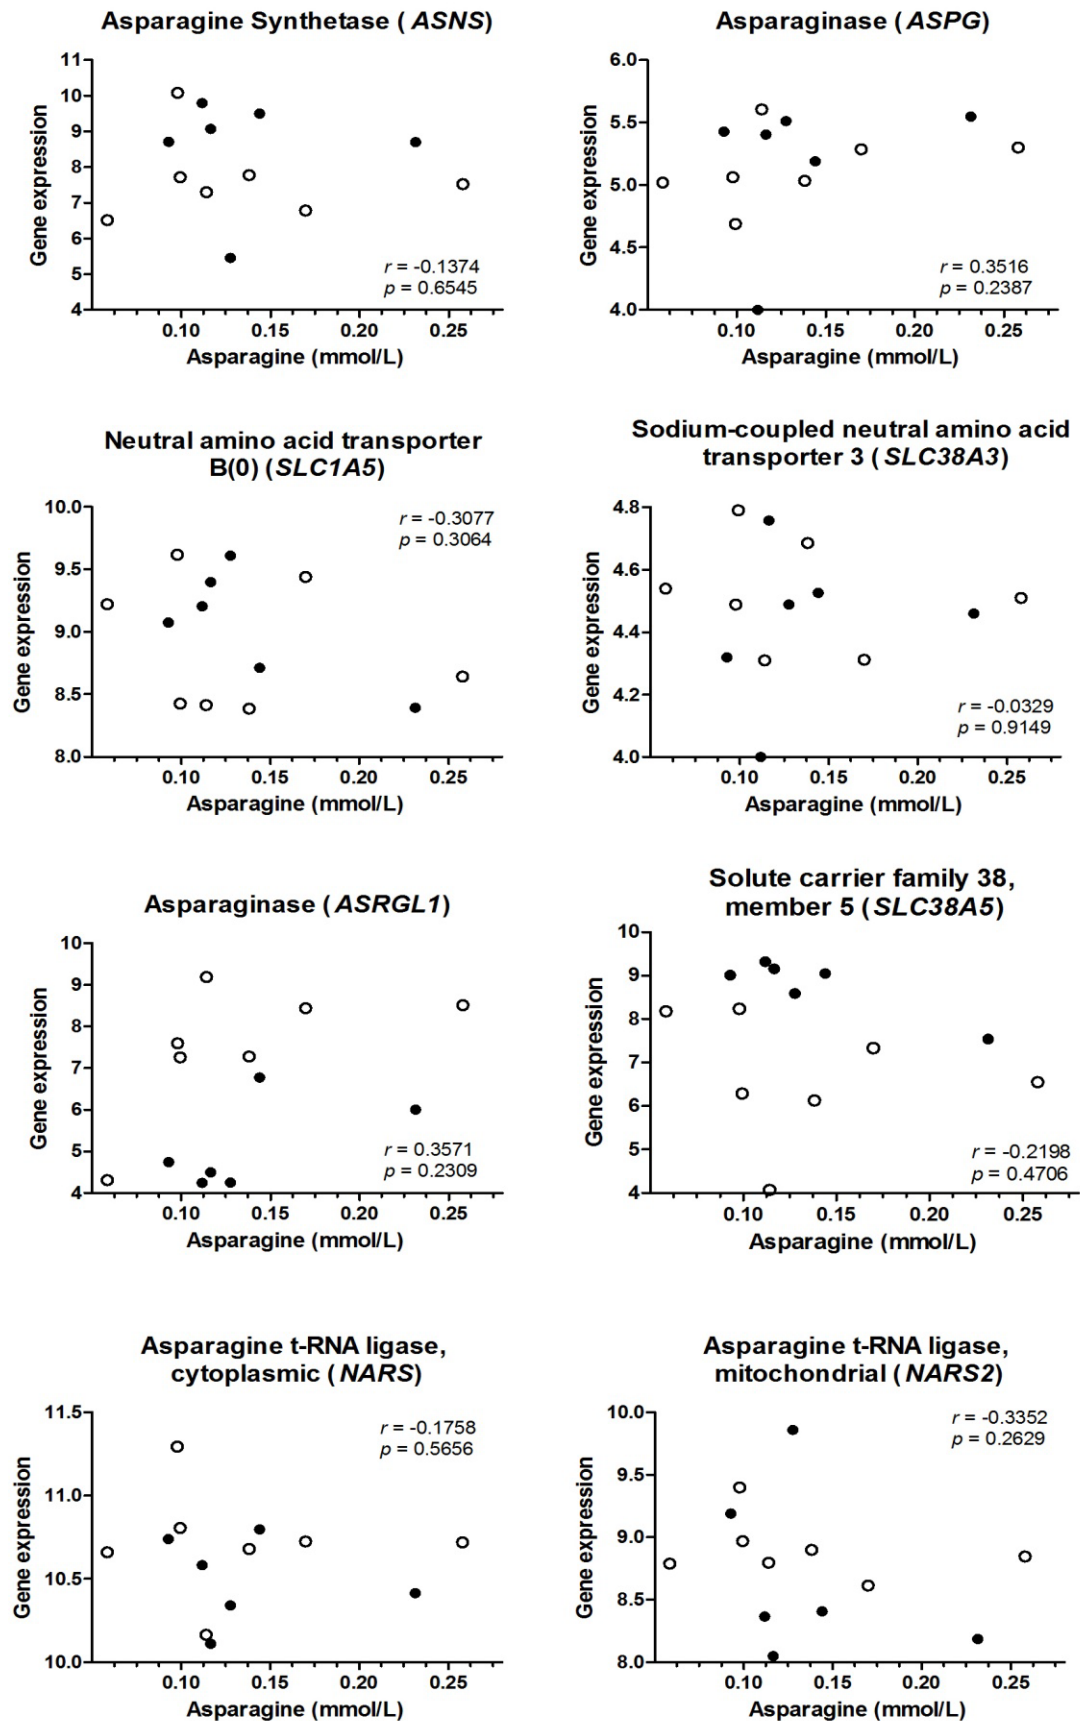

**b**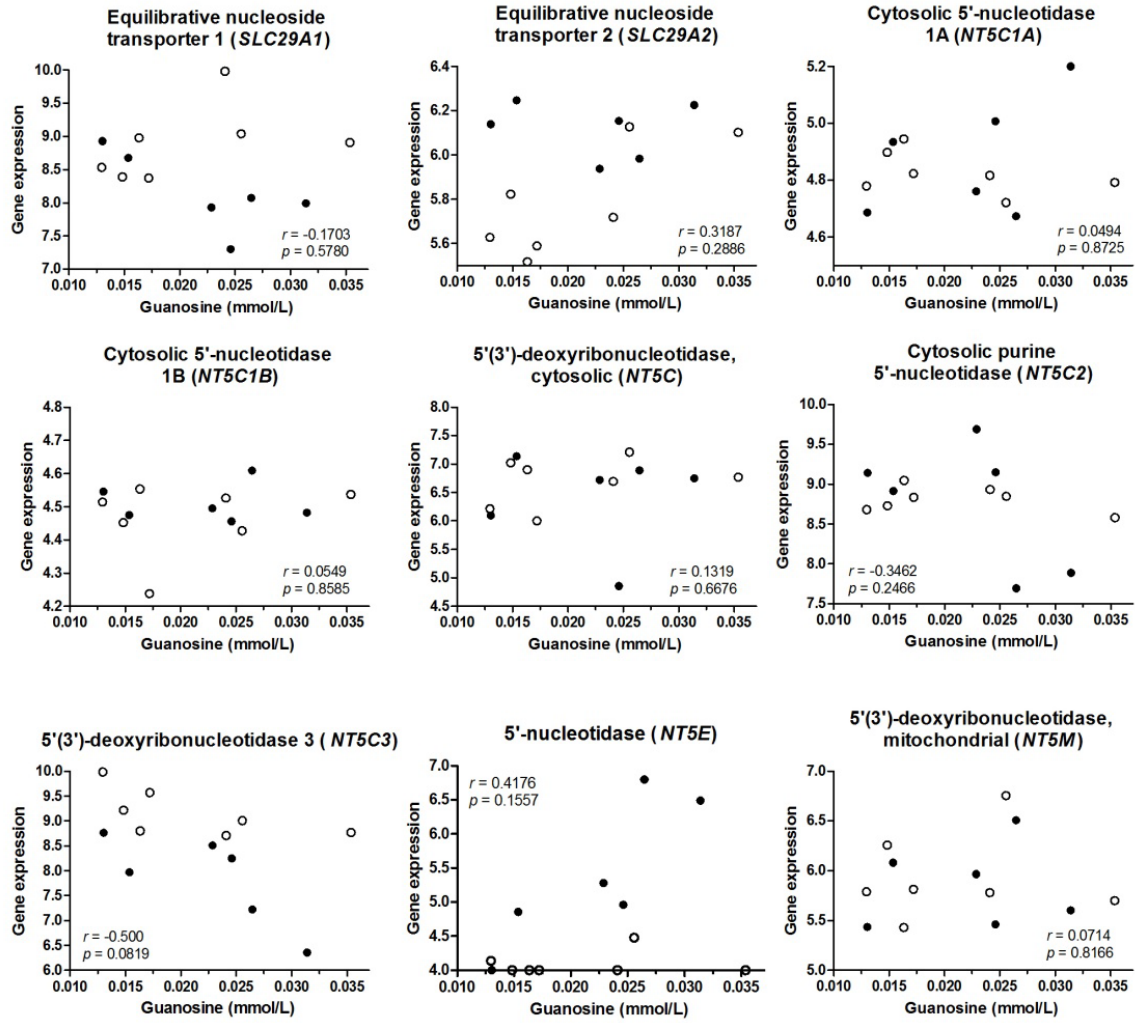

C

## GSH synthesis

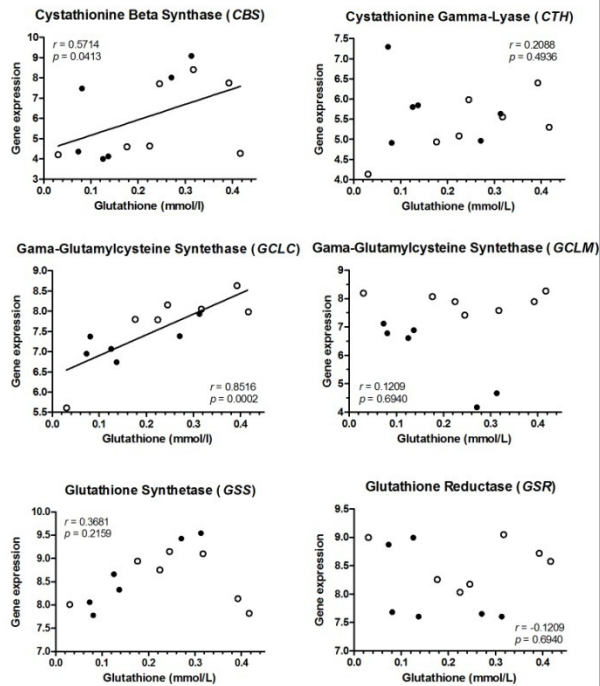

## GSH Transferases

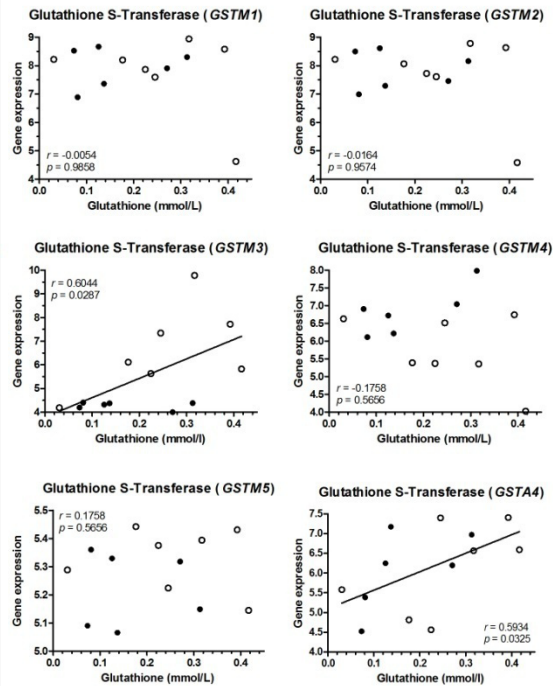

## GSH Hydrolases

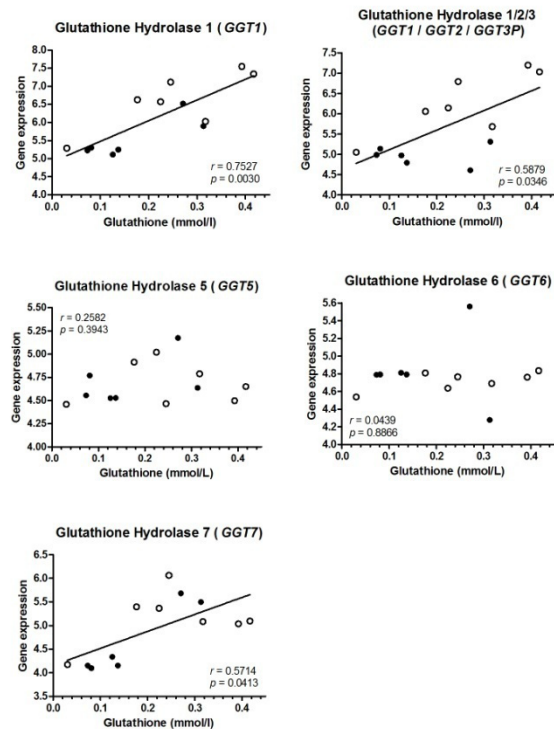

## Redoxins and Thioredoxins Reductases

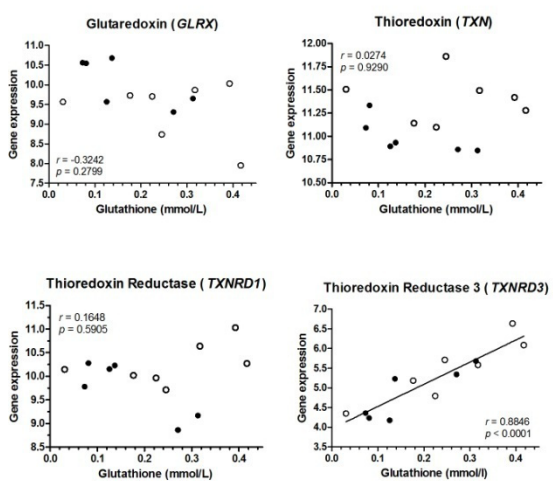

c (cont.)

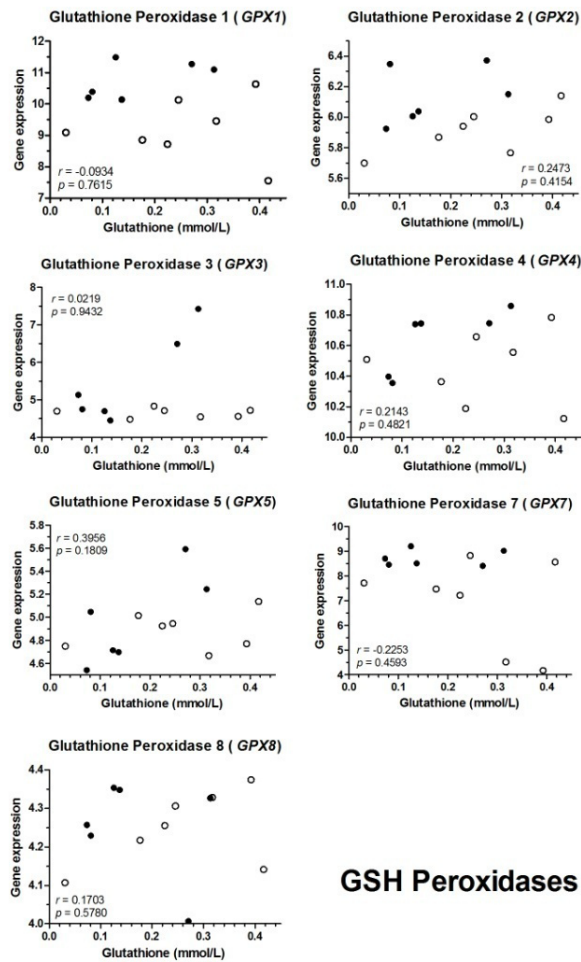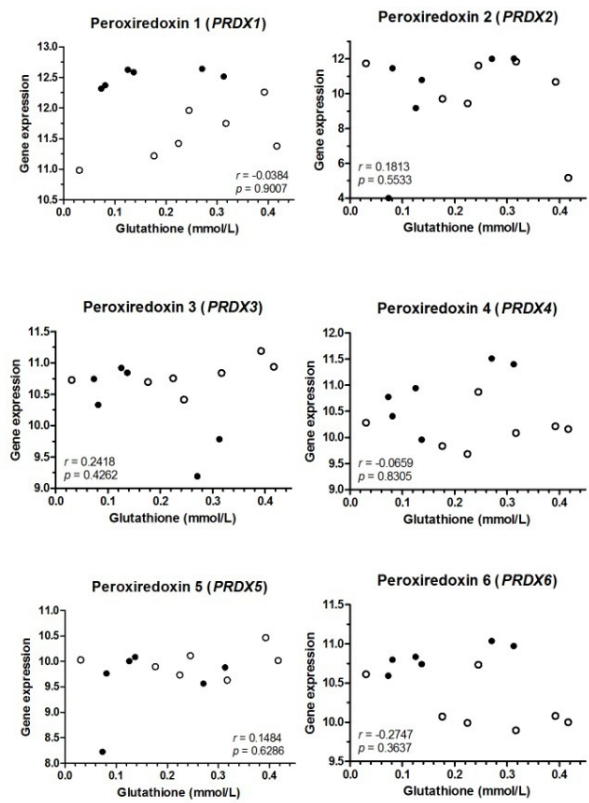

**Peroxiredoxins**

**Supplementary Figure 6.** Correlation between (a) asparagine, (b) guanosine and (c) glutathione levels and the expression of genes involved in their respective metabolisms.  $r$  = Spearman correlation coefficient.  $p$  = significance level. Black dots: BCP-ALL cell lines; white dots: T-ALL cell lines.

**a**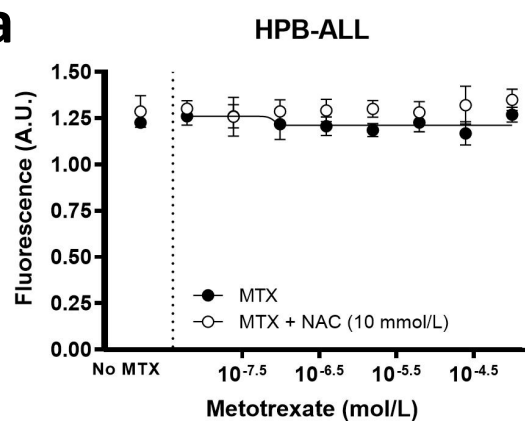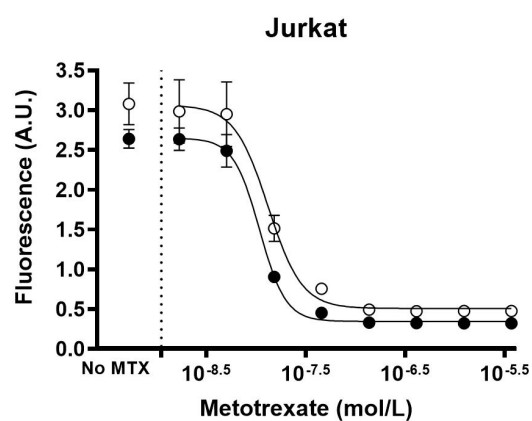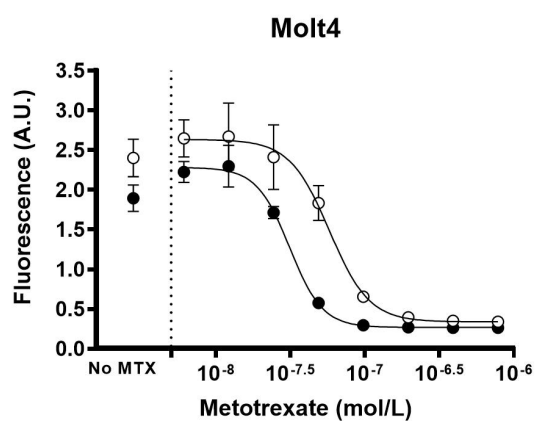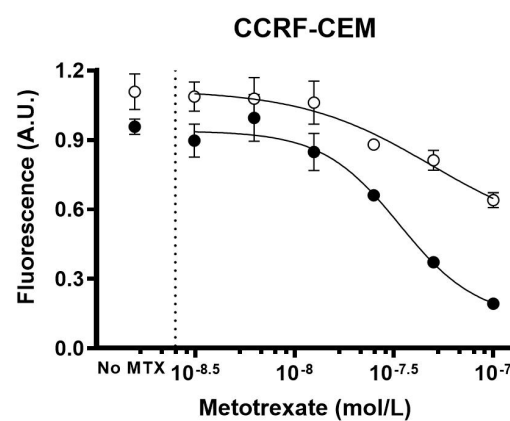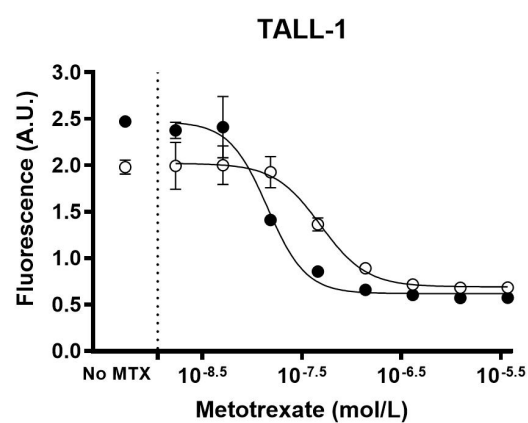

**b**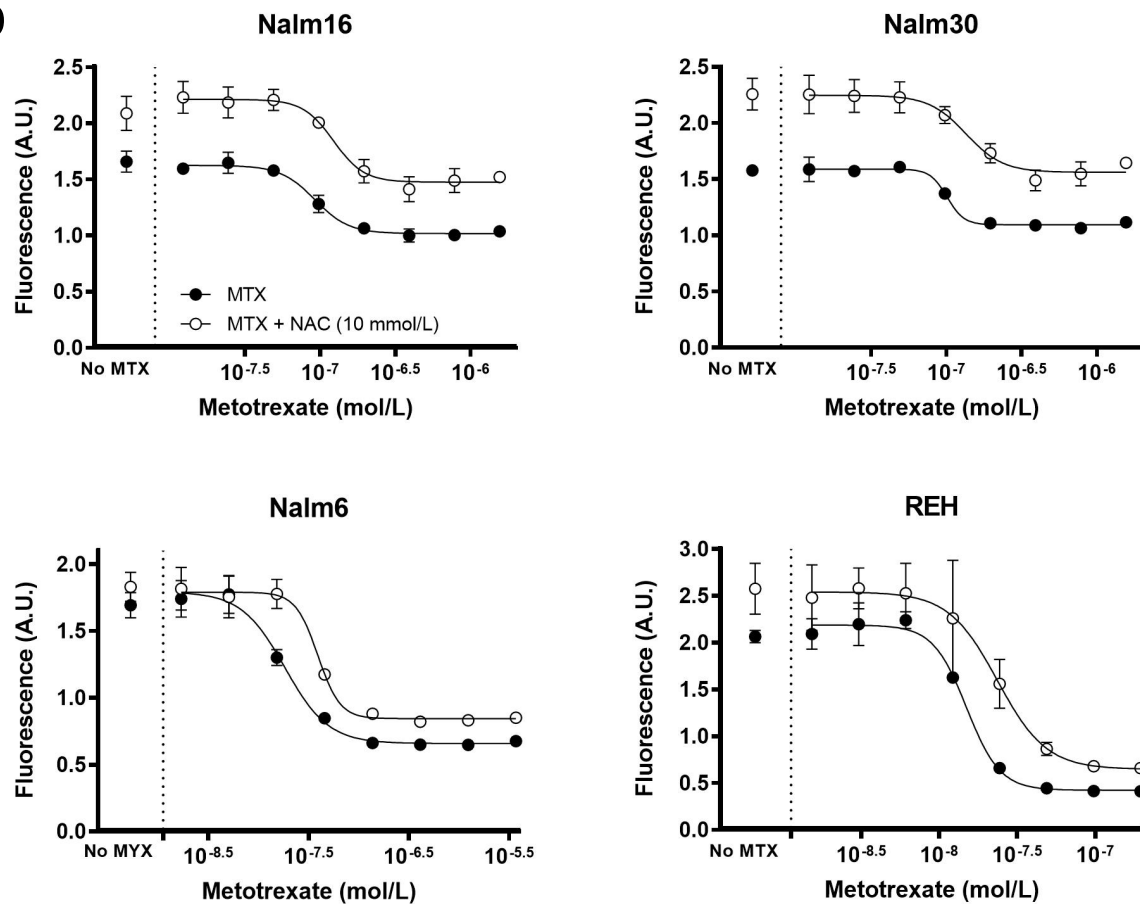

**Supplementary Figure 7.** Dose-response curves of (a) T-ALL and (b) BCP-ALL cell lines to MTX as a single agent (black beads) or in combination with N-acetylcysteine (NAC, 10 mmol/l, white beads). Error bars represent standard deviation from three biological replicates. A.U. = arbitrary units.

**a**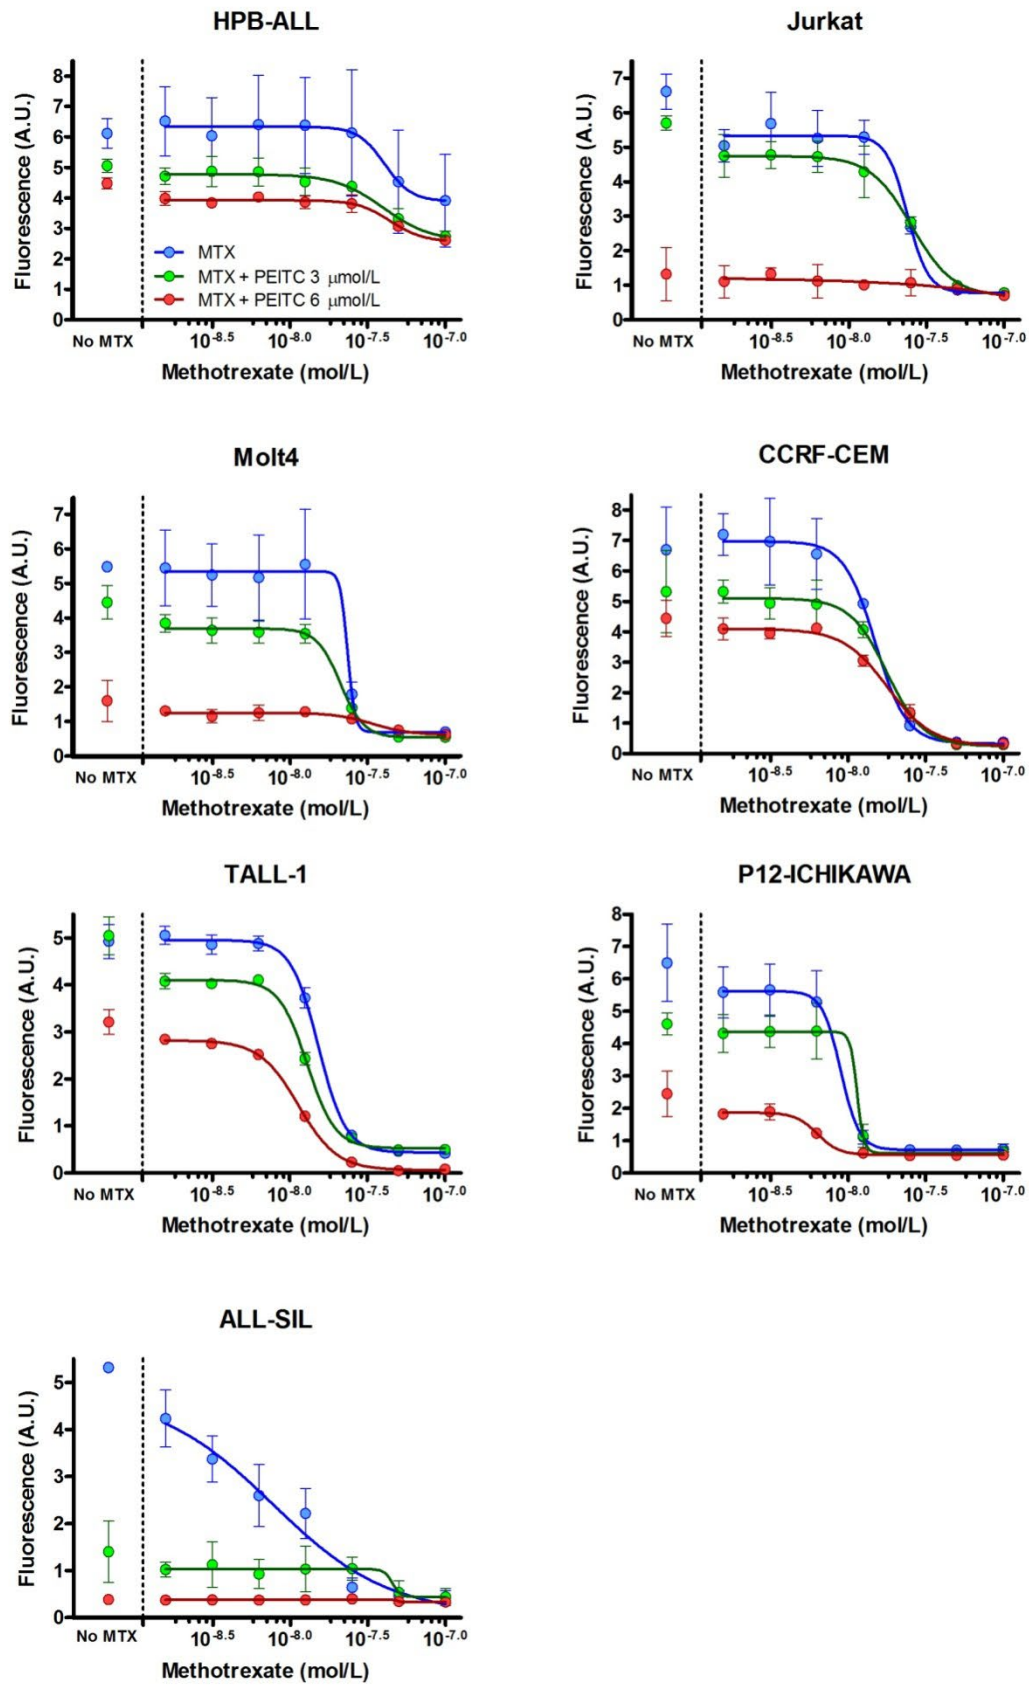

**b**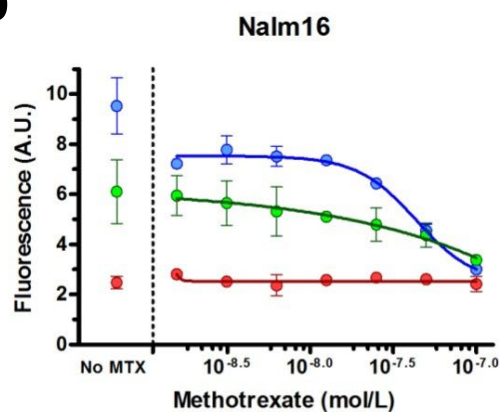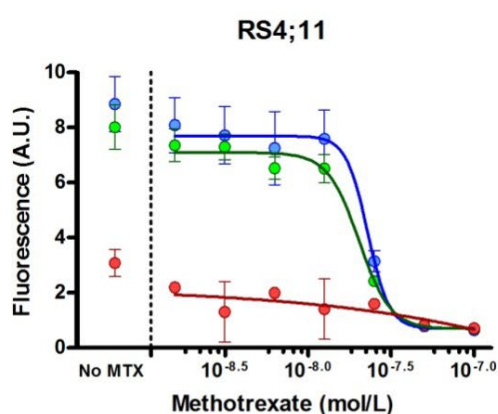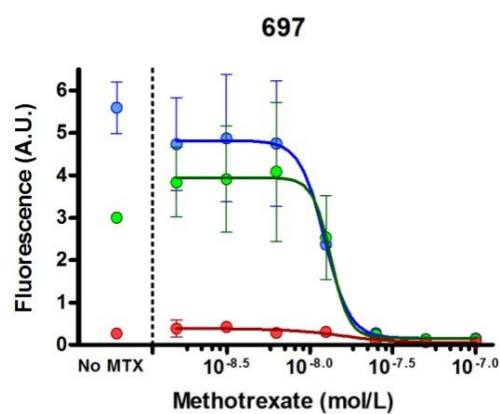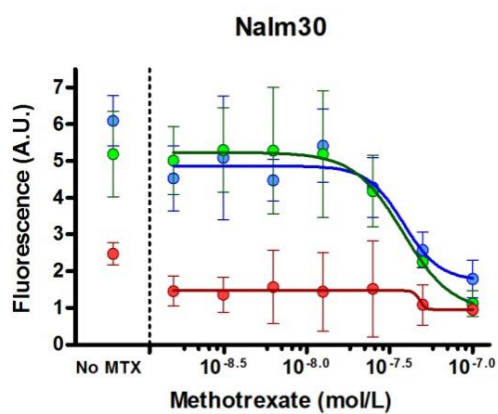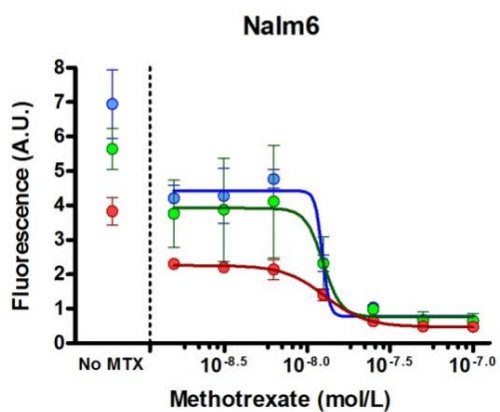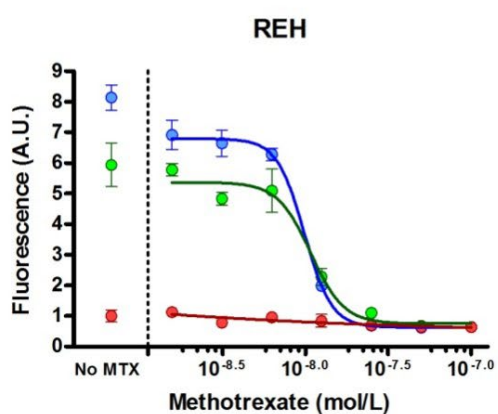

**C****HPB-ALL****MTX = 100  $\mu$ M**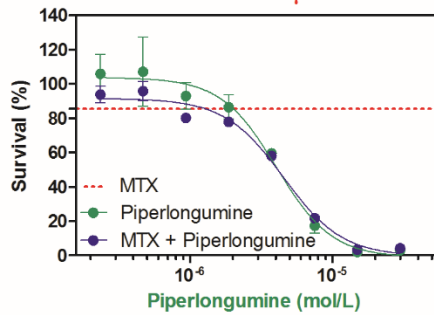**Jurkat****MTX (mol/L)**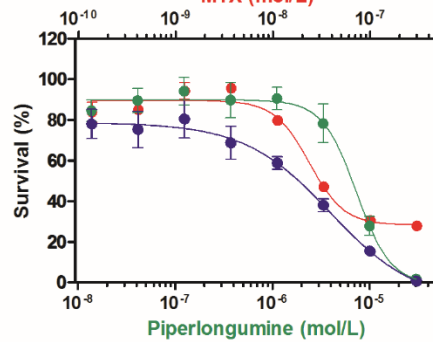**Molt4****MTX (mol/L)**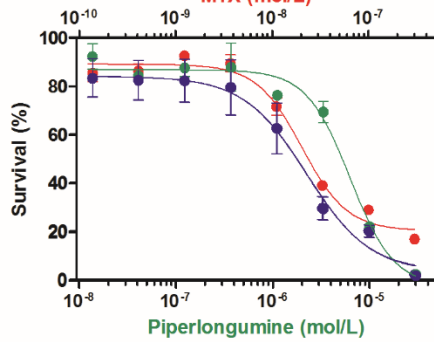**CCRF-CEM****MTX (mol/L)**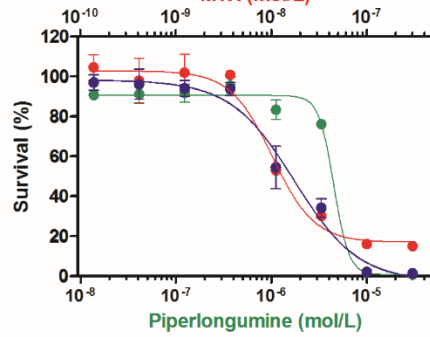**TALL-1****MTX (mol/L)**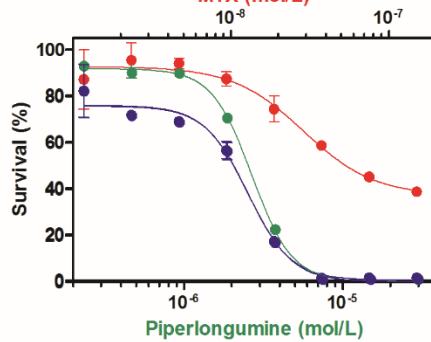**P12-ICHIKAWA****MTX (mol/L)**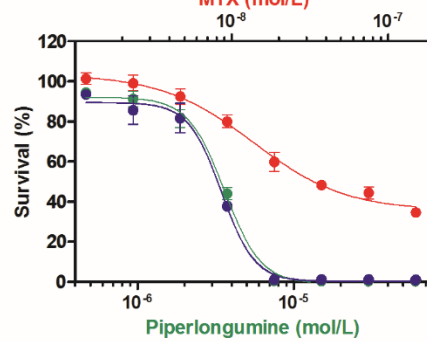**ALL-SIL****MTX (mol/L)**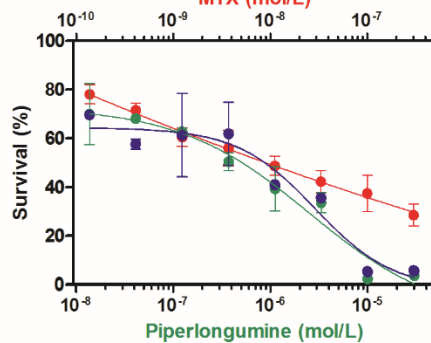

d

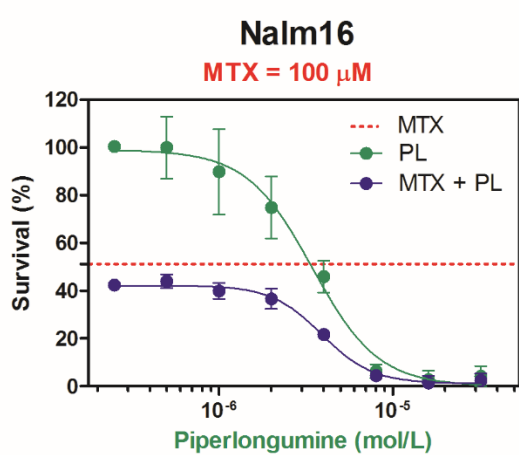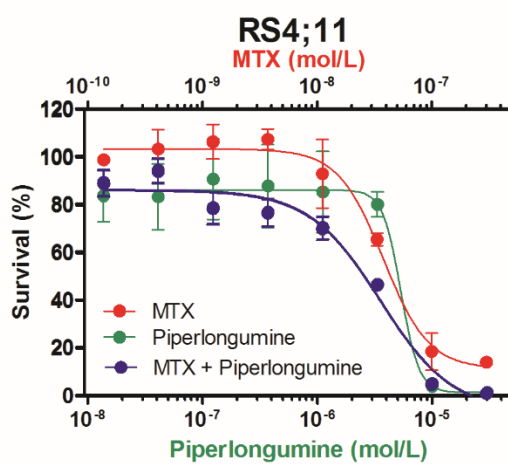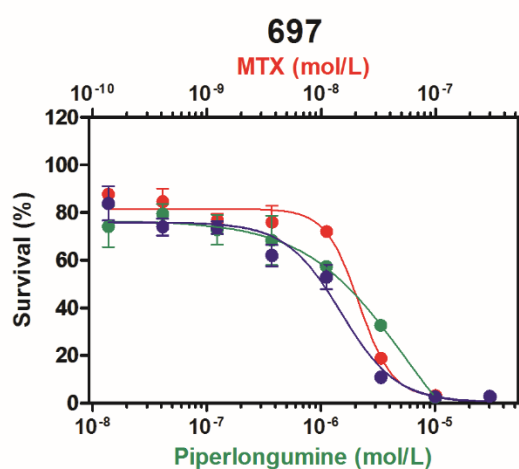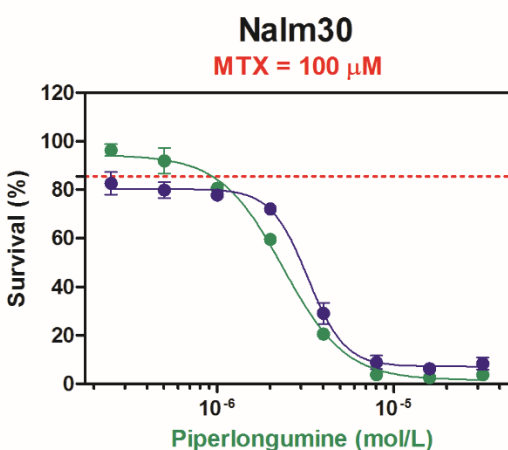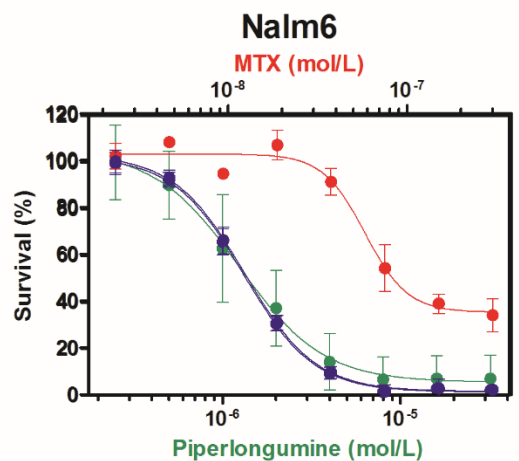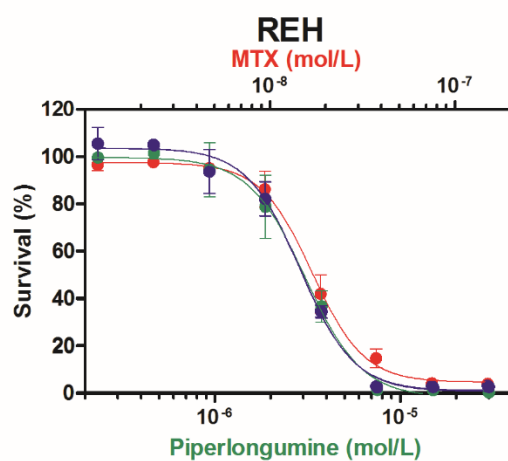

e

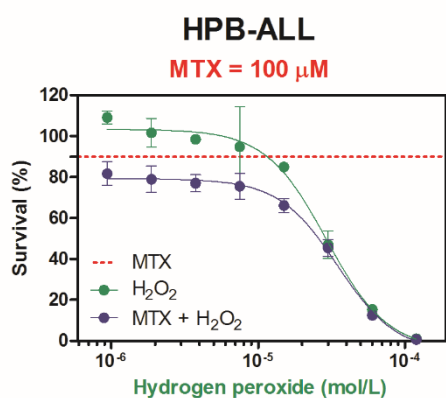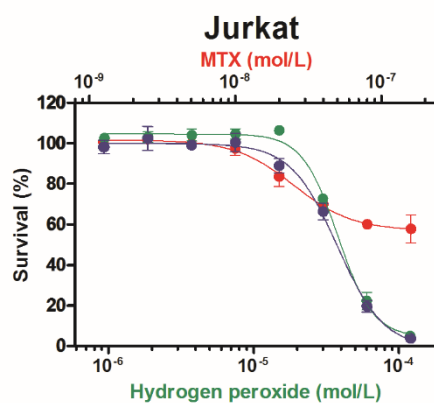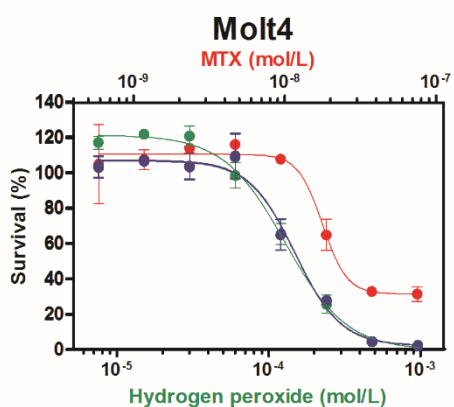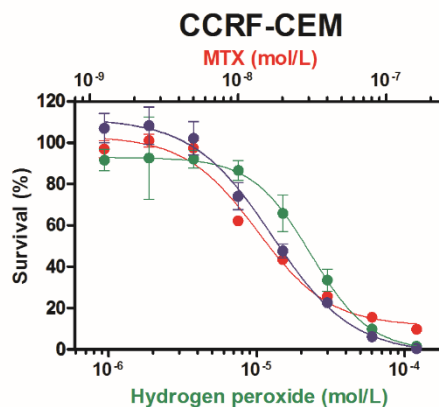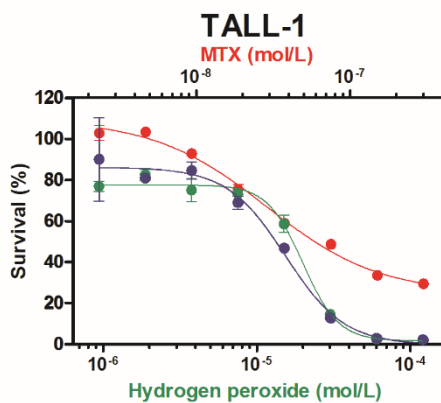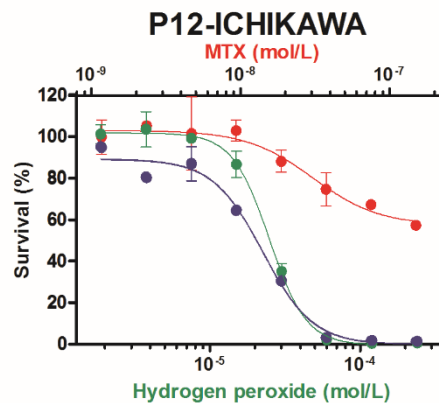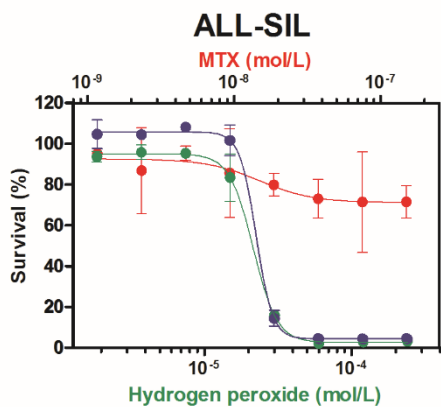

**f**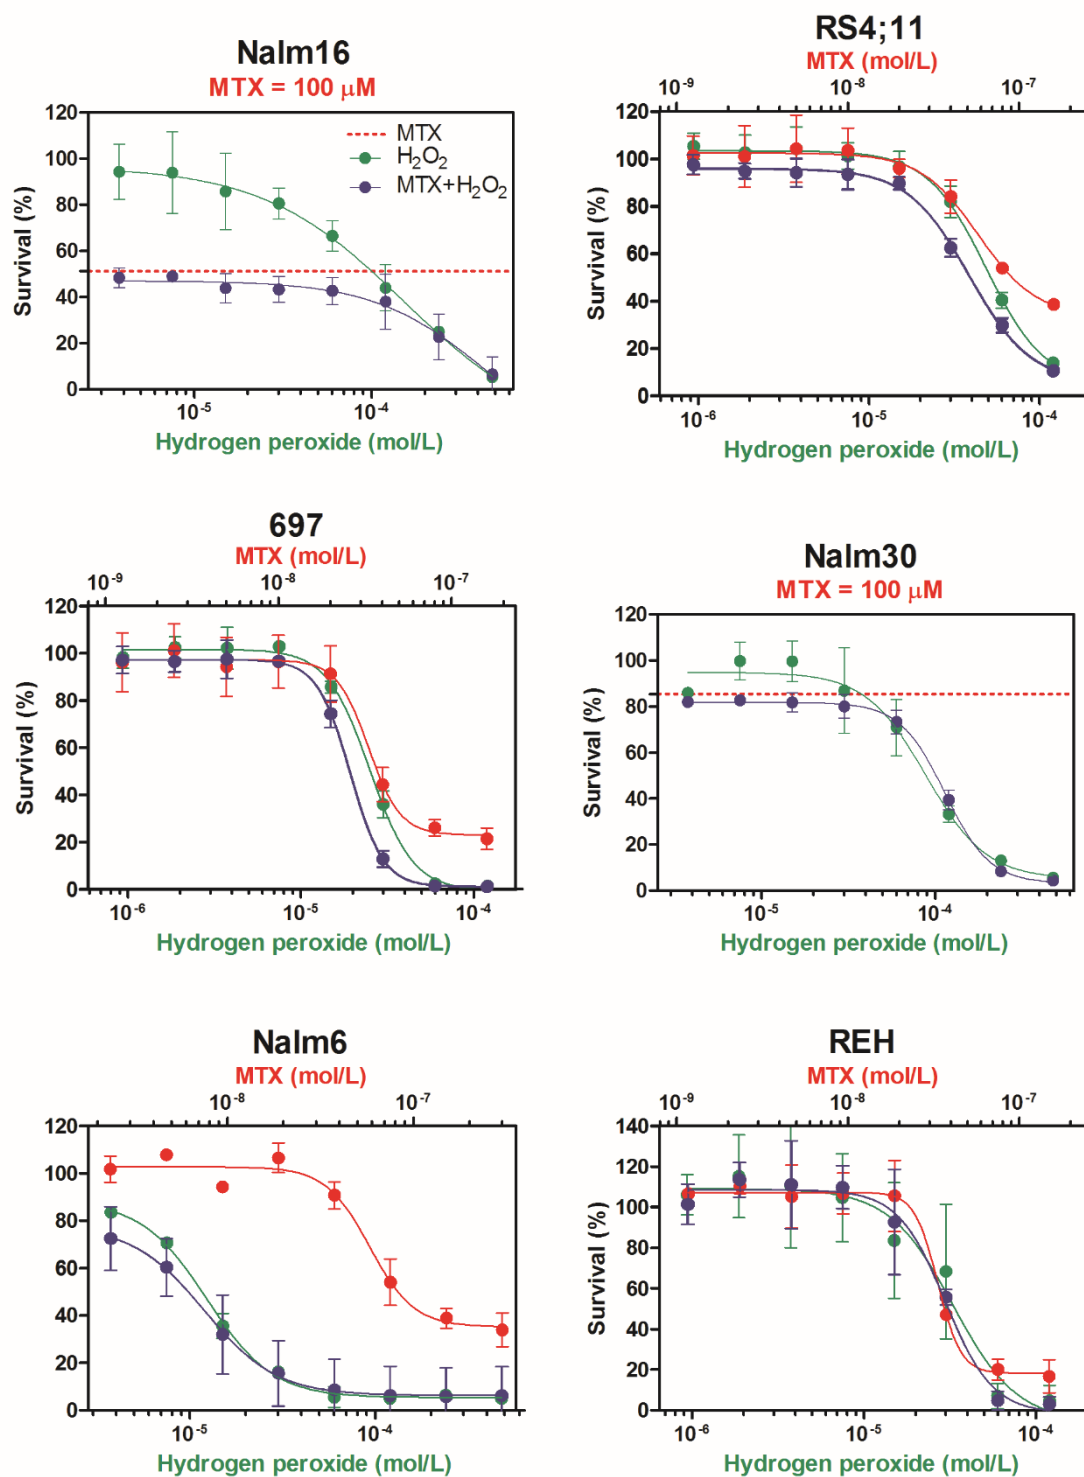

**Supplementary Figure 8.** Dose-response curves of (a) T-ALL and (b) BCP-ALL cell lines to MTX, in co-treatment with PEITC (3 micromol/l, green; 6 micromol/l, red) or vehicle only (blue). A.U. = arbitrary units. (c) T-ALL and (d) BCP-ALL cell lines were treated with MTX (red), piperlongumine (green) or both (blue). (e) and (f) hydrogen peroxide was used instead.

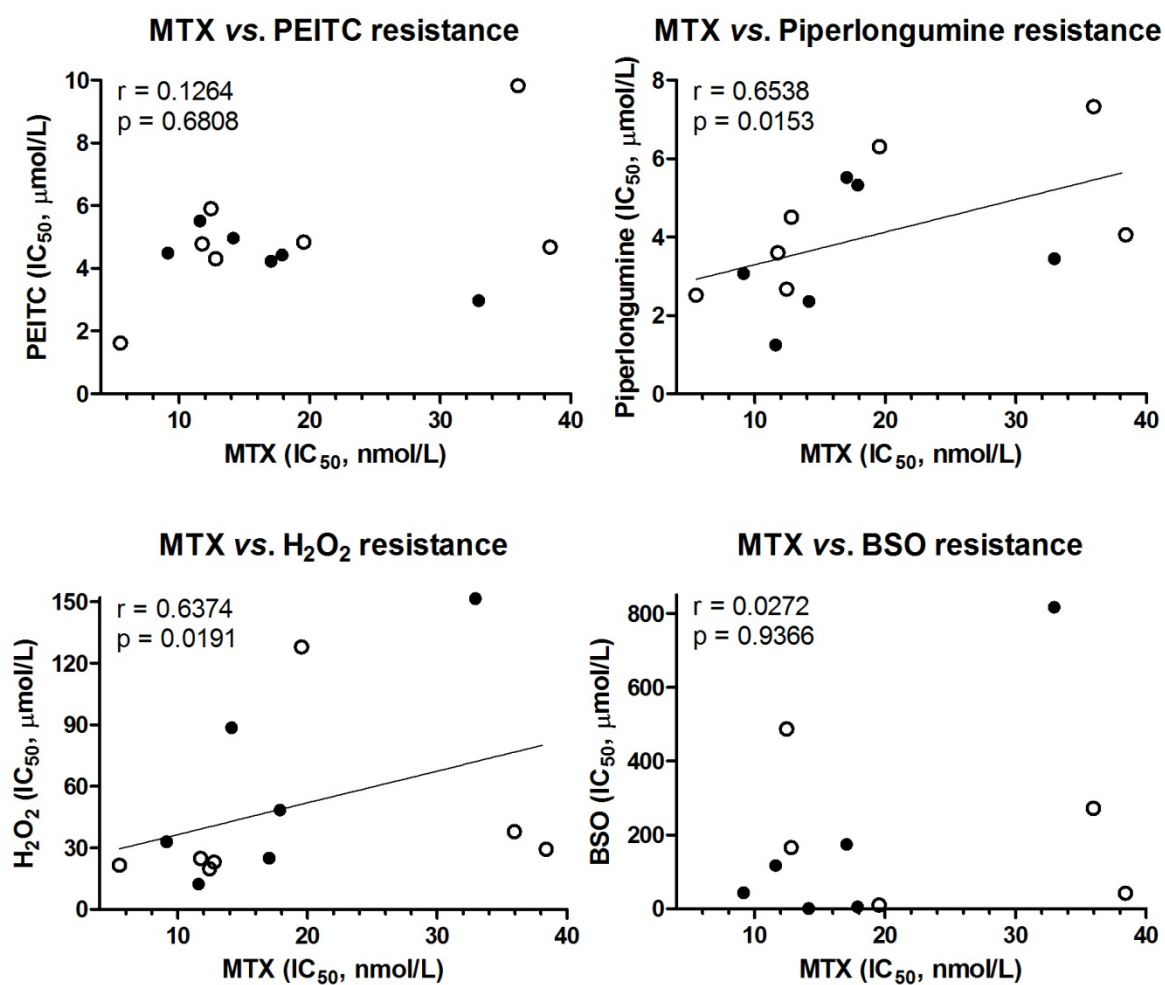

**Supplementary Figure 9.** Correlation between MTX, PEITC, piperlongumine, hydrogen peroxide and BSO resistance.  $r$  and  $p$  are from the Spearman correlation.

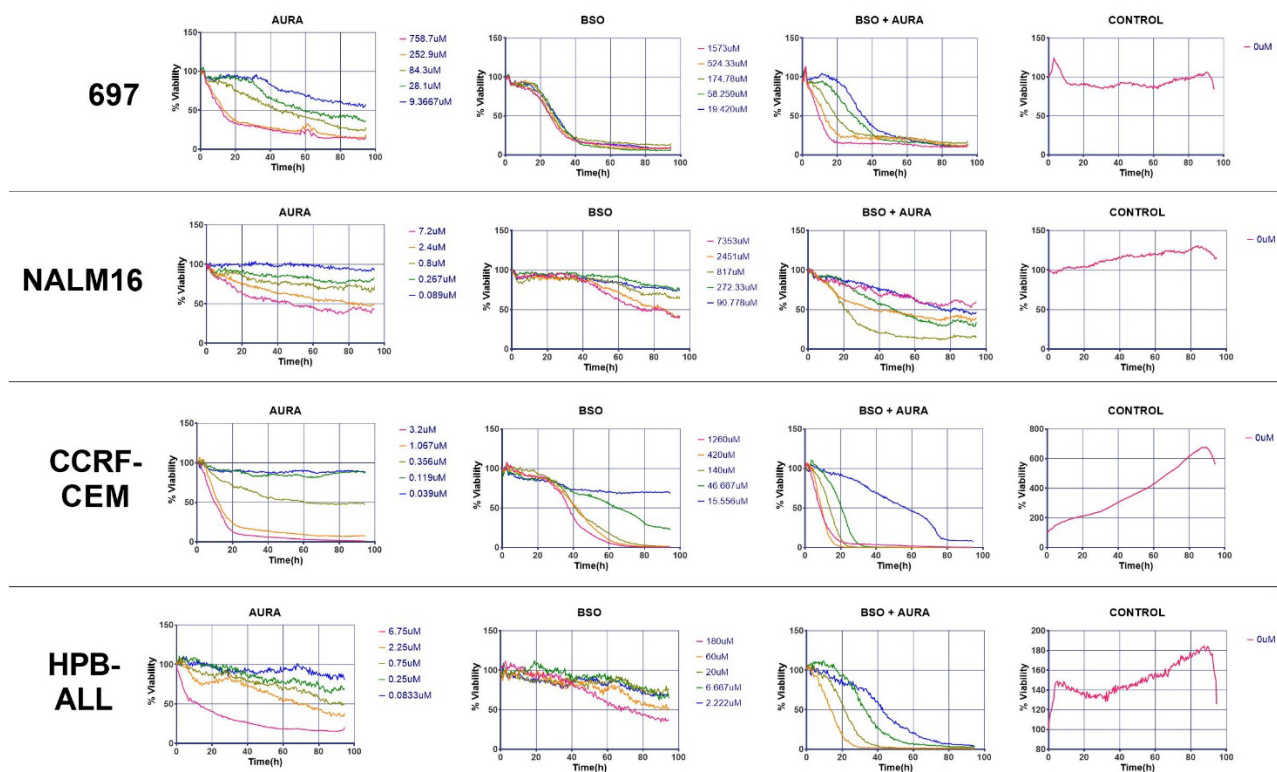

**Supplementary Figure 10.** Cell survival in response to Auranofin (AURA), BSO, BSO + AURA and vehicle (CONTROL) accessed by bright field imaging (high throughput drug combination screening assay) over 96 hours. In the BSO + AURA plots, curve colors indicate the corresponding doses of the single agents that were combined.

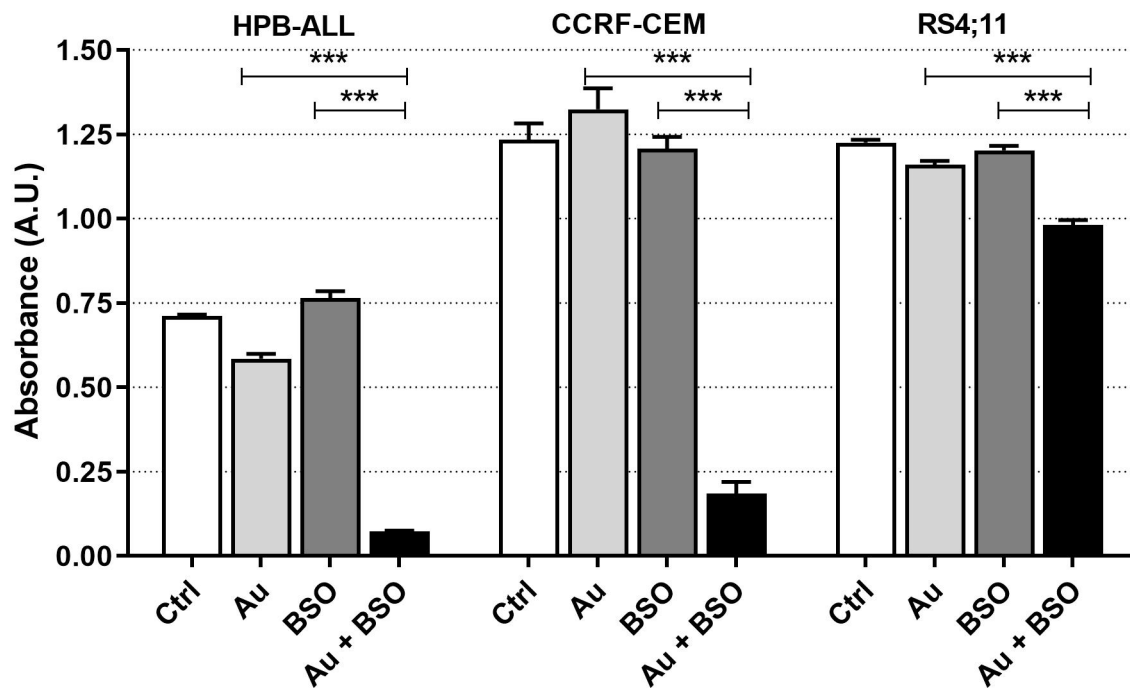

**Supplementary Figure 11.** Viability of cells treated with auranofin (Au), buthionine sulfoximine (BSO), and both agents combined accessed by the MTT reduction assay after 96 hours of treatment. Doses used: HPB-ALL (Au: 0.75  $\mu$ M, BSO: 20  $\mu$ M), CCRF-CEM (Au: 0.35  $\mu$ M, BSO: 140  $\mu$ M), RS4;11 (Au: 0.16  $\mu$ M, BSO: 5  $\mu$ M). ANOVA followed by Tukey's post-test was used to compare the histogram bars. \*\*\* =  $P < 0.0001$ .

**a**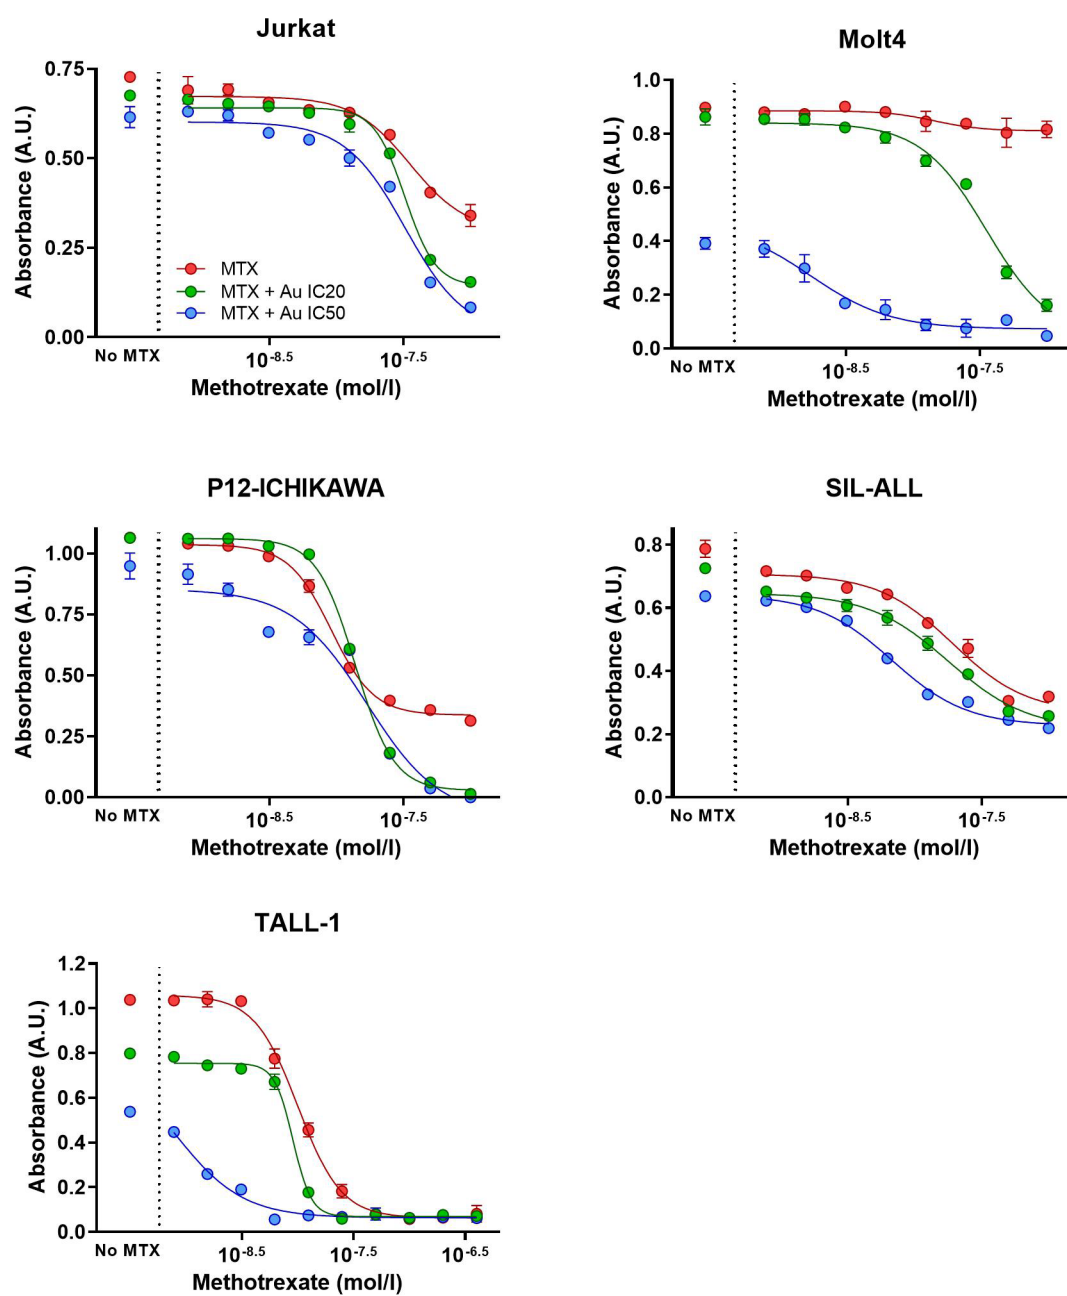

**b**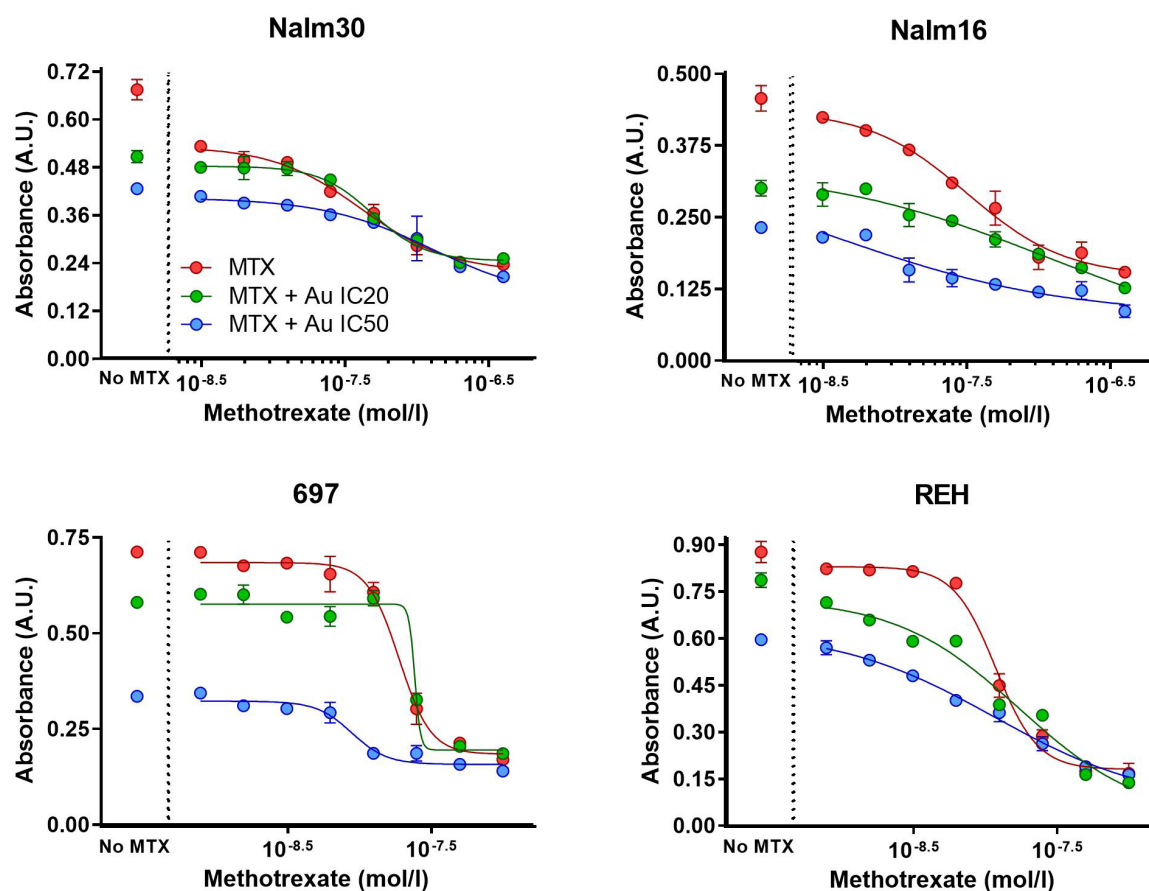

**Supplementary Figure 12.** Dose-response curves of (a) T-ALL and (b) BCP-ALL cell lines to MTX in co-treatment with fixed doses of auranofin for 96 hours. Doses of auranofin used: Jurkat: IC20 = 1.15  $\mu$ M, IC50 = 1.68  $\mu$ M; Molt4: IC20 = 1.15  $\mu$ M, IC50 = 1.68  $\mu$ M; P12-ICHIKAWA: IC20 = 0.7  $\mu$ M, IC50 = 1.25  $\mu$ M; SIL-ALL: IC20 = 50 nM, IC50 = 75 nM; TALL-1: IC20 = 150 nM, IC50 = 290 nM; Nalm30: IC20 = 200 nM, IC50 = 445 nM; Nalm16: IC20 = 0.5  $\mu$ M, IC50 = 0.8  $\mu$ M; 697: IC20 = 25 nM, IC50 = 85 nM; REH: IC20 = 130 nM, IC50 = 180 nM.

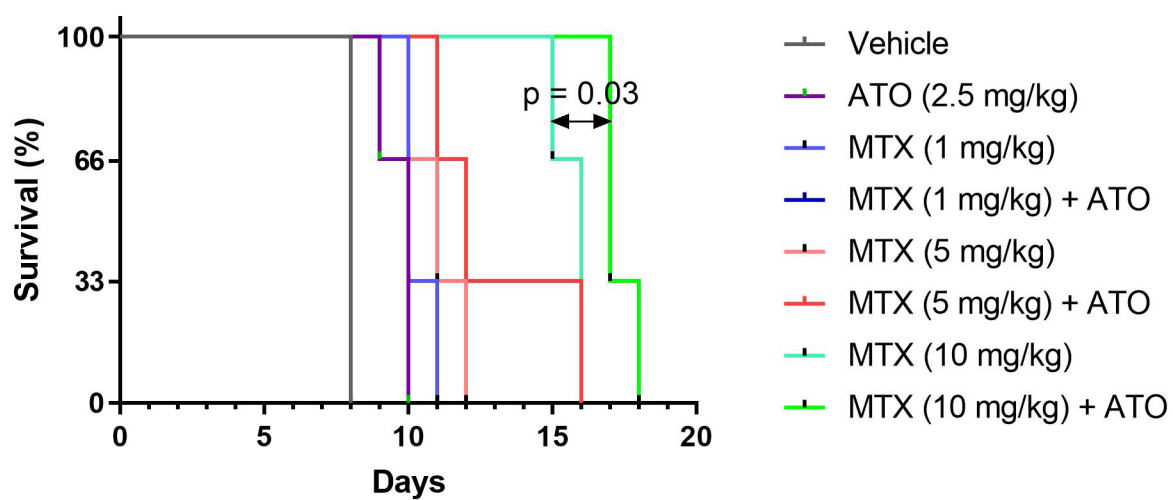

**Supplementary Figure 13.** Combination effect of ATO+MTX in primary B-cell precursor ALL from a murine oncogenic mutant IL7R<sup><CPT></sup> knock-in model. While MTX at 10 mg/kg improved survival over lower doses, co-treatment with ATO extended overall survival significantly. N = 3 for each treatment group, *P*-value for Log-rank test.

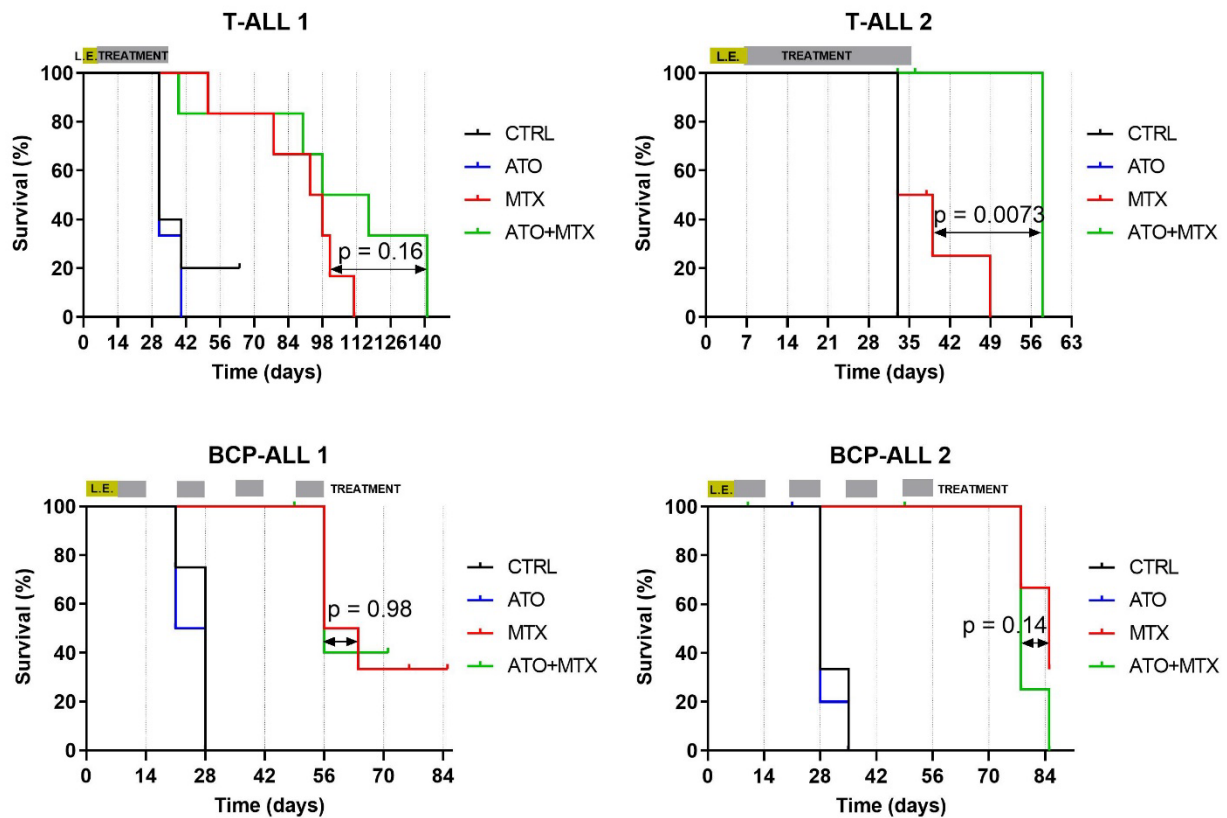

**Supplementary Figure 14.** Kaplan-Meier survival curves of NSG mice (6 animals per group) transplanted with 2 BCP- or 2 T-ALL primary cells. Treatment started one week after engraftment when hCD45<sup>+</sup> cells > 0.5% in half of the mice (Day 7) and was administered for 4 consecutive weeks in T-ALL or every other week for BCP-ALL. Death and percentage of hCD45<sup>+</sup> cell in the peripheral blood greater than 25% were considered events (see Methods for reference). Animals that died due to treatment toxicity were censored. Doses used: MTX = 10 mg/kg daily (T-ALL) or 5 mg/kg daily (BCP-ALL); ATO = 2.5 mg/kg daily; ATO was administered 6 hours after MTX in the co-treatment cohort. L.E. = leukemia engraftment period (first 7 days post-transplantation). *P*-value for Log-rank test.

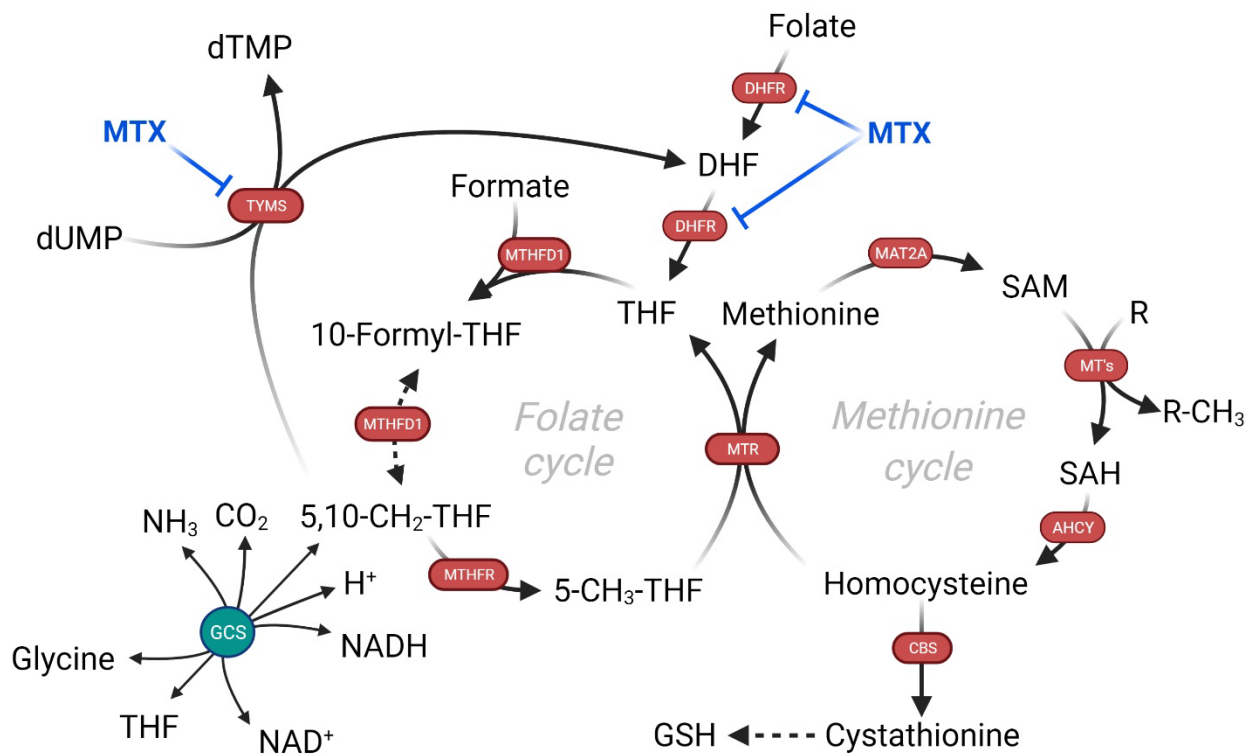

**Supplementary Figure 15. The interlink between folate and methionine cycles.** A scheme of the crosstalk between the folate and methionine cycles, alongside with MTX target enzymes. THF: tetrahydrofolate; 5,10-CH<sub>2</sub>-THF: 5,10-methylenetetrahydrofolate; 5-CH<sub>3</sub>-THF: 5-methyltetrahydrofolate; SAH: S-adenosylhomocysteine; SAM: S-adenosylmethionine; R: methyl acceptor; R-CH<sub>3</sub>: methylated product; GCS, glycine cleavage enzyme complex; MTHFD1, methylenetetrahydrofolate dehydrogenase, cyclohydrolase and formyltetrahydrofolate synthetase 1; MTHFR, methylenetetrahydrofolate reductase; MTR: 5-methyltetrahydrofolate-homocysteine methyltransferase; MAT2A: methionine adenosyltransferase 2A; MT's: methyltransferases; AHCY: adenosylhomocysteinase; CBS: cystathionine beta-synthase; TYMS: thymidylate synthetase; DHFR: dihydrofolate reductase. Created with BioRender.com.

How the deposited data were processed for this re-analysis (not part of the article)

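Gene expression was measured on Affymetrix HG-U133 Plus 2.0 arrays in 13 untreated ALL cell lines, 6 BCP-ALL and 7 T-ALL, with 1 array per line. The authors deposited values made with the iterPLIER+16 algorithm on a log2 scale in Affymetrix Expression Console, whose version is not given in the sources used here. The number 16 was added to each signal before the log, so the lowest possible log2 value is 4. How the arrays were scaled to each other is not stated in the methods, and the array medians ran from 5.05 to 5.37. Metabolite concentrations (3 replicates per line and treatment) came from Supplementary Table 2, IC50 values at 48 and 96 h from Supplementary Figure 1, and doubling times from Supplementary Figure 5.

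The deposited table held 42450 probe sets. The platform annotation listed 39867 of them, 38125 with 1 gene symbol and 1742 with several, of which 19 carry older names of 1 gene, and 2583 had no symbol. The 38144 probe sets named as 1 gene covered 18574 genes. Each gene took the probe set with the highest mean log2 value. For fits over all genes, 12564 genes were kept whose probe set was above the median of its array in at least 3 lines. Values within 1 log2 unit of 4 are called near the floor.

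Gene and metabolite levels were compared by Spearman's rho, which the legend of Supplementary Figure 6 names, and genes and IC50 by Pearson's r. The legend of Fig. 3 names Pearson for all its panels, those of genes and GSH included, so the other coefficient was given beside each. P-values came from two-sided permutation tests with 100000 resamples, of which the smallest possible is 1e-05, or from all 720 pairings of 6 lines and 5040 pairings of 7 lines. Each correlation was repeated without the 2 lines farthest from the median of the phenotype. The threshold was an unadjusted p of 0.05, as in the paper, with Benjamini-Hochberg adjustment over each family beside it. Gene set enrichment used genes ranked by Pearson's r, 1000 gene set permutations and the 50 genes of Supplementary Table 6, 46 of them measured. The methods also ask for an FDR of at most 0.05, which was not applied here, where 1 set was tested. Fits over all genes used limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment at 0.05, against GSH, the IC50 at 48 and 96 h, and the lineage. Of 24 gene lists, 21 with enough expressed genes were tested as groups with limma's camera in 84 tests, with a preset correlation of 0.01 and with an estimated one. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

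The samples, tests, gene lists and alternatives were chosen before the data were examined, apart from alternatives named as chosen later. The genes named are those the paper names, up to 4 members of each list with the smallest p, and, for each fit over all genes, the 10 with the largest positive and the 10 with the largest negative effect among those that passed, or, where fewer than 5 passed, the 5 with the smallest p in each direction. Other genes named for what they do, such as GSR, ASNS and TXN, were chosen after their values were seen. The paper's figures had been seen when the lists were written. Alternatives covered the correlation coefficient, the probe set, the lineage, each line left out in turn, normalization between arrays, the filter on low expression, the scale of the phenotype and the variance model.

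Each step was tested on simulated data. With 100 of 12564 genes changed by 2 log2 units over the range of the phenotype, limma recovered 44 for GSH, 37 for the IC50 at 96 h, 60 for the IC50 at 48 h and 85 for the lineage, and with changes of 1 log2 unit 6, 3, 22 and 38. Of 2000 simulated genes unrelated to GSH, 4.8% had a permutation p at or under 0.05. These rates may not hold in the real data, where some lines are closely related, as P12-ICHIKAWA and TALL-1 are. There, other assignments of the phenotype to the lines gave up to 324 genes by limma for GSH and 1339 for the IC50 at 48 h.

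Probe sets with several genes or no gene were left out. Genes with no probe set of their own were not analysed here. Methotrexate-treated cells have metabolite values but no array, so their metabolites were set against the untreated arrays as an alternative only.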

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

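The comparison of P12-ICHIKAWA and TALL-1 with other T-ALL pairs and the refits without Nalm16 and Nalm30, with assignments drawn in the other 11 lines, with P12-ICHIKAWA and TALL-1 averaged, or Nalm16 and Nalm30 as well, and the assignments drawn from these averages, or with the doubling time as a covariate, and the slopes with and without it, were chosen only after results were seen.

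The arrays of P12-ICHIKAWA and TALL-1, which the paper treats as separate lines, correlated at r = 0.993, above every other pair, and 60 probe sets (0.272%) differed over 2-fold, against 10.7% to 20.2% in the 20 other T-ALL pairs. A common tissue of origin as the whole explanation is therefore argued against by that value of 0.272. In the metabolite table the mean distance between their replicates was 1.38, near the median of all pairs (1.36) and above their own replicates (0.662 and 1.09) and the second largest distance within 1 line (1.14), but only 0.0368 above the largest (1.34, in Nalm6), with a jackknife standard error of 0.116. By this distance P12-ICHIKAWA and TALL-1 ranked 44 of 78 pairs, while Nalm16 and Nalm30 ranked 1 (0.596). The IC50 of MTX was close in P12-ICHIKAWA and TALL-1 (13.7 and 13.8 nM at 48 h, 11.8 and 12.4 nM at 96 h). Their auranofin doses in Supplementary Figure 12 differed, given without a spread. Whether the RNA came from the same cells or from closely related lines cannot be told apart, because replicates of 1 line can lie as far apart as in Nalm6 and the metabolites came from separate cultures. Counted as 1 sample, they left 617 genes different between the lineages.

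The IC50 at 48 h was associated with 68 genes by limma (19 positive, 49 negative), with 221 after quantile normalization (123 positive, 98 negative), and with 7 (without Nalm30) to 2473 (without HPB-ALL) when 1 line was left out, a fit the paper does not report, and 4 of 100 assignments of the IC50 values to the lines, the real one included, gave as many, but another gave 1339, which points to a structure of the samples, and with P12-ICHIKAWA and TALL-1 averaged and Nalm16 and Nalm30 averaged 5 of 100 gave at least the 4 genes found, with up to 15, so chance is not excluded. Doubling time, which correlated with the IC50 at 48 h at r = 0.827 and on its own was associated with 62 of the 68 genes and with 2803 of all 12564, cannot be told apart from the IC50 as the explanation. With it as a covariate 1.47% of the 68 genes kept an adjusted p under 0.05 and 51.5% an unadjusted one, all 68 kept their direction, and the median slope, each taken in the direction of its first fit, went from 0.239 log2 units per 10 nM (median standard error 0.0420) to 0.137 (median standard error 0.0652), so the calls ended both by smaller slopes and by wider errors. For Nalm16 and Nalm30, whose arrays correlated with other lines at 0.770 to 0.879, 4 genes passed without them and 95.6% of the 68 kept an unadjusted p under 0.05, but these genes were chosen with both lines included, and over all genes 796 had such a p, which 21 of 100 assignments in the other 11 lines matched, so this explanation cannot be told apart from a relation to the IC50 either. Whether growth acts on both expression and resistance was not tested.

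Among 67 glutathione and thioredoxin genes, 9 had a positive Spearman correlation with GSH (2 without Nalm6). Of 100 assignments of the GSH values, the real one included, 2 gave as many, with at most 9 in another. With P12-ICHIKAWA and TALL-1 averaged and Nalm16 and Nalm30 averaged, 3 of 100 gave at least the 6 found. Chance alone seldom gives such counts. It is not excluded, because the paper, whose figures had been seen when the lists were written, names most of the 9 genes. Lineage as the only cause is argued against, since 77.8% of these genes kept p at or under 0.05 with the lineage means removed. GSTM3 and GGT7 did not, with rho going from 0.604 to 0.515 and from 0.571 to 0.512, and GGT7 passed by Pearson (r = 0.598), so for them lineage stays open. GSTT1, with Spearman rho = -0.775, ran against GSH with all 13 lines near the floor, and the paper does not discuss it.

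GCLC was 5.61 in ALL-SIL, far below the other T-ALL lines (7.78 to 8.63). The gap to the next line was 0.721 of the range, against a critical value of 0.568. Of 24 groups tested 1 held such a line, where chance gives about 1 in 20, or 1.2 of 24. The number of such groups is no more than chance yields, but that count does not weigh the size of this gap. Without ALL-SIL, GCLC and GSH had rho = 0.811, the lowest of the range to 0.902 over all lines left out in turn.

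TXNIP had r = -0.848 with the IC50 at 96 h, the lowest p of 104 genes, and is not discussed in the paper.

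Between T-ALL and BCP-ALL 961 genes differed, a comparison the paper does not make, and the highest count in 99 other splits of the lines was 6, with 1 of 100 splits, the real one, reaching 961, which excludes chance alone. So does the count of 474 with P12-ICHIKAWA and TALL-1 averaged and Nalm16 and Nalm30 averaged, where other splits gave at most 28.

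By limma 0 genes were associated with GSH (604 at an unadjusted p under 0.05) and 0 with the IC50 at 96 h (365 at an unadjusted p under 0.05). Both unadjusted counts lie below the share of 0.05 of the 12564 genes that chance gives. With the lineage as a covariate they were 1567 for GSH and 739 for the IC50 at 96 h, above that share. Whether other assignments reach these counts was not tested. All 100 assignments of GSH or of the IC50 give at least 0 genes, so the counts of 0 cannot be tested against chance. Other assignments gave up to 324 and 1321 genes, which points to a structure of the samples.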

How the results depend on the processing

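Averaging P12-ICHIKAWA and TALL-1, alone or together with averaging Nalm16 and Nalm30, leaving out Nalm16 and Nalm30, the doubling time as a covariate and the other probe sets of SLC19A1 were chosen after seeing the data. The correlations of GCLC and TXNRD3 with GSH kept their direction under every alternative, with rho from 0.811 to 0.902 and from 0.860 to 0.895 when each line was left out in turn, but GCLC no longer passed within BCP-ALL (0.600) or within T-ALL (0.714), nor TXNRD3 within BCP-ALL (0.771). By Pearson's r GCLC passed within T-ALL (0.837, exact p = 0.0155) and TXNRD3 within BCP-ALL (0.871, exact p = 0.00833). GCLC did not pass within BCP-ALL by Pearson's r (0.727, exact p = 0.1125). The value of GGT7 with GSH changed sign within T-ALL (-0.0357). The cause was not tested for any change below. Lines near the floor numbered 13 for GSTT1, 12 for GSTO2 and 7 each for CBS and GSTM3.

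Of the glutathione and thioredoxin genes, 9 were positive with GSH, and 5 by Pearson, 4 within BCP-ALL, 1 within T-ALL, 5 without the 2 lines farthest from the median, 3 in MTX-treated cells, 5 without Nalm16 and Nalm30, and 2 (without Nalm6) to 10 with each line left out. The 4 within BCP-ALL were GSS, GSTZ1, MGST3 and GPX4, none of them among the 9, and the 1 within T-ALL was TXNRD3. The calls within BCP-ALL count Nalm16 and Nalm30, the lines with the highest GSH there, as independent. Negative with GSH within BCP-ALL were CHAC2, TXN and GSTT1, and within T-ALL GSTT1 (rho = -0.821, exact p = 0.0341). Asparagine genes went from 0 to 1 with lineage means removed and to 1 in MTX-treated cells. Guanosine genes went from 2 to 1 by Pearson, within T-ALL, without the 2 farthest lines and in MTX-treated cells, to 0 without Nalm16 and Nalm30, and to between 1 (without Nalm16 or Nalm30) and 6 (without Molt-4).

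GGT1 and the IC50 at 96 h passed by Spearman (0.626) and without the 2 farthest lines (0.756), and r lay between 0.286 (without Nalm16) and 0.601 (without Nalm30). TXNRD3 no longer passed by Spearman (0.511), within BCP-ALL (0.151), without the 2 farthest lines (0.253), without HPB-ALL (0.579) or without Jurkat (0.506, the lowest), and r reached 0.697. The gene set score against the IC50 did not pass with permuted lines (1.32), by camera with an estimated correlation (p = 0.189) or without Nalm16 and Nalm30 (1.36), and lay between 1.13 (without Nalm16) and 1.77. Against GSH it passed with the highest probe set in each line (1.46), ranked by Spearman (1.54), given the lineage (1.76), unweighted (1.63), on the log phenotype (1.65), filtered on expression (1.57), by camera with a preset correlation (p = 0.0258, but 0.155 with an estimated one) and with P12-ICHIKAWA and TALL-1 averaged (1.48), and lay between 1.29 and 1.76 with each line left out.

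SLC19A1 and the IC50 at 96 h turned negative by Spearman (-0.198), with the mean of all probe sets (-0.0540), the most variable (-0.228), within BCP-ALL (-0.539), without the 2 farthest lines (-0.287), on the log2 IC50 (-0.0430) and by single probe sets (-0.266, -0.228, -0.0560 and -0.00538), and lay between -0.0865 (without Jurkat) and 0.140. At 48 h it turned negative with the mean (-0.272), the most variable (-0.655) and by single probe sets (-0.278, -0.655, -0.249, -0.326 and -0.0513), and lay between 0.0748 and 0.422. With cholate it turned positive by Pearson (0.173), with the mean (0.401), the most variable probe set (0.659), within T-ALL (0.0357), without Nalm16 and Nalm30 (0.0182) and by single probe sets (0.44, 0.659, 0.110, 0.538 and 0.401), and lay between -0.266 and 0.105 (without Nalm30). With glycocholate it turned negative within T-ALL (-0.0901), without the 2 farthest lines (-0.146) and with quantile normalization (-0.00275).

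Genes associated with GSH by limma went from 0 to 3 with quantile normalization, 2 with the doubling time as a covariate and 0 to 3 (without REH) with each line left out. For the IC50 at 48 h the count of 68 became 241 with lineage as a covariate, 5 on the log scale, 221 with quantile normalization (123 positive, 98 negative), 114 with a trend and robust fit, 1214 by probe set, 19 with P12-ICHIKAWA and TALL-1 averaged, 4 with Nalm16 and Nalm30 averaged as well, 4 without Nalm16 and Nalm30, 2 with the doubling time as a covariate, and 7 (without Nalm30) to 2473 (without HPB-ALL). The 961 genes of the lineage became 1748 by probe set, 617 with P12-ICHIKAWA and TALL-1 averaged, 474 with Nalm16 and Nalm30 averaged as well, and 617 (without TALL-1) to 1226. The IC50 at 96 h gave 0 genes under every alternative run.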

Differences from the paper's values

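For GSTM1 and GSH the paper's Supplementary Figure 6 shows about -0.0054, read by eye, and rho here was 0.00549, so the signs differ while both lie near 0. The sign was that of the paper, or the value 0, under these alternatives set before the data were examined: Pearson (-0.274), the mean of all probe sets (-0.0549), the most variable one (-0.0604), BCP-ALL only (-0.0857), T-ALL only (-0.143), and without 697, REH, Nalm16, Nalm30, Jurkat or Molt-4. It stayed positive with lineage means removed, without the 2 lines farthest from the median (0.355), with quantile normalization, in MTX-treated cells and with any of the other 7 lines left out. Of 50 coefficients that the figures print, 45 matched the values here within 0.006.

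The paper names 8 genes positively correlated with GSH. The 7 of them that could be analysed passed here too, and GGTLC1 and GSTO2, which it does not name, also passed. By Pearson's r, which the legend of Fig. 3 names, 4 of the 7 passed, and CBS (permutation p = 0.103), GSTA4 (permutation p = 0.0505), GGT1 (permutation p = 0.104) and GSTO2 (permutation p = 0.123) did not. Of the 7 coefficients compared with Fig. 3A, 6 matched the Spearman values here. That panel therefore appears to show Spearman's rho, and the Pearson results are a change of coefficient rather than a difference from its values. The coefficient of GGT1 with GSH was 0.577 here and is about 0.75 in Fig. 3A, read by eye. The value here rests on 1 probe set, since those with several genes were left out. Which probe set Fig. 3A used was not found in the paper, so a different one is not excluded. Alternatives set before the data were examined that lie nearer to it are lineage means removed (0.769), BCP-ALL only (0.771), T-ALL only (0.714) and without 697 (0.713).

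The paper states that GGT1 is associated with MTX resistance. Here Pearson's r was 0.451 (permutation p = 0.108), and the relation passed by Spearman (rho = 0.626), without the 2 lines farthest from the median (r = 0.756), without Nalm30 (r = 0.601) and without Jurkat (r = 0.573). Without Nalm16 r fell to 0.286 (permutation p = 0.359). Fig. 3B shows about 0.64, read by eye. For TXNRD3 it shows about 0.63, read by eye, and r here was 0.647.

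The paper states that no gene related to guanosine was associated with it. Here NT5C3B (rho = 0.654) and PNP (rho = 0.632) had unadjusted p-values of 0.0181 and 0.0239, and neither passed after adjustment (0.239). The count of 2 became 1 to 6 when 1 line was left out. By Pearson's r neither passed, and SLC28A2 did (r = 0.554, permutation p = 0.0445), but with all 13 lines near the floor (4.18 to 4.94 on the log2 scale).

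The paper states a negative correlation of SLC19A1 with MTX resistance. Here r was 0.0538 at 96 h and 0.283 at 48 h. It was negative at 96 h for 4 of 7 probe sets and at 48 h for 5 of 7, and the most variable probe set, an alternative set before the data were examined, passed at 48 h (r = -0.655, permutation p = 0.0189). The paper gives cholate and glycocholate as marginally associated with SLC19A1. Here rho was -0.0824 and 0.187, and the same most variable probe set had rho = 0.659 (permutation p = 0.0169) with cholate. Of the other single probe sets, examined only after these results were seen, 1 had rho = 0.538 with cholate (permutation p = 0.0615), and 3 had permutation p of 0.0627, 0.0629 and 0.0720 with glycocholate.

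The paper's text describes the gene set as enriched in MTX-resistant samples and the legend of Fig. 3 in high-GSH lines. Here it passed against the IC50 (nominal permutation p = 0.0123) and not against GSH (nominal permutation p = 0.0543). Against the IC50 it did not pass with permuted lines (permutation p = 0.182) or by camera with an estimated correlation (p = 0.189). Against GSH it passed under other settings, such as ranked by Spearman (normalized score 1.54), given the lineage (1.76) and in 8 of the 13 refits that left out 1 line, but not with permuted lines (1.31) or by camera with an estimated correlation (p = 0.155).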

Other observations

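The lineage and the doubling-time comparisons below use tests set before the data were examined, except the doubling-time covariate, which was chosen only after the result was seen.

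Markers of each lineage were among the genes with the largest differences between T-ALL and BCP-ALL lines. By limma, 498 genes were higher and 463 lower in T-ALL. Of 20 T-cell precursor markers, 17 were higher and none was lower, among them the receptor chains CD3D (log2 difference 7.88, standard error 0.151, adjusted p = 7.0e-13) and CD3E (6.01, standard error 0.123) and the adaptor SH2D1A (6.04, standard error 0.275). Of 19 B-cell precursor markers, 17 were lower, among them CD74 (-7.45, standard error 0.201), the transcription factors PAX5 (-6.44, standard error 0.154) and EBF1 (-6.19, standard error 0.217), and CD22 (-6.13, standard error 0.382). Both lists passed camera, with adjusted p of 8.2e-26 and 2.6e-33 at a preset correlation and adjusted p = 0.00219 and 2.9e-06 with an estimated correlation. Genes outside the lists with large differences were TRBC1 (7.61), ITM2A (6.77) and SLIT1 (5.05), higher in T-ALL, and HLA-DRB1 (-6.56) and MEF2C (-6.02), lower. Of the genes that act on MTX, FPGS, which adds glutamates to the drug and retains it in the cell, was lower in T-ALL. Its mean was 8.07 ± 0.443 (SD, n = 7) against 9.02 ± 0.147 (SD, n = 6) in BCP-ALL, a log2 difference of -0.95 (standard error 0.199, adjusted p = 0.0101 from limma). Of the 10 expressed genes of MTX transport and polyglutamylation, 1 was lower in T-ALL, 1 was higher and 8 did not pass. GPX1 was lower in T-ALL by limma (-1.56, standard error 0.435, adjusted p = 0.0444). In the other glutathione and thioredoxin lists, 3 S-transferases and 1 hydrolase were higher in T-ALL and 3 thioredoxin-system genes were lower, at an adjusted p under 0.05.

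The genes with the largest slopes on the IC50 at 48 h were, on the negative side, PSAT1, an enzyme of serine synthesis (-0.90 log2 units per 10 nM, standard error 0.0996, adjusted p = 0.00132 from limma), TFDP1 (-0.74) and the mitophagy receptor BNIP3 (-0.74). On the positive side they were S100A6 (0.92), PSTPIP2 (0.68) and PTPN14 (0.68), and the BH3-only gene BMF had a slope of 0.34. Doubling time alone was associated with 62 of the 68 genes and with 2803 of all 12564. With it as a covariate 1.47% of the 68 kept an adjusted p under 0.05 and 51.5% an unadjusted one, so slopes on the IC50 and on growth are not separated here. The 3 genes nearest to the IC50 at 96 h were LINC01296 (slope 1.41), TCF25 (-0.37) and TXNIP (-1.0, standard error 0.18), none of which passed (adjusted p = 0.26 for LINC01296 and 0.358 for the others, from limma). Doubling time correlated with the IC50 at 96 h at r = 0.0919.

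Of the other lists, markers of T-cell precursors had 18 of 20 slopes positive with the IC50 at 96 h (camera adjusted p = 6.6e-07 with a preset correlation, adjusted p = 0.960 with an estimated correlation), and markers of B-cell precursors 18 of 19 negative with GSH (adjusted p = 1.2e-06, and adjusted p = 0.960 with an estimated correlation). Glutathione hydrolases had an adjusted p of 0.0736 with GSH and 0.0773 with the IC50 at 96 h, and glutathione peroxidases 0.141 with the lineage. NRF2 targets had an adjusted p of 0.332 with GSH and 0.184 with the IC50 at 96 h. None of the remaining lists passed with any phenotype: asparagine and guanosine metabolism, glutathione synthesis, S-transferases, the thioredoxin system, MTX transport, the folate cycle, methionine and polyamines, the pentose phosphate pathway, nucleoside salvage, cell cycle, apoptosis regulators, and myeloid, NK-cell and stromal markers. Histidine catabolism, erythroid markers and the lesion genes had too few expressed genes to be tested.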
